# A functional crosstalk between the H3K9 methylation writers and their reader HP1 in safeguarding embryonic stem cell identity

**DOI:** 10.1016/j.stemcr.2023.08.004

**Published:** 2023-09-12

**Authors:** Lixia Dong, Huaqi Liao, Linchun Zhao, Jingnan Wang, Congcong Wang, Bowen Wang, Yanqi Sun, Lijun Xu, Yin Xia, Shizhang Ling, Xin Lou, Jinzhong Qin

**Keywords:** HP1, H3K9 methylation, G9A, GLP, SETDB1, embryonic stem cells, pluripotency, germ layer lineages, redundancy, crosstalk

## Abstract

Histone H3 lysine 9 (H3K9) methylation, as a hallmark of heterochromatin, has a central role in cell lineage and fate determination. Although evidence of a cooperation between H3K9 methylation writers and their readers has started to emerge, their actual interplay remains elusive. Here, we show that loss of H3K9 methylation readers, the *Hp1* family, causes reduced expression of H3K9 methyltransferases, and that this subsequently leads to the exit of embryonic stem cells (ESCs) from pluripotency and a reciprocal gain of lineage-specific characteristics. Importantly, the phenotypes of *Hp1*-null ESCs can be rescued by ectopic expression of *Setdb1*, *Nanog*, and *Oct4*. Furthermore, *Setdb1* ablation results in loss of ESC identity, which is accompanied by a reduction in the expression of *Hp1* genes. Together, our data support a model in which the safeguarding of ESC identity involves the cooperation between the H3K9 methylation writers and their readers.

## Highlights

• Members of the *Hp1* family function redundantly to maintain ESC identity
• The phenotypes of *Hp1-*null ESCs can be rescued by ectopic expression of *Setdb1*
• Functional crosstalks exist between the H3K9 methylation writers and HP1 in ESCs

## Introduction

The covalent modification of histone tails is thought to play essential roles in chromatin organization and transcriptional regulation of eukaryotic genes (Strahl and Allis, 2000). Histone H3 lysine 9 (H3K9) methylation, a characteristic mark of gene repression, is closely associated with heterochromatin formation, which is essential for the maintenance of genome stability (Padeken et al., 2022). It is established by members of the family of SET domain-containing histone methyltransferases that target distinct regions of the genome (Rea et al., 2000). SUV39H1, SUV39H2 (also called KMT1A and KMT1B, respectively), and SETDB1 are thought to catalyze H3K9me2 and H3K9me3 (H3K9me2/3), while G9A and GLP (also called EHMT2 and EHMT1, respectively) are the primary enzymes for H3K9me1 and H3K9me2 (H3K9me1/2) (Padeken et al., 2022; Tachibana et al., 2008).

Heterochromatin protein 1 (HP1) is a conserved nonhistone chromosomal protein that is involved in heterochromatin-mediated gene silencing in many organisms (Canzio et al., 2013; Eissenberg et al., 1990; James and Elgin, 1986; Padeken et al., 2022). Mammalian cells contain three closely related HP1 homologs, HP1α (also known as CBX5), HP1β (CBX1), and HP1γ (CBX3) (James and Elgin, 1986). All HP1 isoforms harbor an N-terminal chromo-domain (CD) and a C-terminal chromo shadow domain (CSD), separated by a flexible hinge region. The CD is responsible for binding to H3K9me2/3 through an aromatic cage (Jacobs and Khorasanizadeh, 2002; Nielsen et al., 2002), while the CSD is required for dimerization, which provides a platform to recruit diverse HP1-binding partners, including transcription co-repressors and H3K9 methyltransferases (Bannister et al., 2001; Canzio et al., 2013; Cowieson et al., 2000; Nozawa et al., 2010). The interaction between HP1 and H3K9 methyltransferases is thought to be important for the spreading and inheritance of heterochromatin. HP1 tethers H3K9 methyltransferases to H3K9me2/3-enriched chromatin through this interaction, thereby promoting further deposition of H3K9me2/3 (Bannister et al., 2001; Richards and Elgin, 2002).

Although it is well established that H3K9 methylation is essential for the establishment and maintenance of the silent chromatin state, evidence for its role in cell fate determination is also emerging (Nicetto et al., 2019; Nicetto and Zaret, 2019; Padeken et al., 2022). H3K9me3 domains have been shown to act as a major obstacle during the conversion of terminally differentiated cells into induced pluripotent stem cells (Chen et al., 2013; Soufi et al., 2012). While single *Suv39h1/2* knockout mice show no developmental defects, double null mice are characterized by perinatal lethality associated with genome instability (Peters et al., 2001). *G9a*- or *Glp*-null mice are early embryonic lethal (E9.5) and exhibit gross morphological abnormalities across all developing cell lineages (Tachibana et al., 2002). *Setdb1*-null mice display early embryonic lethality at the peri-implantation stage and embryonic stem cell (ESC) survival *in vitro* is compromised (Dodge et al., 2004). Further studies of *Setdb1* reveal that it contributes to repression of a subset of genes encoding developmental regulators in ESCs (Bilodeau et al., 2009; Yeap et al., 2009; Yuan et al., 2009). *Hp1α*-null mice are viable and fertile and display no obvious morphological abnormalities, whereas *Hp1β*-deficient mice display perinatal lethality and exhibit distorted neurogenesis (Aucott et al., 2008). A dramatic loss of germ cells before meiosis is observed in *Hp1γ*-deficient mice (Abe et al., 2011). The relatively mild phenotypes in single *Hp1* mutants suggest partially redundant functions of the *Hp1* family. Interestingly, a recent work demonstrated that HP1 family members act redundantly to maintain protein stability of H3K9 methyltransferases and to ensure cell viability in ESCs (Maeda and Tachibana, 2022). However, it is unclear whether the reduced expression levels of these enzymes lead to the phenotype observed in *Hp1*-null ESCs.

Here, we use CRISPR/Cas9 technology to generate single or combined *Hp1* mutants and rigorously examine their functions in maintaining self-renewal and pluripotency in ESCs. We show that simultaneous, but not individual, ablation of *Hp1* results in loss of pluripotency in ESCs and triggers compromised self-renewal and spontaneous differentiation, a phenotype strikingly reminiscent of those observed in *Setdb1*-deficient ESCs. In addition, the defects associated with *Hp1*-deficient ESCs can be largely rescued by ectopic expression of *Setdb1*, *Oct4*, and *Nanog*, indicating that *Hp1* safeguards ESC identity through a *Setdb1*-*Oct4*-*Nanog*-dependent mechanism. In these ESCs deficient for all three *Hp1* members, the expression of the H3K9 methyltransferases, particularly *Setdb1*, is reduced markedly. Similarly, *Setdb1* loss of function also causes attenuated *Hp1* expression. Our results reveal that cross-regulation between the H3K9 methylation writer SETDB1 and its reader HP1 is a key component of the transcriptional control of ESC identity.

## Results

### The *Hp1* family plays essential and redundant roles in the maintenance of ESC pluripotency

To systematically explore the role of *Hp1* family in ESCs, we first established cohorts of ESCs deficient in one or two *Hp1* paralogs in any combination (Figure 1A). The absence of HP1 protein expression was confirmed by western blot analysis (Figure 1B). These mutant cells were monitored for their ability to form colonies after seeding on mitotically inactivated feeder layers made from mouse embryonic fibroblasts (MEFs). The single or double mutants were viable and maintained a typical undifferentiated state in terms of colony morphology along with a high expression level of alkaline phosphatase (AP) and pluripotency markers (OCT4, SOX2, and NANOG), even after long-term culture (Figures 1B and 1D). Notably, the loss of two of the *Hp1* paralogs gave rise to colonies that were significantly smaller in size, whereas the targeted inactivation of single *Hp1s* had no significant effect on overall cell growth (Figures 1C and 1D). Flow cytometry showed that the impaired growth of double mutants was the result of increased apoptosis and not of altered cell cycle (Figure S1A).

**Figure 1:**
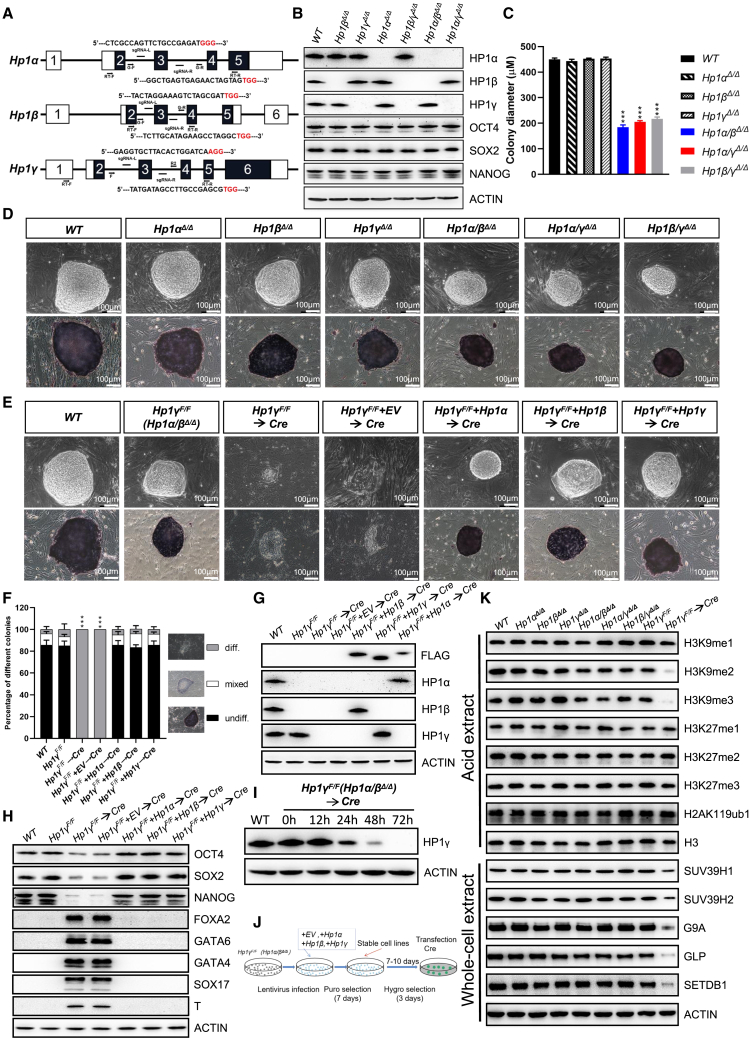
The *Hp1* family plays essential and redundant roles in the maintenance of the pluripotent state of ESCs (A) Schematic of CRISPR/Cas9-mediated knockout approaches to generate ESCs deficient in *Hp1* family. PAM sequences are in red following the single guide RNA (sgRNA) sequence highlighted in black. (B) Western blot analysis showing the changes in the global levels of HP1 proteins and selected pluripotency factors in ESCs of indicated genotypes. ACTIN was taken as a loading control. *WT*, *wild-type*. (C) Bar graphs showing the mean largest diameter of 30 random ESC colonies. Data are presented as the means ± SD of three independent experiments. ^∗∗∗^p < 0.001 (Student t test) compared with the control. (D) Representative phase contrast images (top) and AP staining images (bottom) of ESC colonies of indicated genotypes on MEF feeders. All ESC colonies were photographed on day 7 after seeding single-cell suspensions on inactivated MEF feeder layers. Scale bar, 100 μm. (E) Representative phase contrast images (top) and AP staining images (bottom) of ESC colonies of indicated genotypes on MEF feeders. Scale bar, 100 μm. *Hp1γ*^*F/F*^, *Hp1α/β*^*Δ/Δ*^*;Hp1γ*^*F/F*^; *EV*, *empty vector*. (F) Quantitation of colony types formed by cell lines shown in (E). AP-stained colonies were scored in three categories: undifferentiated, mixed (partially differentiated) and differentiated. Data are presented as the means ± SD of three independent experiments. ^∗∗∗^p < 0.001 (Student t test) compared with the control. (G and H) Western blot analysis of protein levels of (G) HP1, (H) pluripotency factors, and germ layer markers in ESCs of indicated genotypes. Anti-FLAG (M2) antibody was used to detect the exogenous FLAG-tagged HP1. ACTIN served as a loading control. (I) Western blot revealing that HP1γ protein was completely ablation after transfection with *Cre* recombinase. ACTIN served as a loading control. (J) Schematic diagram of the rescue assay. (K) Western blot demonstrating the changes in the levels of selected histone modifications and H3K9 methyltransferases in ESCs of indicated genotypes. H3 and ACTIN were taken as loading controls. See also Figure S1.

To examine the potential functional redundancy among HP1 family in ESCs and to circumvent the lethality or non-physiological responses associated with the deficiency for HP1 family, we engineered *Hp1α/β*^*Δ/Δ*^ ESCs with conditional *Hp1γ*^*F/F*^ (*Hp1α/β*^*Δ/Δ*^*;Hp1γ*^*F/F*^) to eliminate all HP1 activity (Figure S1B). The established *Hp1α/β*^*Δ/Δ*^*;Hp1γ*^*F/F*^ lines formed tightly packed colonies with defined borders, stained mostly positive for AP and retained high expression levels of the pluripotency markers (Figures 1E, 1F, and 1H). Transfection of *Cre* recombinase into the established *Hp1α/β*^*Δ/Δ*^*;Hp1γ*^*F/F*^ lines led to the efficient ablation of HP1γ proteins (Figure 1I), massive cell death by apoptosis and cell-cycle arrest at G1 phase (Figure S1A), yielding triple knockout (*Hp1α/β/γ*^*Δ/Δ*^) cells that failed to maintain their pluripotent state, as determined by the reduced expression of pluripotency markers at both the mRNA and protein levels (Figure 1H; Table S3). Therefore, the cells were used for assay after 72 h of transfection throughout this study, unless otherwise stated. 

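In RNA-seq of *Hp1α/β/γ*Δ/Δ cells, mRNA levels of the pluripotency genes were set against those of *Hp1α/β*Δ/Δ ESCs, with 3 libraries of each genotype. These ESCs are a constitutive double mutant, not the floxed cells with control vector named in the legend of Figure 2A. The compared cells may thus differ by more than the loss of *Hp1γ*. The authors deposited estimated counts per gene, which were rounded to whole numbers and expressed as counts in 1 M counts of a library (CPM) after scaling of the libraries by edgeR's TMM method. *Oct4*, listed as *Pou5f1* (ENSMUSG00000024406), lies on chromosome 17 of GRCm38 from 35506018 to 35510772. It had 483 ± 8.57 CPM (SD, n = 3) in *Hp1α/β/γ*Δ/Δ cells and 920.1 ± 12.8 CPM (SD, n = 3) in *Hp1α/β*Δ/Δ ESCs. Its log2 fold change was −0.93 (standard error 0.028, adjusted p = 2.65e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Nanog* had 78.8 ± 2.12 CPM (SD, n = 3) in *Hp1α/β/γ*Δ/Δ cells against 414 ± 7.2 CPM (SD, n = 3), a log2 fold change of −2.39. *Sox2* had 128 ± 1.03 CPM (SD, n = 3) against 515 ± 21.2 CPM (SD, n = 3), a log2 fold change of −2.01. *Nr5a2* and *Dppa5a* had log2 fold changes of −1.55 and −1.59. Every library of *Hp1α/β/γ*Δ/Δ cells lay below every library of *Hp1α/β*Δ/Δ ESCs for each of these 5 genes, although 3 libraries against 3 allow no exact permutation p under 0.1. At an adjusted p under 0.05 and an absolute log2 fold change over 1, 4 of the 5 genes were down-regulated over all genes tested, and the same number when adjusted over the list alone. The study chose this list on these samples, so the latter is not independent evidence. *Oct4* was the gene whose fold change stayed under the threshold.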

Consistent with the observed exit from the pluripotency state, the *Hp1α/β/γ*^*Δ/Δ*^ cells exhibited differentiated morphology, failed to be stained by AP (Figure 1E), and accompanied by induction of lineage-specific transcriptional regulators, such as FOXA2, GATA4, GATA6, SOX17, and T (Brachyury) (Figure 1H). These results thus uncovered a degree of functional redundancy among HP1 family in preserving ESC pluripotent identity, consistent with data obtained by conditional loss of *Hp1* achieved with a tamoxifen inducible *Cre* (Maeda and Tachibana, 2022). The functional redundancy among members of the HP1 family was independently confirmed by exogenous expression of any *Hp1* paralog, which mostly rescued the detrimental phenotype of *Hp1α/β/γ*^*Δ/Δ*^ ESCs (Figures 1E–1H, 1J, and S1C).

Interestingly, the markedly decreased levels of global H3K9me2/3, but not H3K9me1, were observed in ESCs with complete deletion of the HP1 family (Figure 1K). In contrast, loss of HP1 did not seem to appreciably affect histone H3 lysine 27 (H3K27) methylation (H3K27me1/2/3). The decrease in H3K9me2/3 levels was reflected by a concomitant decrease in the protein levels of *G9a*, *Glp*, *Setdb1*, and, to a lesser extent, *Suv39h1/2* (Figure 1K). Importantly, in contrast with a rapid decrease in the mRNA levels of *Oct4*, *Sox2*, and *Nanog* after *Cre* transfection, mRNA levels of the H3K9 methyltransferases other than *Glp* remained relatively unchanged or slightly elevated initially (up to 3 days) (Figures S1D and S1E), suggesting a post-transcriptional mechanism of regulation of the expression of H3K9 methyltransferases by HP1 in agreement with data obtained by conditional loss of *Hp1* achieved with a tamoxifen inducible *Cre* (4 days after tamoxifen treatment) (Maeda and Tachibana, 2022). Additionally, mRNA levels of all the H3K9 methyltransferases dramatically decreased 3 or 4 days after *Cre* transfection (Figure S1E). Therefore, the expression of H3K9 methyltransferases in ESCs mediated by HP1 can be achieved both at the transcriptional and post-transcriptional levels. Of note, the level of H3K9me2/3 and H3K9 methyltransferases were maintained in *Hp1α/β/γ*^*Δ/Δ*^ cells exogenously expressing any one of the *Hp1* paralogs (Figures 1J and S1C), confirming that all HP1 paralogs display the ability to ensure the requisite levels of H3K9 methyltransferases.

### HP1 represses expression of lineage-specific genes in ESCs

To gain insight into the molecular mechanisms behind the observed phenotypic changes, we performed RNA sequencing (RNA-seq) analysis in *Hp1* individual and compound mutants (Tables S1, S2, and S3). 

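The RNA-seq data cover 33 libraries of C57BL/6 mouse ESCs in 11 conditions with 3 libraries each. These are the *Hp1α*Δ/Δ, *Hp1β*Δ/Δ and *Hp1γ*Δ/Δ single mutants, the *Hp1α/β*Δ/Δ, *Hp1α/γ*Δ/Δ and *Hp1β/γ*Δ/Δ double mutants, *Hp1α/β/γ*Δ/Δ cells, a pair of *wild-type* sets, *Setdb1* F/F ESCs and *Setdb1*Δ/Δ cells. The paper obtained the libraries of single and double mutants from constitutive knockout ESCs, and those of the triple mutant from cells transfected with *Cre* for 72 h. The sample labels give the triple mutant as a knockout without a time, and name a *wild-type* control where the legend of Figure 2A names cells with the control vector. In the deposited tables the single mutants, *Hp1α/β*Δ/Δ ESCs and *Hp1α/β/γ*Δ/Δ cells stand beside one *wild-type* set, here called set A, and *Hp1α/γ*Δ/Δ and *Hp1β/γ*Δ/Δ ESCs stand beside another, here called set B. RNA was sequenced as 150 bp paired-end reads on a HiSeq3000. The paper names the TruSeq Stranded Total RNA Library Prep Gold kit, and the labels name a TruSeq RNA kit. The values deposited by the authors are estimated counts per gene without normalization. The paper's text names no aligner, counting program or annotation for them. They list 55487 genes by Ensembl identifier, of which 55141 matched GENCODE M21 (GRCm38), the source of the coordinates given here.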

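Total counts per library ran from 17330936 to 25743149, with a median of 21522569. The paper states a depth of 50 M reads per sample, and a median library would stand for 43.0 M reads if each count were a read pair. All values given here rest on the counts. By group, the lowest, median and highest totals were 20627149, 21648108 and 21668932 in *wild-type* set A and 20227691, 21852688 and 22232704 in *wild-type* set B. They were 21455118, 22156712 and 23165121 in *Hp1α*Δ/Δ ESCs, 20233367, 21448218 and 22828538 in *Hp1β*Δ/Δ ESCs, and 19961367, 21939352 and 24699608 in *Hp1γ*Δ/Δ ESCs. Among the double mutants they were 19714459, 21522569 and 24423041 in *Hp1α/β*Δ/Δ ESCs, 22516230, 23228375 and 23831417 in *Hp1α/γ*Δ/Δ ESCs, and 22611958, 22682149 and 25743149 in *Hp1β/γ*Δ/Δ ESCs. *Hp1α/β/γ*Δ/Δ cells had 17330936, 19153825 and 21351305. Each mutant was compared with its *wild-type* set in a fit of those 6 libraries alone, by edgeR 4.0.16. Genes passed the filter of filterByExpr at a minimum count of 10. As in the paper, a gene was taken as deregulated at an adjusted p under 0.05 and an absolute log2 fold change over 1. The paper used DESeq2 with default parameters at the same thresholds. The authors' deposited calls match the paper's numbers for the single mutants (620, 1196 and 758) with a mean of at least 20 counts in a group. Without that minimum, which the paper does not state, they number 776, 1375 and 939. The paper's numbers and those given here thus rest on different minimum counts. Table S1 was read in full for *Hp1β*Δ/Δ ESCs (1196 genes), while the copies used here hold the first 1997 of 3351 genes for *Hp1α/γ*Δ/Δ ESCs in Table S2, 1996 of 6791 for *Hp1α/β/γ*Δ/Δ cells in Table S3 and 1998 of 4056 in Table S4.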

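The targeted genes were read first, in every library, as CPM with all 33 libraries scaled together. *Cbx5*, which encodes HP1α, lies on chromosome 15 of GRCm38 from 103191544 to 103239816. It had 478 to 489 CPM in the 3 libraries of *wild-type* set A and 437 to 474 CPM in set B. In *Hp1α*Δ/Δ ESCs it had 175 to 179.6 CPM, in *Hp1α/β*Δ/Δ ESCs 199.9 to 208 CPM, in *Hp1α/γ*Δ/Δ ESCs 85.1 to 182 CPM and in *Hp1α/β/γ*Δ/Δ cells 278 to 287 CPM. *Cbx1* (HP1β, chromosome 11, 96789127 to 96808640) had 430.2 to 445 CPM in set A and 373 to 407 CPM in set B. It had 99.9 to 111 CPM in *Hp1β*Δ/Δ ESCs, 94.7 to 98.2 CPM in *Hp1α/β*Δ/Δ ESCs, 67.6 to 68.9 CPM in *Hp1β/γ*Δ/Δ ESCs and 43.9 to 49.4 CPM in *Hp1α/β/γ*Δ/Δ cells. *Cbx3* (HP1γ, chromosome 6, 51470360 to 51483704) had 173 to 186 CPM in set A and 157 to 199 CPM in set B. It had 73.9 to 76.2 CPM in *Hp1γ*Δ/Δ ESCs, 79.6 to 100.3 CPM in *Hp1α/γ*Δ/Δ ESCs, 63.1 to 67.7 CPM in *Hp1β/γ*Δ/Δ ESCs and 61.7 to 66.2 CPM in *Hp1α/β/γ*Δ/Δ cells. Each targeted gene thus lay below both *wild-type* sets in every library of the mutants that lack it, and in none of them at 0. The log2 fold change of *Cbx5* in *Hp1α/β/γ*Δ/Δ cells was −0.81, under the fold threshold, against −3.27 for *Cbx1* and −1.48 for *Cbx3*. Counts over a whole gene do not show whether the remaining transcripts can be translated. From western blots, the paper reports that the targeted HP1 proteins were absent in single and double mutants and that HP1γ was lost after *Cre* (Figures 1B and 1I).

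**Figure D1:**
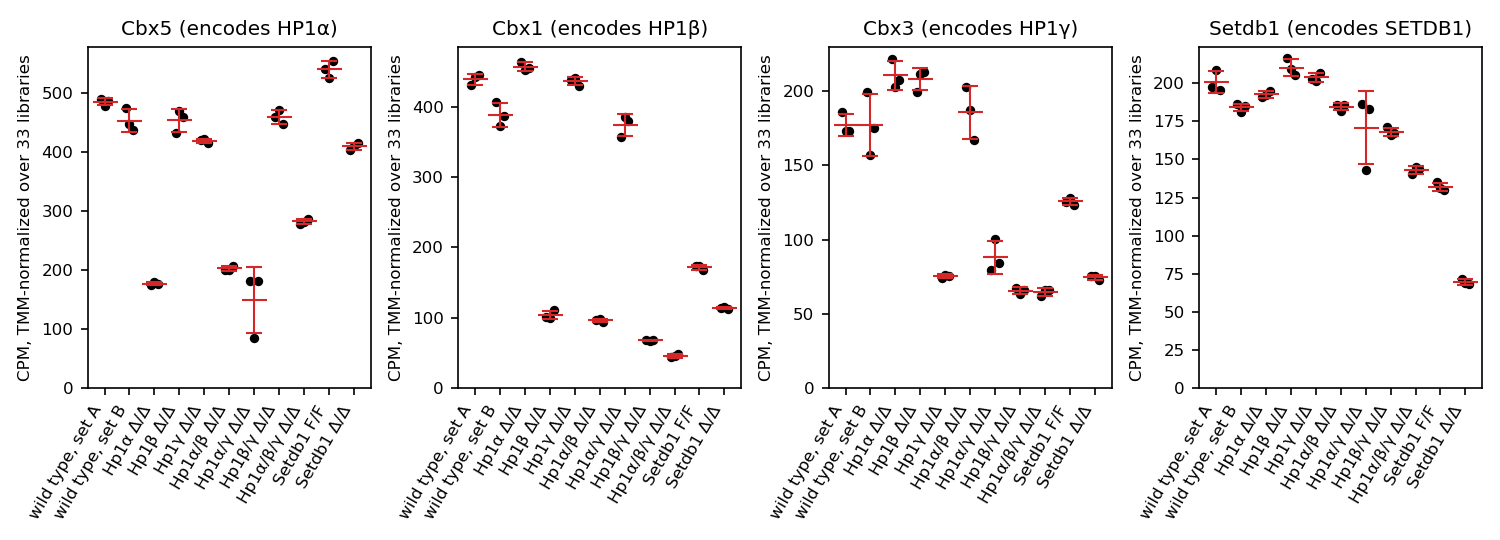
CPM of *Cbx5*, *Cbx1*, *Cbx3* and *Setdb1* (vertical axes) in each library of the 11 conditions (horizontal axes). Black points are libraries, and red marks are the mean ± SD of 3 libraries. *Cbx1* lies between 43.9 and 49.4 CPM in *Hp1α/β/γ*Δ/Δ cells and between 430.2 and 445 CPM in *wild-type* set A.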

We observed deregulation of increasing numbers of genes in *Hp1* mutants lacking progressively more *Hp1* paralogs (Figures 2A and 2B). 

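Among the single mutants, 772 of 15841 genes tested were deregulated in *Hp1α*Δ/Δ ESCs, 1442 of 15845 in *Hp1β*Δ/Δ ESCs and 884 of 15823 in *Hp1γ*Δ/Δ ESCs. Among the double mutants, the numbers were 1292 of 15854 in *Hp1α/β*Δ/Δ ESCs, 3657 of 15841 in *Hp1α/γ*Δ/Δ ESCs and 1929 of 16263 in *Hp1β/γ*Δ/Δ ESCs. In *Hp1α/β/γ*Δ/Δ cells 7400 of 17501 genes were deregulated. The single mutants, *Hp1α/β*Δ/Δ ESCs and *Hp1α/β/γ*Δ/Δ cells were compared with *wild-type* set A and the other double mutants with set B, so these numbers do not rest on one control. With set B as the control, the *Hp1α*Δ/Δ, *Hp1β*Δ/Δ and *Hp1γ*Δ/Δ single mutants had 1438, 2429 and 1693 genes, and *Hp1α/β*Δ/Δ ESCs had 1767. There *Hp1β*Δ/Δ ESCs lay above *Hp1α/β*Δ/Δ and *Hp1β/γ*Δ/Δ ESCs, and *Hp1α/β/γ*Δ/Δ cells had 7790. With set A, *Hp1α/γ*Δ/Δ and *Hp1β/γ*Δ/Δ ESCs had 4176 and 2884. The fold threshold moved the counts most, and an adjusted p under 0.05 alone gave 7126, 8100 and 7394 genes in the *Hp1α*Δ/Δ, *Hp1β*Δ/Δ and *Hp1γ*Δ/Δ single mutants, 6881, 7361 and 8408 in the *Hp1α/β*Δ/Δ, *Hp1α/γ*Δ/Δ and *Hp1β/γ*Δ/Δ double mutants, and 14283 in *Hp1α/β/γ*Δ/Δ cells. Without that threshold *Hp1α/β*Δ/Δ ESCs lay below every single mutant, and only *Hp1β/γ*Δ/Δ ESCs lay above all of them. The biological coefficient of variation was 0.184 in the comparison of *Hp1α/γ*Δ/Δ ESCs, against 0.0429 to 0.0681 in the other Hp1 comparisons. Replicate 2 of *Hp1α/γ*Δ/Δ ESCs lay far from replicates 1 and 3, and 3802 genes were deregulated without it. The pair of *wild-type* sets, which carry the same genotype label, differed from each other in 909 of 16008 genes at the same thresholds. This is more than in *Hp1α*Δ/Δ or *Hp1γ*Δ/Δ ESCs, but the order reverses without the fold threshold (3972 between the sets) and with at least 10 counts in every library. For *Hp1γ*Δ/Δ ESCs it also reverses with DESeq2 (941 against 920 between the sets) and in a joint fit (999 against 930). It holds with RLE size factors (877 against 908) and without a filter (1074 against 1191). Mutants compared with the same *wild-type* libraries share their chance values. Across genes, which are not independent replicates, the log2 fold changes of the single mutants and *Hp1α/β*Δ/Δ ESCs correlated pairwise with a Pearson r of 0.548 to 0.725. In 20 simulated pairs of unchanged groups against *wild-type* set A, r averaged 0.512 and reached at most 0.538. With a separate *wild-type* set for each mutant of a pair, r was 0.1 to 0.281.

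**Figure D2:**
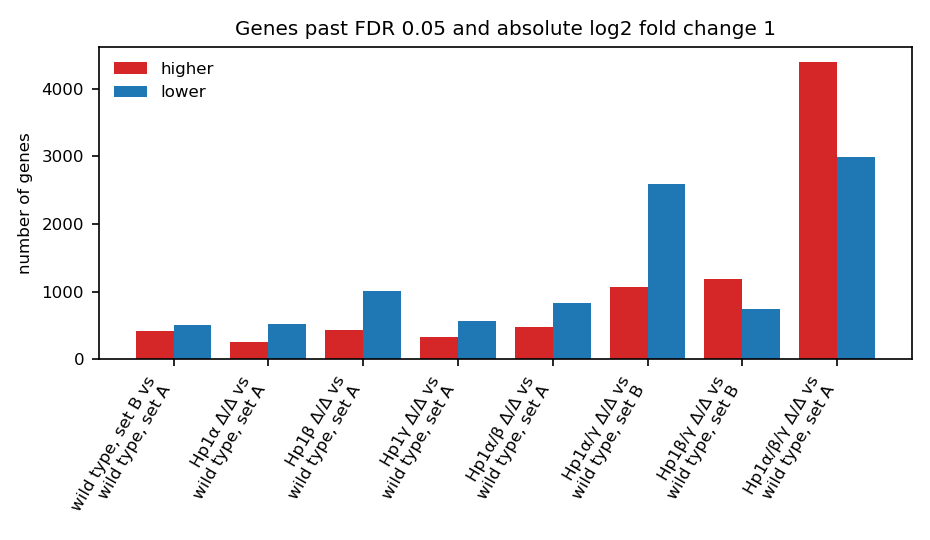
Number of genes (axis from 0) that were higher or lower at an adjusted p under 0.05 and an absolute log2 fold change over 1, for each of the 7 Hp1 mutants against its *wild-type* set and for *wild-type* set B against set A. The bars of *Hp1α/β/γ*Δ/Δ cells are the tallest in both directions, and the pair of *wild-type* sets differs in 909 genes.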

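In *Hp1α*Δ/Δ ESCs, 247 genes were higher and 525 lower than in *wild-type* set A. The largest rises among genes with at least 5 CPM and fully separated groups were *Fam167a*, *Gfra1* and *Otx2* (log2 fold changes 2.47 to 2.90). *Efhc2* and *Gm20305* were among the largest falls (−2.75 and −2.27), and *Gm20305* changed direction, to a log2 fold change of 8.79, with *wild-type* set B as the control. In *Hp1β*Δ/Δ ESCs, 435 genes were higher and 1007 lower. *Gm45351*, *H19* and *Gm17019* rose most (3.13 to 4.70) and *Tarm1*, *Usp26* and *Ccdc170* fell most (−4.66 to −4.30). *Usp26* had 7.48 ± 0.56 CPM (SD, n = 3) in *Hp1β*Δ/Δ ESCs and 171 ± 3.55 CPM (SD, n = 3) in *wild-type* set A. In *Hp1γ*Δ/Δ ESCs, 323 genes were higher and 561 lower. *Pagr1a*, *Cyp2b23* and *Mep1b* rose most (3.26 to 6.34), with *Pagr1a* spread over 10.6 ± 9.17 CPM (SD, n = 3). *Gm14565* and *4930586N03Rik* were among the largest falls (−3.78 and −2.96). In *Hp1α/β*Δ/Δ ESCs, 469 genes were higher and 823 lower, led by *H19*, *Dcdc2a* and *Gm45351* (5.08 to 6.33) and by *Usp26* and *Cdh9* (−5.17 and −4.41). In *Hp1α/γ*Δ/Δ ESCs, 1069 genes were higher and 2588 lower. *Tdpoz6*, a member of a gene family whose near-identical copies could have split reads, *Ankrd36* and *Dcdc2a* rose most (6.24 to 7.18), and *Slc39a8*, the feeder fibroblast gene *Col1a2* and *Acta2* fell most (−6.74 to −5.22). In *Hp1β/γ*Δ/Δ ESCs, 1191 genes were higher and 738 lower. *Gm21293*, *Gm13696* and *Gm21312* had no counts in *wild-type* set B and were at least 110-fold, 101-fold and 98.9-fold higher against a floor of 3 counts. *Gna14*, *Pclo* and *Pla2g4a* fell most (−3.76 to −3.65). The adjusted p of the genes named here lay between 1.1e-18 for *Usp26* in *Hp1α/β*Δ/Δ ESCs and 0.000262 for *Col1a2* in *Hp1α/γ*Δ/Δ ESCs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Genes of chromosome 16 lay lower in all 6 mutants. They made up 54 of the genes lower in *Hp1α*Δ/Δ ESCs (10.3%, against 2.89% of the genes tested), 58 in *Hp1β*Δ/Δ ESCs, 55 in *Hp1γ*Δ/Δ ESCs, 53 in *Hp1α/β*Δ/Δ ESCs, 115 in *Hp1α/γ*Δ/Δ ESCs and 43 in *Hp1β/γ*Δ/Δ ESCs.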

While only 620 (189 up-regulated and 431 down-regulated), 1,196 (371 up-regulated and 825 down-regulated) and 758 (275 up-regulated and 483 down-regulated) genes were deregulated in *Hp1α*, *Hp1β*, and *Hp1γ* single mutants, respectively, when compared with their parental counterpart, cells deleted for two of the *Hp1* paralogs show deregulation of thousands of genes (1,038 up-regulated and 604 down-regulated in *Hp1β/γ*^*Δ/Δ*^, 1,119 up-regulated and 2,233 down-regulated in *Hp1 α/γ*^*Δ/Δ*^, and 405 up-regulated and 687 down-regulated in *Hp1α/β*^*Δ/Δ*^). Complete loss of all three *Hp1* paralogs in ESCs resulted in substantial changes in gene expression (3,976 up-regulated versus 2,817 down-regulated genes) (Figures 2A, 2B, and S2A; Table S3), further supporting the existence of functional redundancy among *Hp1* family. 

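In *Hp1α/β/γ*Δ/Δ cells 4401 genes were higher (59.5% of those deregulated) and 2999 lower than in *wild-type* set A. Compared with the constitutive *Hp1α/β*Δ/Δ ESCs, 7211 of 17425 genes were deregulated, 4431 higher and 2780 lower. The largest rises against *wild-type* set A were *Nr4a3* (43.7 ± 1.29 CPM, SD, n = 3), *Gm33962* (21.4 ± 2.38 CPM, SD, n = 3) and *Vmn1r9* (19.8 ± 0.963 CPM, SD, n = 3). None of the 3 genes had a count in *wild-type* set A, so they were at least 310-fold, 152-fold and 141-fold higher against a floor of 3 counts. *Vmn1r9* belongs to a large receptor family whose copies could have split reads. The largest falls were *mt-Nd3*, *Lefty1* and *Trh*. *mt-Nd3* had no counts in *Hp1α/β/γ*Δ/Δ cells and 13.0 ± 5.49 CPM (SD, n = 3) in *wild-type* set A, at least 83.1-fold lower. Another mitochondrial gene, *mt-Atp6*, had no counts in the tables with set A, against group means of 179 to 203 CPM in those with set B. Whether the 0 of *mt-Nd3* is a fall in expression or a matter of counting therefore stays open. *Lefty1* went from 360.4 ± 4.43 CPM (SD, n = 3) to 3.502 ± 0.514 CPM (SD, n = 3), a log2 fold change of −6.68 (standard error 0.056, adjusted p = 2.11e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Trh* had a log2 fold change of −6.26. Against *Hp1α/β*Δ/Δ ESCs, *Gm8221*, *Apol7c* and *Gm50028* rose from no counts to at least 333-fold, 138-fold and 118-fold of the floor, and *Ndufa4l2* fell by 6.55 on the log2 scale. Genes of chromosome 8 were shifted as a whole in *Hp1α/β/γ*Δ/Δ cells, with a median log2 fold change 0.52 above that of all other chromosomes. They made up 308 of the genes higher in *Hp1α/β/γ*Δ/Δ cells (7% against 5.3% of the genes tested) and 58 of those lower, so 7034 of the deregulated genes lay elsewhere. Genes of chromosome 6 had a median log2 fold change 0.36 above that of all other chromosomes. They did not pass the threshold by camera (adjusted p = 0.438 by Benjamini-Hochberg).

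**Figure D3:**
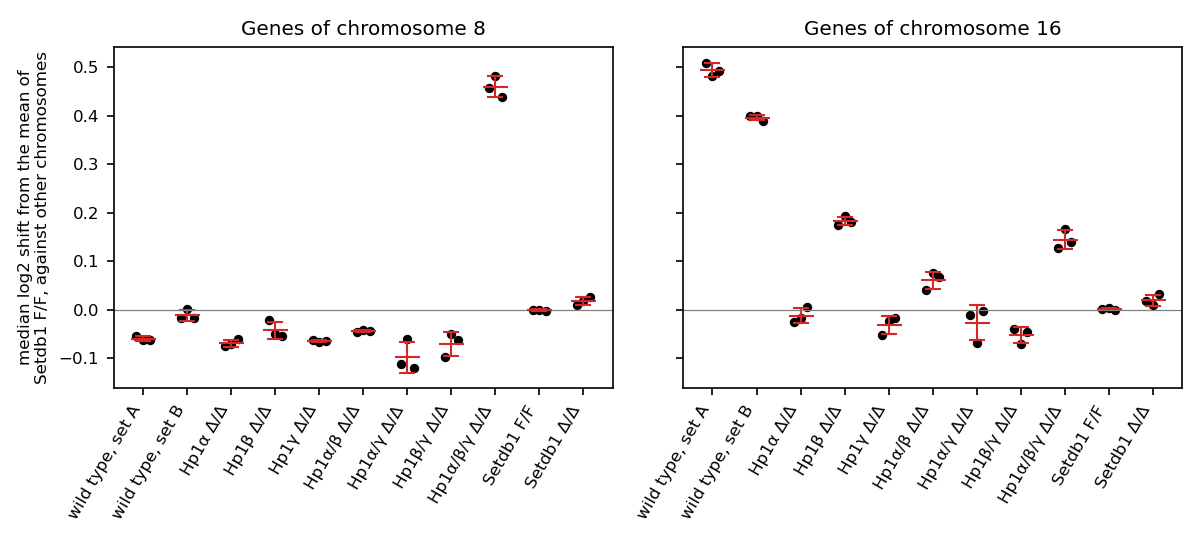
Median log2 shift of the genes of chromosomes 8 and 16 in each library relative to the mean of the *Setdb1* F/F libraries (vertical axes), by condition. Black points are libraries, and red marks are the mean ± SD of 3 libraries. The libraries of *Hp1α/β/γ*Δ/Δ cells sit between 0.44 and 0.48 on chromosome 8, and those of the *wild-type* sets between 0.39 and 0.51 on chromosome 16.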

Functional annotation of *Hp1α/β/γ*^*Δ/Δ*^ up-regulated genes showed enrichment in Gene Ontology (GO) terms related to pattern specification process, cell fate commitment and tissue morphogenesis. 

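The terms shown in Figure 2C were tested on the 16360 genes tested in *Hp1α/β/γ*Δ/Δ cells that carry any GO term in the authors' deposited annotation. Of these, 3789 were up-regulated. Pattern specification process was annotated to 57 of the genes, and 20 of them were up-regulated where 13.2 were expected (one-sided exact hypergeometric test, p = 0.0276, adjusted p = 0.155 over 28 tests by Benjamini-Hochberg). For cell fate commitment, 20 of 59 genes were up-regulated against 13.7 expected (exact p = 0.0396, adjusted p = 0.185). Tissue morphogenesis was annotated to 8 genes, of which 1 was up-regulated (exact p = 0.879). With all genes tested as the background, the unadjusted p was 0.0606 for pattern specification process and 0.0834 for cell fate commitment. None of the terms tested for up-regulated genes passed an adjusted p of 0.05, and 2 of them had an unadjusted p under 0.05. The deposited annotation lists a gene's own terms, and terms such as tissue morphogenesis hold few genes there.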

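Among the same annotated genes, 2866 were down-regulated in *Hp1α/β/γ*Δ/Δ cells. Axon guidance was annotated to 153 genes, and 43 of them were down-regulated where 26.8 were expected (exact p = 0.000758, adjusted p = 0.0106 over the 28 hypergeometric tests). Of the 109 genes of extracellular matrix organization, 38 were down-regulated against 19.1 expected (exact p = 9.98e-06, adjusted p = 0.000279). The ESCs were cultured on feeder fibroblasts, and of 18 tested feeder fibroblast genes 9 were called lower and 3 higher in *Hp1α/β/γ*Δ/Δ cells. Whether less feeder RNA contributed to this term was not tested. For actin cytoskeleton organization, 47 of 180 genes were down-regulated against 31.5 expected (exact p = 0.0024, adjusted p = 0.0224). Of the 25 genes of regulation of cell morphogenesis, 5 were down-regulated, close to the 4.38 expected (exact p = 0.452). Cell junction organization was annotated to none of the genes under that name, so its tests, which count among the 28, say nothing.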

Genes down-regulated in *Hp1α/β/γ*^*Δ/Δ*^ cells were related to regulation of axon guidance and cell junction organization, as well as regulation of cell morphogenesis (Figure 2C).

**Figure 2:**
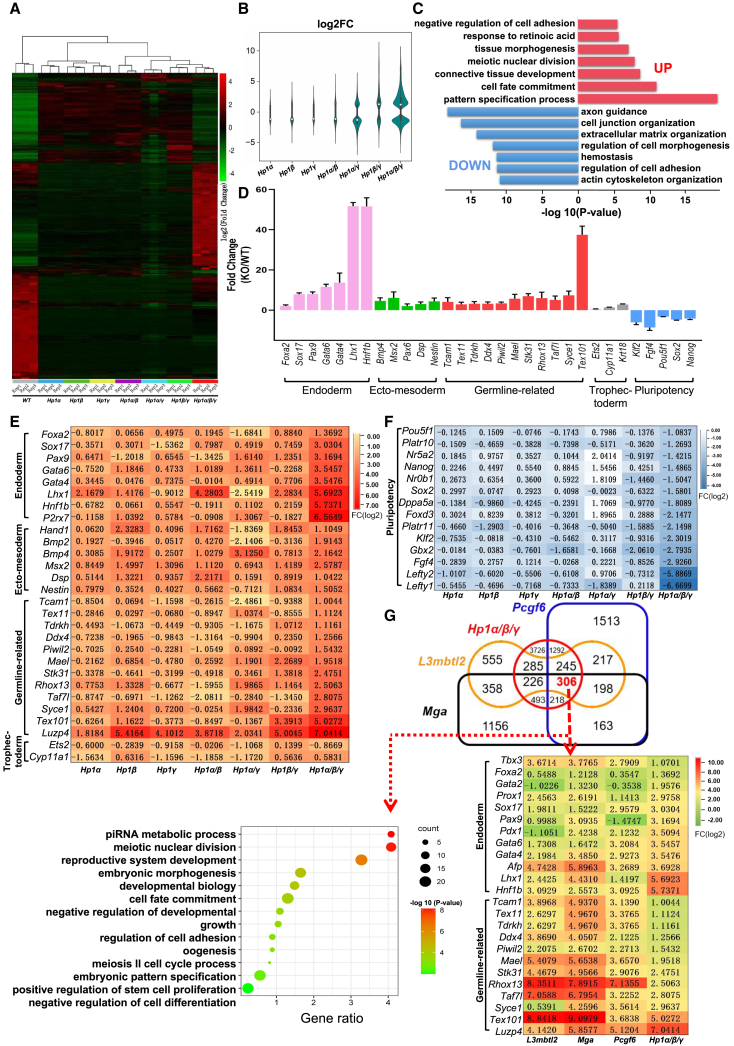
HP1 family acts redundantly to repress expression of lineage-specific genes in ESCs (A) Heatmap representation of global transcriptional changes in ESCs of indicated genotypes. All these selected genes were significantly differentially expressed in *Hp1* triple knockout cells (log2 FC > 1 or < –1, adjusted p < 0.05). For each gene, the *Z* score was calculated based on mean TPM values that were transformed to log2-counts. Hierarchical clustering of all samples was predicated on Euclidean distance metric and agglomerative hierarchical clustering. Up- and down-regulated genes are shown in red and green, respectively. RNA for RNA-seq analysis was obtained from *Hp1α/β*^*Δ/Δ*^*;Hp1γ*^*F/F*^ cells transfected with *Cre* or control vector for 72 h in three independent experiments. RNA-seq data for ESCs deficient in one or two *Hp1* paralogs were generated from their constitutive knockout ESCs. (B) A violin plot comparing log2-fold changes of genes in ESCs of indicated genotypes. (C) GO analysis of genes up-regulated (top) and down-regulated (bottom) in *Hp1α/β/γ*^*Δ/Δ*^ cells. (D) RT-qPCR analysis of germ layer and pluripotency marker expression levels in *Hp1α/β/γ*^*Δ/Δ*^ cells. All data are normalized to actin and shown relative to control ESCs (set at 1.0). Error bars represent the mean ± SD (n = 3). (E and F) Heatmaps showing the expression levels of genes involved in (E) germ layer specification and (F) pluripotency maintenance in ESCs of indicated genotypes. (G) Venn diagram showing intersection between differentially expressed genes in *Hp1α/β/γ*^*Δ/Δ*^, *Pcgf6*^*Δ/Δ*^, *L3mbtl2*^*Δ/Δ*^, and *Mga*^*Δ/Δ*^ ESCs; p < 0.05. Heatmap representation of expression levels of genes involved in endoderm and germ cell specification in ESCs upon *Pcgf6*, *L3mbtl2*, *Mga*, or *Hp1* ablation (bottom). GO analysis of biological functions of differentially overlapped genes with fold changes of more than 2 (left). Published RNA-seq data were acquired from the National Center for Biotechnology Information (NCBI) (GEO: GSE144141). See also Figure S2.

Importantly, examination of up-regulated genes in *Hp1α/β/γ*^*Δ/Δ*^ cells also showed a strong over-representation of embryonic germ layer lineage genes, including key endoderm markers (such as *Foxa2*, *Sox17*, *Gata6*, *Gata4*, and *Hnf1b*), markers of ecto-mesoderm (such as *Hand1*, *Bmp4*, *Msx2*, *Pax6*, and *Dsp*). and meiosis- and germline-specific genes (such as *Mael*, *Stk31*, *Taf7l*, *Syce1*, and *Tex101*). In contrast, expression levels of trophectoderm genes (*Ets2* and *Cyp11a1*), either decreased or remained unaffected in the mutant (Figures 2D–2F; Table S3). 

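In *Hp1α/β/γ*Δ/Δ cells, *Sox17*, *Gata6* and *Gata4* were higher than in *wild-type* set A. *Gata4* (ENSMUSG00000021944, chromosome 14 of GRCm38, 63198922 to 63271692) rose from 0.872 ± 0.113 to 10.1 ± 0.333 CPM (SD, n = 3 each), a log2 fold change of 3.53 (standard error 0.19, adjusted p = 2.65e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gata6* (chromosome 18, 11052064 to 11085635) rose from 0.256 ± 0.152 to 2.97 ± 0.551 CPM (SD, n = 3 each). *Sox17* (chromosome 1, 4490931 to 4497354) reached 2.07 ± 0.192 CPM (SD, n = 3), a log2 fold change of 2.99 that lay between 2.59 and 3.67 when each library was left out in turn. *Foxa2* (chromosome 2, 148042877 to 148046969) did not pass the count filter, with at most 7 counts in a library of *Hp1α/β/γ*Δ/Δ cells and 6 in one of *wild-type* set A, so a change was not detectable at this depth. Of the ecto-mesoderm genes, *Bmp4* rose from 5.13 ± 0.305 to 22.8 ± 0.228 CPM (SD, n = 3 each), with *Msx2*, *Hand1* and *Dsp* also past both thresholds (log2 fold changes 2.56, 1.09 and 1.03). *Hand1* and *Dsp* lie close to the fold threshold. They were past it in 4 and 3 of the 6 fits that each left out a library, and fell short with *wild-type* set B as the control (0.42 and 0.18). *Pax6* had a log2 fold change of 0.65 (adjusted p = 0.00228 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under the fold threshold, and of 1.78 with set B as the control. All 5 germline genes were higher, *Mael* at 1.94, *Stk31* at 2.46, *Taf7l* at 2.79 and *Syce1* at 2.95 on the log2 scale. *Tex101* rose from 0.442 ± 0.186 to 14.3 ± 0.435 CPM (SD, n = 3 each), a log2 fold change of 5.00. Over all genes tested, 4 ecto-mesoderm and 5 germline genes were up-regulated, and the same numbers when adjusted over the list alone. Against *Hp1α/β*Δ/Δ ESCs, 2 of the 5 ecto-mesoderm genes were higher and 1 lower, while all 5 germline genes were higher. The study named these lists from these samples. Neither the counts over each list alone nor the tests of the lists as sets in these cells are therefore independent evidence. In the comparison with *wild-type* set A, the lists were set against all other genes by camera at a preset correlation of 0.01. The germline list was higher (adjusted p = 0.0216 over 107 list tests by Benjamini-Hochberg), while the endoderm (0.172) and ecto-mesoderm (0.199) lists were not. Under fry, which asks whether the list itself moved, every list that camera called kept its call. Fry also called the endoderm and ecto-mesoderm lists higher (adjusted p = 3.59e-06 and 6.25e-06 by Benjamini-Hochberg), without setting them against other genes.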

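*Ets2* had 14.9 ± 1.37 CPM (SD, n = 3) in *Hp1α/β/γ*Δ/Δ cells and 27.3 ± 0.826 CPM (SD, n = 3) in *wild-type* set A, a log2 fold change of −0.88 (standard error 0.084, adjusted p = 1.25e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that did not reach the fold threshold. It lies on chromosome 16, whose genes as a whole had a median log2 fold change 0.34 below that of all other chromosomes in this comparison (shift −0.343). *Cyp11a1* had 1.32 ± 0.067 CPM (SD, n = 3) against 0.889 ± 0.332 CPM (SD, n = 3), a log2 fold change of 0.57 (standard error 0.38, adjusted p = 0.172 from the same test with Benjamini-Hochberg adjustment), which is within the spread between libraries. Neither gene was deregulated against *wild-type* set A over all genes tested or when adjusted over the list alone. As a set the pair did not differ from other genes by camera (adjusted p = 0.846 over the 107 list tests by Benjamini-Hochberg). Against *Hp1α/β*Δ/Δ ESCs, 1 gene of the pair was called higher (log2 fold change 1.737), and the other lay at −0.868 without a call.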

Among the genes down-regulated in *Hp1α/β/γ*^*Δ/Δ*^ cells, our analysis revealed the pluripotency genes, including *Oct4* (*Pou5f1*), *Nr5a2*, *Nanog*, *Sox2*, and *Dppa5a* (Figure 2F), which have been reported to have essential roles in regulating pluripotency in ESCs. 

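All 5 of these genes were down-regulated in *Hp1α/β/γ*Δ/Δ cells against *wild-type* set A, over all genes tested and when adjusted over the list alone, and each in all 6 fits that left out a library. *Oct4* had 488 ± 8.9 CPM (SD, n = 3) in *Hp1α/β/γ*Δ/Δ cells and 1041 ± 6.18 CPM (SD, n = 3) in *wild-type* set A, a log2 fold change of −1.09 (standard error 0.021, adjusted p = 2.62e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It fell short of the fold threshold, at −0.81, with *wild-type* set B as the control. *Nanog* (ENSMUSG00000012396, chromosome 6 of GRCm38, 122707489 to 122714633) went from 225 ± 5.26 to 79.6 ± 2.02 CPM (SD, n = 3 each), a log2 fold change of −1.50. *Sox2* (ENSMUSG00000074637, chromosome 3, 34650405 to 34652461) went from 389 ± 6.43 to 129 ± 1.19 CPM (SD, n = 3 each) and *Dppa5a* (chromosome 9, 78367052 to 78368177) from 559 ± 16.7 to 158.5 ± 6.15 CPM (SD, n = 3 each), with *Dppa5a* showing the largest fall of the 5 (−1.82). *Nr5a2* (chromosome 1, 136842571 to 136960448) had a log2 fold change of −1.43. As a set the genes were lower than all others by camera (adjusted p = 1.29e-07 over the 107 list tests by Benjamini-Hochberg). The study named these genes from the same samples, so neither this test nor the count over the list alone is independent evidence.

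**Figure D4:**
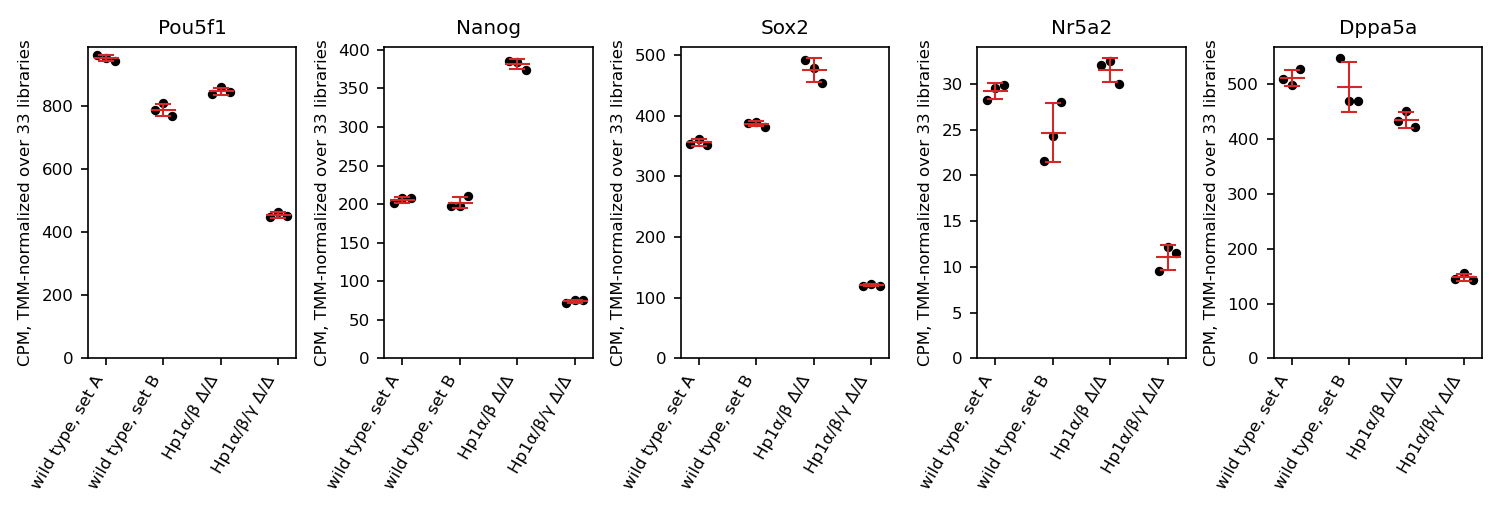
CPM of *Pou5f1* (*Oct4*), *Nr5a2*, *Nanog*, *Sox2* and *Dppa5a* (vertical axes) in each library of *wild-type* sets A and B, *Hp1α/β*Δ/Δ ESCs and *Hp1α/β/γ*Δ/Δ cells (horizontal axes). Black points are libraries, and red marks are the mean ± SD of 3 libraries. For each gene the libraries of *Hp1α/β/γ*Δ/Δ cells lie below all others shown.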

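The same lists were read in the RNA-seq of the single and double mutants. *Foxa2*, *Sox17* and *Gata6* did not pass the count filter in any of the 6 comparisons, with at most 18 counts in any of these libraries. *Gata4* was not deregulated in any of them, with log2 fold changes of −0.01 to 0.77. Of the 5 ecto-mesoderm genes, *Hand1*, *Bmp4*, *Msx2*, *Pax6* and *Dsp*, all 5 were past both thresholds in *Hp1β*Δ/Δ ESCs, with log2 fold changes of 1.30 to 2.30, and 4 were in *Hp1α/β*Δ/Δ ESCs (*Dsp* 2.21, *Hand1* 1.71, *Msx2* 1.11 and *Bmp4* 1.02). As a set the list was higher in *Hp1β*Δ/Δ ESCs (camera, adjusted p = 4.79e-07 over 107 list tests by Benjamini-Hochberg) and in *Hp1α/β*Δ/Δ ESCs (adjusted p = 5.85e-07), and also in *Hp1β/γ*Δ/Δ ESCs (0.00896) and, close to the threshold, in *Hp1γ*Δ/Δ ESCs (0.0498). Fewer members were up-regulated in the other mutants, *Pax6* in *Hp1α*Δ/Δ ESCs (1.07), *Msx2* in *Hp1γ*Δ/Δ ESCs (1.29), *Bmp4* and *Pax6* in *Hp1α/γ*Δ/Δ ESCs (3.07 and 1.15) and *Hand1* and *Msx2* in *Hp1β/γ*Δ/Δ ESCs (1.84 and 1.41). *Hand1* was lower in *Hp1α/γ*Δ/Δ ESCs (−1.88). Among these calls, *Pax6* in *Hp1α*Δ/Δ ESCs and *Bmp4* and *Msx2* in *Hp1α/β*Δ/Δ ESCs were lost in at least 1 of the fits that each left out a library. With the other *wild-type* set as the control, *Dsp* in *Hp1β*Δ/Δ ESCs, *Msx2* in *Hp1α/β*Δ/Δ ESCs and *Pax6* in *Hp1α/γ*Δ/Δ ESCs fell short of the fold threshold (0.45, 0.95 and 0.05). Of the germline genes, 3 were higher in *Hp1β/γ*Δ/Δ ESCs (*Tex101* 3.37, *Mael* 2.27 and *Stk31* 1.38), 2 in *Hp1β*Δ/Δ ESCs and 2 in *Hp1α/γ*Δ/Δ ESCs, while *Taf7l* was lower in *Hp1γ*Δ/Δ, *Hp1α/β*Δ/Δ and *Hp1β/γ*Δ/Δ ESCs. *Taf7l* in *Hp1γ*Δ/Δ ESCs, *Tex101* in *Hp1β*Δ/Δ ESCs and *Mael* in *Hp1α/γ*Δ/Δ ESCs lost their calls in at least 1 of the fits with a library left out. No germline gene was deregulated in *Hp1α*Δ/Δ ESCs, where 1 had an adjusted p under 0.05 without the fold threshold.

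**Figure D5:**
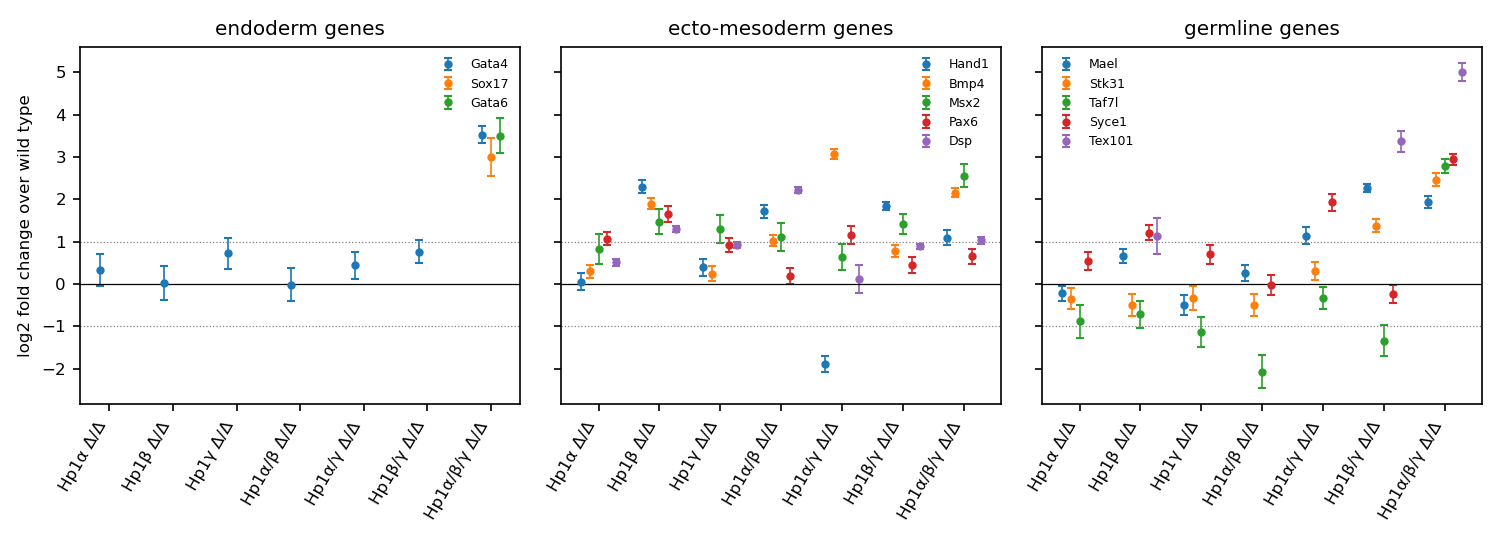
Log2 fold change ± standard error (vertical axis) of the endoderm, ecto-mesoderm and germline genes in each of the 7 Hp1 mutants against its *wild-type* set, with dotted lines at −1 and 1. Genes that did not pass the count filter have no point. The endoderm genes shown, *Gata4*, *Sox17* and *Gata6*, lie past 1 in *Hp1α/β/γ*Δ/Δ cells alone, and all 5 ecto-mesoderm genes lie past 1 in *Hp1β*Δ/Δ ESCs.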

Consistent with the results of RNA-seq analysis, by performing RT-qPCR, we confirmed the findings revealed by RNA-seq and demonstrated that while the expression of the germ-layer-specific genes was significantly up-regulated in *Hp1α/β/γ*^*Δ/Δ*^ cells, their expression was largely unaffected in *Hp1* single or double mutants (Figure 2D; Tables S1, S2, and S3). Together, these results indicate that *Hp1* paralogs act redundantly to silence lineage-specific genes in ESCs.

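Of the genes deregulated in *Hp1α/β/γ*Δ/Δ cells, 4461 (60.3%) were deregulated in no single or double mutant, 2775 of them higher and 1686 lower. When the single mutants alone were counted, 6080 were deregulated in none of them. Genes deregulated in both a double mutant and *Hp1α/β/γ*Δ/Δ cells numbered 819 for *Hp1α/β*Δ/Δ ESCs (547 in the same direction), 1744 for *Hp1α/γ*Δ/Δ ESCs (1235 in the same direction) and 1049 for *Hp1β/γ*Δ/Δ ESCs (870 in the same direction). *Hp1α/β*Δ/Δ ESCs and *Hp1α/β/γ*Δ/Δ cells share *wild-type* set A, which alone favours changes in the same direction. Simulated unchanged groups against that set had the same sign in 66.8% on average, though they shared at most 1 call. Whether the response to loss of *Cbx5* differs between *wild-type* and *Hp1β*-null cells was tested over the 12 libraries of *wild-type* set A and the *Hp1α*Δ/Δ, *Hp1β*Δ/Δ and *Hp1α/β*Δ/Δ ESCs. At an adjusted p under 0.05, 7432 of 16512 genes showed such an interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1573 of them with an absolute log2 interaction over 1. Both single mutants moved 6117 of these genes in the same direction, and for 5942 of those (97.1%) the change in *Hp1α/β*Δ/Δ ESCs was smaller than the sum of the single changes. The number lay between 6844 and 7495 when each library was left out in turn. Among the 5942 genes with data there, 93.7% moved the same way in *Hp1γ*Δ/Δ ESCs against *wild-type* set A, which took part in the test, and 87.1% against set B. The share was 79.2% in *Hp1α/γ*Δ/Δ ESCs, 67.2% in *Hp1β/γ*Δ/Δ ESCs and 49.6% in *Setdb1*Δ/Δ cells. A departure of *wild-type* set A from the cells in which the mutants were made would also give changes smaller than the sum. The same test for the other pairs of paralogs was not run, since their double mutants stand beside *wild-type* set B. From RNA-seq and RT-qPCR, the paper sets the rise of germ-layer-specific genes in *Hp1α/β/γ*Δ/Δ cells against single and double mutants. In these it describes their expression as largely unaffected. It reads these results as indicating redundant silencing of lineage-specific genes by the *Hp1* paralogs in ESCs.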

Of note, a large number of the genes deregulated in *Hp1α/β/γ*^*Δ/Δ*^ cells were also observed in *L3mbtl2*-, *Mga*-, or *Pcgf6*-deficient ESCs (Figure 2G). Furthermore, among the up-regulated genes, we found that a substantial number involved in germ cell specification and endoderm formation have been previously described to be direct targets of RYBP (Hisada et al., 2012), L3MBT2 (Qin et al., 2012), PCGF6 (Endoh et al., 2017; Zhao et al., 2017), MAX (Maeda et al., 2013), and MGA (Qin et al., 2021), confirming that HP1 associates with members of the PRC1.6 complex (Gao et al., 2012; Ogawa et al., 2002; Qin et al., 2012). However, loss of *Hp1* did not appreciably affect protein levels of the Polycomb group (PcG) family members we examined (Figure S2B). Together, the HP1 family has an essential role in maintaining pluripotency in ESCs.

### The HP1 family is essential for proper ESC differentiation

To explore the *in vitro* differentiation potential of *Hp1* mutant ESCs, these cells were examined for their capacity to aggregate in suspension to form embryoid bodies (EBs). To this end, ESCs were induced to differentiate upon the removal of both leukemia inhibitory factor (LIF) and feeder cells and growing in suspension culture (Figure 3A). As shown in Figures 3B and 3C, although all of the *Hp1* single and double mutants remained able to form EBs, *Hp1* double mutant EBs were greatly reduced in size in comparison with single mutants during the differentiation process. We assessed the expression kinetics of marker genes during differentiation. Both *wild-type* and *Hp1* mutant ESCs gradually lost expression of the pluripotency marker *Oct4*, *Nanog*, and *Sox2* after several days of differentiation and showed a similar increase in the embryonic ectoderm markers (*Fgf5* and *Nestin*) (Figure 3D). Strikingly, *Hp1* double mutants showed accelerated down-regulation of *Oct4*, *Nanog*, and *Sox2* after differentiation induction, and expressed significantly increased levels of genes characteristic of extraembryonic endoderm (*Gata4*, *Gata6*, *Foxa2*, and *Sox17*), and to a lesser extent, mesoderm (*T* and *Flk1*).

**Figure 3:**
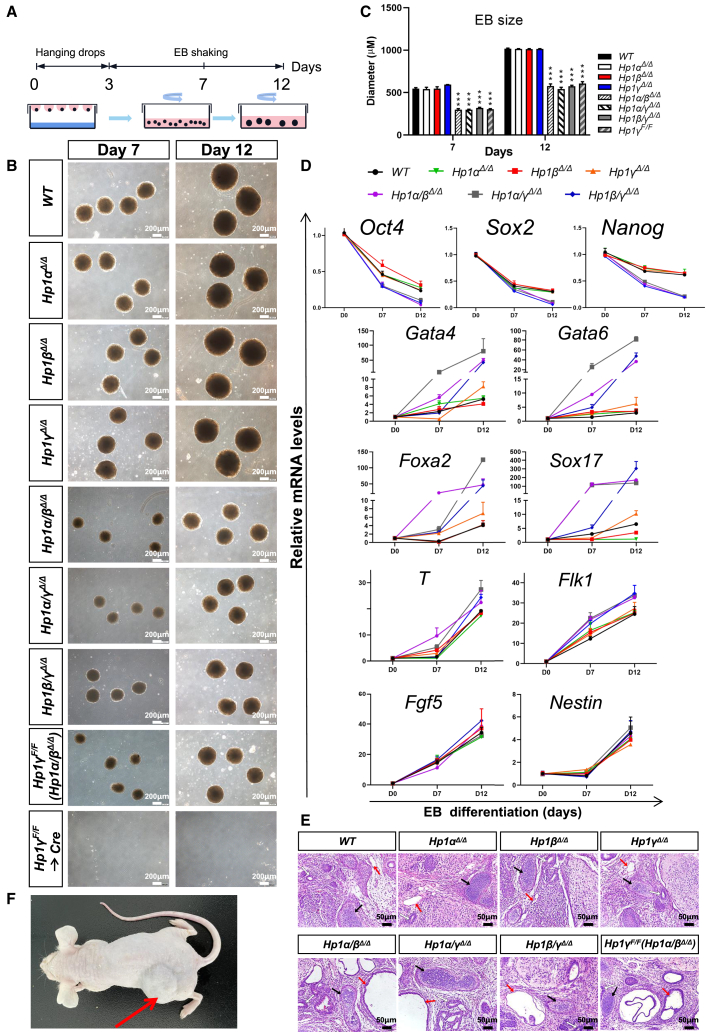
The HP1 family is essential for proper ES cell differentiation (A) Schematic illustration of the EB formation. (B) Phase contrast images of EBs derived from indicated ESCs at day 7 and day 12. Scale bar, 100 mm. (C) Bar graphs showing the mean largest diameter of 30 random EBs of indicated genotypes. Data are presented as the means ± SD for analysis of three independent experiments. ^∗∗∗^p < 0.001 (Student t test) compared with the control. (D) Pluripotency and differentiation gene expression analysis by RT-qPCR of mRNA derived from EBs of indicated genotypes. Error bar represent ± SD (n = 3). (E) Histological sections of hematoxylin and eosin-stained teratomas of indicated genotypes performed. Of note, teratomas derived from *Hp1* double mutant cells contained structures pertaining to all three germ layers but with an overrepresentation of the endoderm structures (intestinal epithelium). Neural rosette (ectoderm; white arrow), cartilage (mesoderm; black arrow), and gut epithelium (endoderm; red arrow) are shown. Scale bar, 50 μm. (F) Representative images of mice bearing teratomas 4 weeks after the injection of *wild-type* ESCs (left side, indicated by a red arrow) or *Hp1α/β/γ*^*Δ/Δ*^ cells (right side). Five mice were injected per condition.

To demonstrate the *in vivo* differentiation potential of *Hp1*-mutant ESCs, these cells were injected subcutaneously into immune-deficient mice. Histological analysis revealed that, while *Hp1* single mutants produced teratomas containing all three germ-layer lineages, double mutants developed teratomas containing derivative of all three germ layers, but with an over-representation of the endoderm structures (Figure 3E). Of note, the *Hp1α/β/γ*^*Δ/Δ*^ cells failed to generate detectable teratomas upon subcutaneous injection into the nude mice (Figure 3F). These findings demonstrate that *Hp1* family is critical for proper differentiation of ESCs.

### The known domains of HP1 are essential for maintaining ESC identity and pluripotent state

As mentioned above, the defects observed in *Hp1α/β/γ*^*Δ/Δ*^ cells were mostly restored by re-expression of one *Hp1* family member (Figures 1E–1J), thus providing us with an opportunity to examine HP1 structure and function in ESCs. The HP1 molecule contains an N-terminal chromo domain, a connecting hinge, and a CSD (Figure 4A). Next, we performed a structure-function analysis to define the regions within the HP1 protein that mediate its effects on the maintenance of stem cell identity. The series of FLAG-tagged HP1γ deletion mutants shown in Figure 4A was constructed and introduced into *Hp1α/β*^*Δ/Δ*^*;Hp1γ*^*F/F*^ ESCs, in which both alleles of the *Hp1α/β* genes were disrupted and the *Hp1γ* gene was floxed and could be conditionally deleted by *Cre* recombinase. Of note, western blot with FLAG-specific antibody confirmed the expression of each truncated protein in ESCs (Figure 4B). To gain insight into the ability of these mutants to rescue the self-renewal defect of *Hp1α/β/γ*^*Δ/Δ*^ cells, we examined their capacity to form colonies after culturing on mitotically inactivated MEF feeder layers. As shown in Figures 4C–4E, mutants lacking the first 28 amino acids or the last 10 amino acids fully rescue the colony growth defects in *Hp1α/β/γ*^*Δ/Δ*^ cells to the *wild-type* level, while HP1γ mutants in which the chromo, chromo shadow, or hinge domain was deleted abolished its ability to restore the growth defect (Figures 4C–4E). To examine the ability of these mutants to maintain the expression of H3K9 methyltransferases in the absence of endogenous HP1γ, the cells were transiently transfected with a *Cre* recombinase expression plasmid. Western blot analysis showed that HP1γ mutants in which the chromo, chromo shadow, or hinge domain was deleted lost its ability to retain high levels of pluripotency markers and the proper expression of H3K9 methyltransferases (Figures 4B and 4F). Consistently, these mutants nearly abolished the ability to maintain global H3K9me2/3 levels. In contrast, the N- or C-terminus of HP1γ was dispensable for the expression of H3K9 methyltransferases and thus retained H3K9me2/3 levels as effectively as the wild-type. Notably, an HP1γ mutant harboring the V32M substitution in the chromo domain that abolishes the binding affinity to H3K9 methylation (Bannister et al., 2001; Yi et al., 2020) retained its ability to rescue the defects observed in *Hp1α/β/γ*^*Δ/Δ*^ cells, suggesting the presence of redundant or compensatory mechanisms. Overall, these results suggest that the known domains are essential for HP1γ-mediated expression of H3K9 methyltransferases and indicate that these regions confer upon HP1γ the ability to maintain the identity of ESCs.

**Figure 4:**
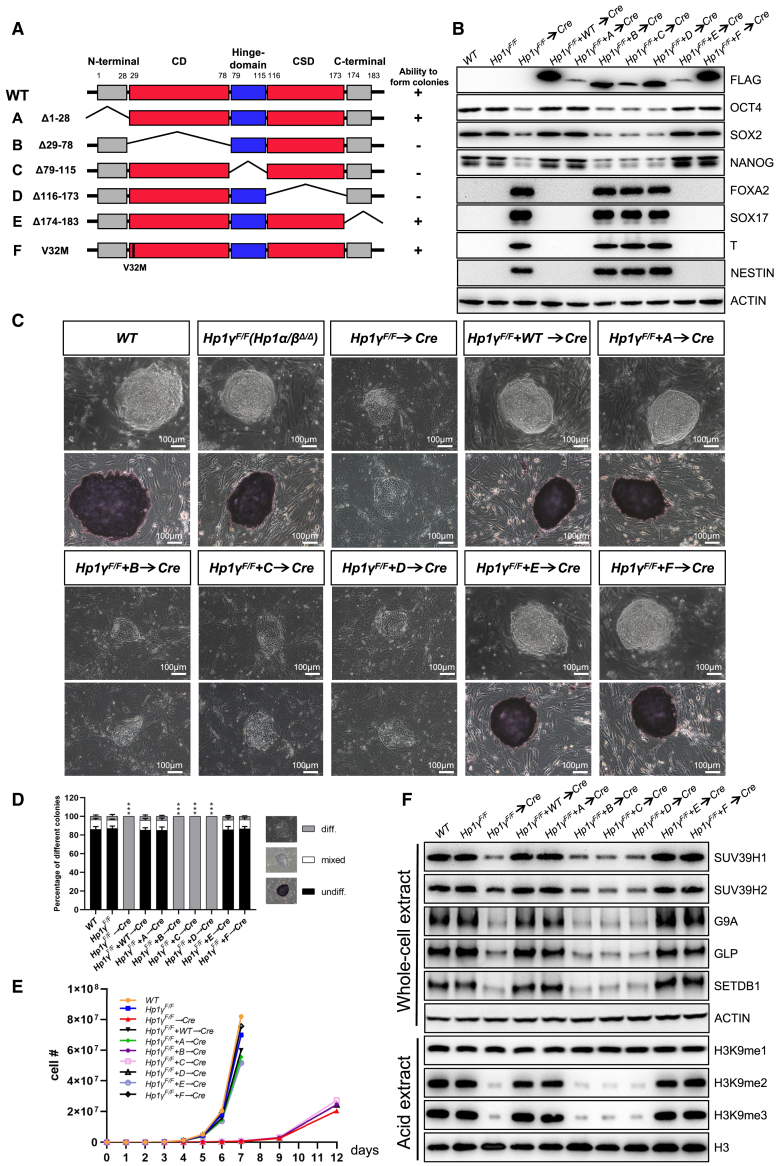
The known domains of HP1 are essential for maintaining ESC pluripotency (A) A schematic diagram showing the structures of wild-type and mutant HP1γ (left). The thin bent lines refer to deleted regions. A concise summary represents the ability of various mutants to rescue growth defect upon *Hp1* ablation (right). (B) Western blot demonstrating the expression levels of different HP1γ mutants and pluripotency factors in cells of indicated genotypes. ACTIN was used as a loading control. (C) Representative phase contrast images (top) and AP staining images (bottom) of ESC colonies of indicated genotypes on MEF feeders. Scale bar, 100 μm. (D) Quantitation of colony types formed by cell lines shown in (C). AP-stained colonies were scored in three categories: undifferentiated, mixed (partially differentiated) and differentiated. Data are presented as the means ± SD of three independent experiments. ^∗∗∗^p < 0.001 (Student t test) compared with the control. (E) Growth curve of ESCs of indicated genotypes. (F) Western blot demonstrating the changes in the levels of selected germ layer markers and histone modifications in ESCs of indicated genotypes. H3 and ACTIN were taken as loading controls.

### *Setdb1*-deficient cells phenotypically resemble ESCs lacking the *Hp1* family

To systematically address potential functions of H3K9 methylation systems in ESCs, we generated a suite of single and multiple gene knockout mutants for the five members of the SET-domain H3K9 lysine methyltransferases using the CRISPR/Cas9 technology (Figures 5A and S3A–S3D). Whereas loss of *G9a* induced a reduced self-renewal and proliferation of ESCs, no obvious proliferation defects were observed when *Glp* was deleted. Although *G9a*- or *Glp*-deficient ESCs maintained an undifferentiated state as characterized by their colony morphology, strong staining for AP activity, and expression of the pluripotency markers (OCT4, SOX2, and NANOG) (Figures 5A–5C), teratomas derived from them featured a striking paucity of mature elements (Figure 5D), suggesting that *G9a*^*Δ/Δ*^ or *Glp*^*Δ/Δ*^ ESCs are significantly impaired in their ability to differentiate properly. In contrast, the *Suv39h1* and *Suv39h2* single or double mutant ESCs displayed no obvious phenotypic abnormalities as shown by colony morphology, pluripotent marker expression, and the formation of three germ layer teratomas *in vivo* (Figures 5A–5D).

**Figure 5:**
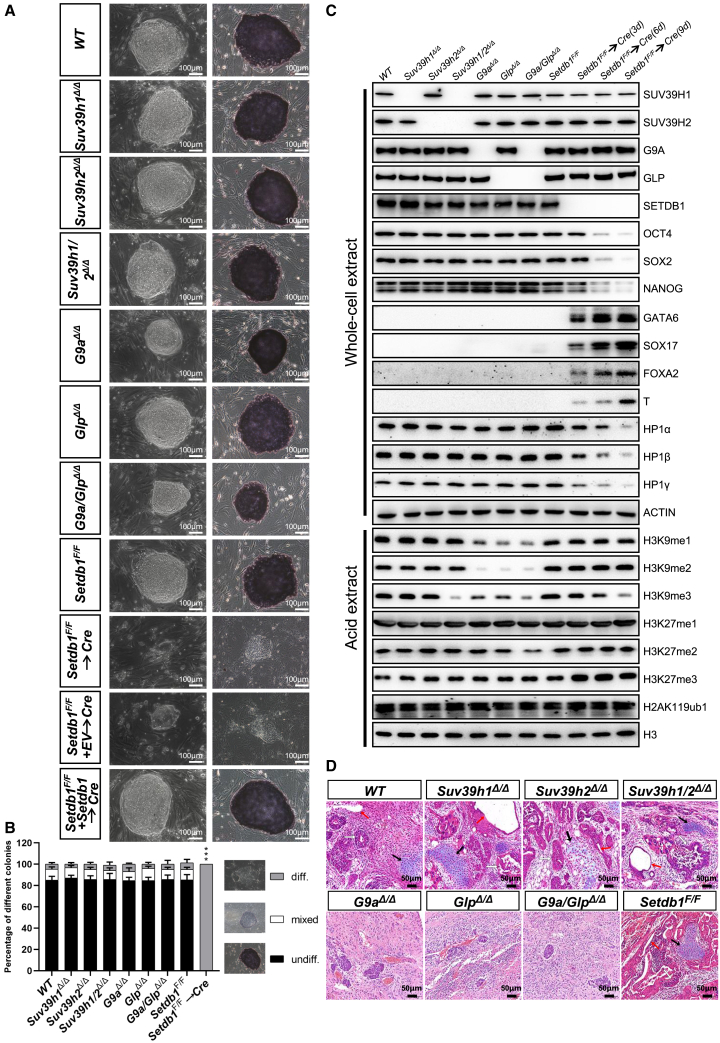
*Setdb1*-deficient cells phenotypically resemble ESCs lacking the *Hp1* family (A) Representative phase contrast images (left) and AP staining images (right) of ESC colonies of indicated genotypes on MEF feeders. Scale bar, 100 μm. (B) Quantitation of colony types formed by cell lines shown in (A). AP-stained colonies were scored in three categories: undifferentiated, mixed (partially differentiated) and differentiated. Data are presented as the means ± SD of three independent experiments. ^∗∗∗^p < 0.001 (Student t test) compared with the control. (C) Western blot analysis of indicated cells using antibodies indicated on the right. (D) Histological sections of hematoxylin and eosin-stained teratomas of indicated genotypes performed. Neural rosette (ectoderm; white arrow), cartilage (mesoderm; black arrow), and gut epithelium (endoderm; red arrow) are shown. Scale bar, 50 μm. See also Figure S3.

To circumvent the lethality associated with complete loss of *Setdb1*, we engineered ESCs by inserting *loxP* sites in introns between exons 10 and 14 of the *Setdb1* gene, which was designed to remove exons 11–13 after Cre-mediated recombination to inactivate the gene. *Setdb1*^*F/F*^ displayed normal SETDB1 protein levels and formed colonies and teratomas that were phenotypically identical to *wild-type* ESCs (Figures 5A–5D). However, as shown in Figure 5A, in contrast with the *Setdb1*^*F/F*^, deletion of *Setdb1* resulted in flat and spreading colonies with irregular edges. Consistently, *Setdb1*^*Δ/Δ*^ cells were AP negative and exhibited decreased expression levels of OCT4, SOX2, and NANOG, comparable with control cells, as well as strong expression of three germ layer markers, indicating that *Setdb1* loss severely impairs the self-renewal and pluripotency of ESCs (Figures 5A–5D). Consistent with the similar phenotypes of *Hp1α/β/γ*^*Δ/Δ*^ and *Setdb1*^*Δ/Δ*^ cells, transcriptional analysis indicate that a large number of the genes deregulated in *Hp1α/β/γ*^*Δ/Δ*^ cells were also observed in ESCs deficient for *Setdb1* (Table S4), but not for *Suv39h1*, *Suv39h2*, *G9a*, or *Glp* (Mayer et al., 2020; Tatsumi et al., 2018) (Figure 6A). 

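The RNA-seq data for *Setdb1* are 3 libraries of *Setdb1* F/F ESCs, with total counts of 18225991, 19020634 and 21440372, and 3 of *Setdb1*Δ/Δ cells, with 17640304, 18671177 and 18674214. They were deposited by the authors as estimated counts in a table of their own, without *wild-type* libraries, and were rounded, filtered and tested as the Hp1 libraries were. *Setdb1* (ENSMUSG00000015697, chromosome 3 of GRCm38, 95323525 to 95357202) had 130.0 to 135 CPM in *Setdb1* F/F ESCs and 68.5 to 72.0 CPM in *Setdb1*Δ/Δ cells. Counts over the whole gene do not show whether these are shortened transcripts or come from cells that kept the allele. For the knockout lines of Figure S3, *Setdb1* among them, the paper reports a shorter RT-PCR product and complete protein loss on western blots. Its log2 fold change was −0.93 (adjusted p = 4.03e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an adjusted p under 0.05 and an absolute log2 fold change over 1, 4918 of 16457 genes were deregulated in *Setdb1*Δ/Δ cells, 3048 higher and 1870 lower. *1700121C08Rik* and *Lypd4* had no counts in *Setdb1* F/F ESCs and were at least 338-fold and 181-fold higher. *Gm6089* had 137 ± 3.46 CPM (SD, n = 3) in *Setdb1*Δ/Δ cells and 0.054 ± 0.052 CPM (SD, n = 3) in *Setdb1* F/F ESCs. The largest falls were *Ndufa4l2* (−5.73 on the log2 scale), *Plac8* (−5.21) and *Gpx2* (−5.07).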

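For the overlap with *Hp1α/β/γ*Δ/Δ cells, 15468 genes were tested in both comparisons, which share no library. Of these, 5943 were deregulated in *Hp1α/β/γ*Δ/Δ cells and 4266 in *Setdb1*Δ/Δ cells. Both lists held 2583 genes, where 1639.1 were expected (odds ratio 3.58, one-sided Fisher's exact test, p = 1.09e-262). The shared genes are 43.5% of those of *Hp1α/β/γ*Δ/Δ cells and 60.5% of those of *Setdb1*Δ/Δ cells. Among them, 1470 were higher in both and 791 lower in both, so that 87.5% changed in the same direction (95% exact binomial confidence interval 86.2% to 88.8%). The interval treats genes as independent, which they are not. In the opposite directions, 130 were higher in *Hp1α/β/γ*Δ/Δ cells and lower in *Setdb1*Δ/Δ cells, and 192 the reverse. Across all 15468 genes the log2 fold changes correlated with a Pearson r of 0.589 and a Spearman rho of 0.473. The filter on low counts moved the overlap most among the changes of method that kept both thresholds, and with at least 10 counts in every library 1422 genes were shared. With *Hp1α/β*Δ/Δ ESCs as the control of *Hp1α/β/γ*Δ/Δ cells, 2598 were. Cells deficient for *Suv39h1*, *Suv39h2*, *G9a* or *Glp* come from other studies and were not analysed here. The paper reads the shared genes beside the similar phenotypes of *Hp1α/β/γ*Δ/Δ and *Setdb1*Δ/Δ cells, and states that a large number of the genes deregulated in *Hp1α/β/γ*Δ/Δ cells were also deregulated in the absence of *Setdb1*.

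**Figure D6:**
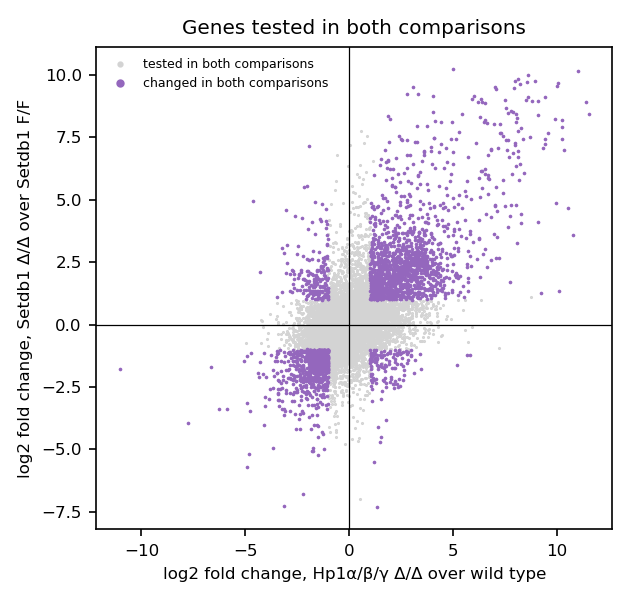
Log2 fold change in *Setdb1*Δ/Δ cells against *Setdb1* F/F ESCs (vertical axis) and in *Hp1α/β/γ*Δ/Δ cells against *wild-type* set A (horizontal axis) for the genes tested in both. Purple points are the 2583 genes deregulated in both, most of which lie in the quadrants of equal sign.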

By analyzing publicly available ChIP-seq data for HP1 and SETDB1, we found that significant enrichment of HP1γ, but not HP1α and HP1β, were observed at SETDB1-bound genes (Figure S4A). A GO analysis revealed that HP1γ-SETDB1 co-bound genes were strongly associated with germ-line development (meiosis and spermatogenesis). The genomic snapshots presented in Figure S4B highlight the direct association of HP1γ and SETDB1 to selected germ cell-specific genes and also show co-enrichment with H3K9me3, but not H3K9me1, at these genes. Thus, the function of HP1 in maintaining ESC identity seems to be mediated by keeping the requisite levels of SETDB1. Interestingly, a significant and marked decrease in the expression levels of *Hp1* was observed in *Setdb1*^*Δ/Δ*^ cells, suggesting a cross-positive feedback loop between the expression of *Hp1* and *Setdb1* (Figures 5C, S5A and S5B). Of note, the phenotypes observed in *Setdb1*^*Δ/Δ*^ cells were specific to *Setdb1* deficiency, since they were fully restored by the introduction of a transgenic copy of wild-type *Setdb1* (Figure 5A).

**Figure 6:**
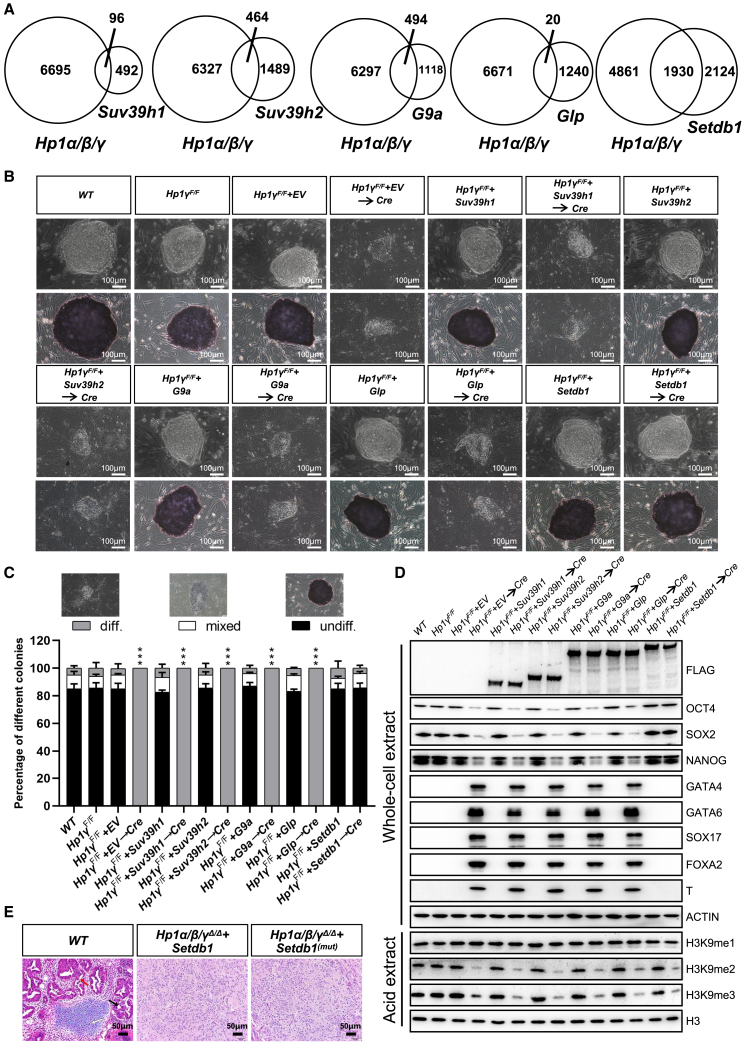
Introduction of *Setdb1* largely rescues the defects caused by *Hp1* deficiency in ESCs (A) Venn diagrams showing the significant overlapping of differentially expressed genes in ESCs of indicated genotypes. Published RNA-seq data were acquired from the NCBI (GEO: GSE131015, GSE102423, and GSE99155). (B) Representative phase contrast images (top) and AP staining images (bottom) of ESC colonies of indicated genotypes on MEF feeders. Scale bar, 100 μm. (C) Quantitation of colony types formed by cell lines shown in (A). AP-stained colonies were scored in three categories: undifferentiated, mixed (partially differentiated) and differentiated. Data are presented as the means ± SD of three independent experiments. ^∗∗∗^p < 0.001 (Student t test) compared with the control. (D) Western blot demonstrating the expression levels of different H3K9 methyltransferases, pluripotency factors, germ layer markers, and histone modifications in cells of indicated genotypes. ACTIN and H3 were taken as the loading controls. (E) Histological sections of hematoxylin and eosin-stained teratomas of indicated genotypes performed. Neural rosette (ectoderm; white arrow), cartilage (mesoderm; black arrow), and gut epithelium (endoderm; red arrow) are shown. Scale bar, 50 μm. See also Figures S4 and S5.

We then examined the contribution of these H3K9 methyltransferases to the total levels of H3K9 and H3K27 methylation (Figure 5C). Western blot showed that *Suv39h1/2* single mutant ESCs did not exhibit a significant reduction in overall H3K9 and H3K27 methylation levels. By contrast, *Suv39h1/2* double deficient cells had greatly lowered H3K9me3. A substantial reduction of H3K9me2 and a partial reduction of H3K9me1, but only a modest reduction in H3K9me3, were observed in ESCs null for either *G9a* or *Glp*. Strikingly, double knockout of *G9a/Glp* further reduced the levels of H3K9me3, but not H3K9me1 or H3K9me2. Additionally, ablation of *Setdb1* gene in ESCs resulted in a partial reduction in total H3K9me3 and a substantial increase in total H3K27me3 (Figure 5C). Thus, the different H3K9 methyltransferases have distinct functions in establishing H3K9 and H3K27 methylation states, in agreement with previous studies (Padeken et al., 2022; Rea et al., 2000; Tachibana et al., 2008).

To determine to what extent the expression levels of H3K9 methyltransferases are needed to produce the observed defects in *Hp1α/β/γ*^*Δ/Δ*^ cells, we rescued *Hp1α/β/γ*^*Δ/Δ*^ ESCs by introducing the transgenes of H3K9 methyltransferases (Figure 6B). Introducing *G9a*, *Glp*, *Suv39h1*, and *Suv39h2* did not rescue the self-renewal defect observed in *Hp1α/β/γ*^*Δ/Δ*^ ESCs. In contrast, the introduced *Setdb1* cDNA could rescue the defects caused by *Hp1* deficiency in ESCs (Figures 6B–6D). The SETDB1-expressing *Hp1*-null ESCs were viable and retain their undifferentiated state as characterized by tightly packed morphology; AP staining; high levels of the core pluripotency factors OCT4, SOX2, and NANOG; and no precocious expression of germ layer-specific genes. Surprisingly, ectopic expression of *Setdb1* did not rescue the H3K9me2/3 level of *Hp1α/β/γ*^*Δ/Δ*^ cells (Figures 6D and S5C), indicating that HP1 is required for H3K9 methyltransferase-mediated establishment of H3K9me2/3. Furthermore, these rescued cells formed teratomas after being injected into nude mice. In histologic analyses, the most abundant components of SETDB1-expressing *Hp1*-null teratomas were undifferentiated areas and featured a striking paucity of mature elements derived from three germ layers (Figure 6E). Interestingly, the detrimental phenotype of *Hp1*-null ESCs could also be rescued by lysine methyltransferase-defective (C1243A) *Setdb1* (Matsui et al., 2010), suggesting that the catalytic activity of SETDB1 is not required for its ability to rescue defects associated with *Hp1* deficiency in ESCs (Figures S5D–S5F). Together, these findings reveal that HP1 sustains high expression levels of H3K9 methyltransferases, particularly SETDB1, that in turn directly preserves ESC identity.

### Forced *Oct4* or *Nanog* expression renders ESC self-renewal independent of the HP1 family

Previous studies have demonstrated that SETDB1 is interactive with the major pluripotent system containing OCT4 and NANOG to guard ESC identity (Loh et al., 2006; Yuan et al., 2009). Additionally, ChIP-seq analysis identified *Nanog* as a direct target of SETDB1 and OCT4, and revealed significant binding of SETDB1, OCT4, and NANOG to the promoter regions of *Hp1β* and *Hp1γ* (Figure 7A). We, therefore, hypothesized that the feedback regulatory loop comprising HP1 and SETDB1 may interplay with OCT4 and NANOG to control ESC pluripotency. The above-mentioned *Hp1α/β*^*Δ/Δ*^*;Hp1γ*^*F/F*^ ESCs were used to address this hypothesis. Although introducing *Sox2* did not affect *Hp1*-null ESCs, forced *Nanog* or *Oct4* expression prevented the decline in pluripotency protein levels observed in *Hp1α/β/γ*^*Δ/Δ*^ and produced viable colonies (Figures 7B–7D). The *Nanog*- or *Oct4*-expressing *Hp1*-null ESCs were able to expand continuously for at least 30 passages without any change in colony morphology. These rescued cells were positive for AP, OCT4, NANOG, and SOX2. Intriguingly, expression levels of H3K9 methyltransferases SUV39H1/2, G9A, GLP, and SETDB1 in *Nanog*- or *Oct4*-rescued cells were comparable with those in *Hp1α/β*^*Δ/Δ*^*;Hp1γ*^*F/F*^ cells, suggesting that *Nanog* and *Oct4* are able to rescue the growth defect in *Hp1α/β/γ*^*Δ/Δ*^ cells by regulating the expression levels of H3K9 methyltransferases (Figure 7D). Like *Setdb1*, forced expression of *Nanog* or *Oct4* did not restore the H3K9me2/3 levels in *Hp1α/β/γ*^*Δ/Δ*^ cells, further indicating that *Hp1* is essential for H3K9 methyltransferase-mediated establishment and maintenance of H3K9me2/3. Similar to teratomas from *Setdb1*-expressing *Hp1*-null ESCs, the teratomas derived from *Nanog*- or *Oct4*-rescued *Hp1*-null ESCs were characterized by an almost complete absence of differentiated tissues derived from the three germ layers (Figure 7E). The loss of differentiation capacity caused by overexpression of *Oct4* and *Nanog* may account for the paucity of mature elements in the *Nanog*- or *Oct4*-rescued *Hp1*-null teratomas. These results might indicate that OCT4 and NANOG are critical downstream effectors of the maintenance of ESC identity orchestrated by HP1 family (Figure 7F).

**Figure 7:**
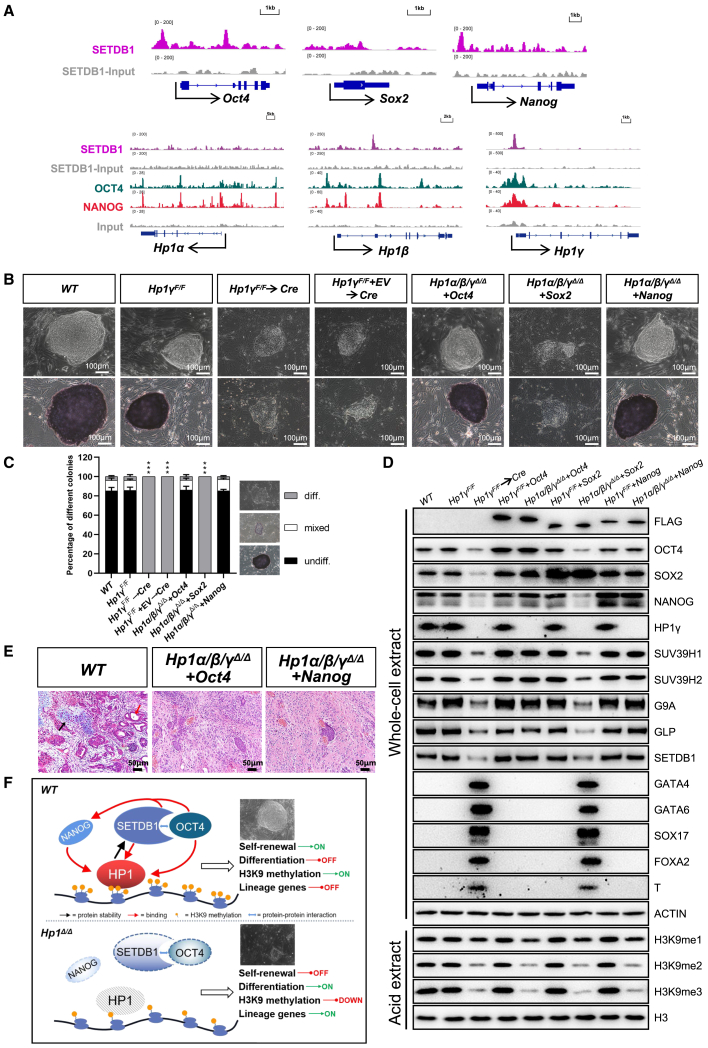
Forced *Nanog* or *Oct4* expression renders ESC self-renewal independent of *Hp1* family (A) Representative ChIP-seq tracks for SETDB1, OCT4, and NANOG at selected target gene loci in *wild-type* ESCs. Published ChIP-seq data for SETDB1, OCT4, and NANOG were obtained from the NCBI GEO database (GEO: GSE126243 and GSE129721). (B) Representative phase contrast images (top) and AP staining images (bottom) of ESC colonies of indicated genotypes on MEF feeders. Scale bar, 100 μm. (C) Quantitation of colony types formed by cell lines shown in (B). AP-stained colonies were scored in three categories: undifferentiated, mixed (partially differentiated) and differentiated. Data are presented as the means ± SD of three independent experiments. ^∗∗∗^p < 0.001 (Student t test) compared with the controls. (D) Western blot demonstrating the expression levels of ectopic and endogenous pluripotency factors, H3K9 methyltransferases, germ layer markers and histone modifications in cells of indicated genotypes. ACTIN and H3 were taken as the loading controls. (E) Histological sections of hematoxylin and eosin-stained teratomas of indicated genotypes performed. Neural rosette (ectoderm; white arrow), cartilage (mesoderm; black arrow), and gut epithelium (endoderm; red arrow) are shown. Scale bar, 50 μm. Results shown are representative of five injected mice. (F) Schematic representing of the role of HP1 family in the maintenance of ESC pluripotency.

## Discussion

HP1 is an established reader protein of H3K9me2/3 (James and Elgin, 1986; Padeken et al., 2022). Despite our comprehensive knowledge of the HP1 family in heterochromatin formation and epigenetic gene silencing, its role in maintaining the pluripotent state of ESCs remains largely uncharacterized. The mild phenotypes of mice lacking individual of *Hp1* family members suggest redundancy among members of the family (Abe et al., 2011; Aucott et al., 2008). Interestingly, recent reports have demonstrated that HP1 paralogs act redundantly to ensure ESC viability by maintaining protein stability of H3K9 methyltransferases (Maeda and Tachibana, 2022). We established and examined the phenotypes of ESCs lacking one or two *Hp1* paralogs in any combinations of *Hp1* family members to assess possible functional redundancies within the gene family. Whereas the single mutant ESCs developed no obvious phenotype, the double mutants exhibited impaired self-renewal and altered differentiation toward endodermal lineage. Importantly, complete loss of all three *Hp1* paralogs resulted in the loss of self-renewal and pluripotency maintenance ability in ESCs, which was accompanied by decreased levels of H3K9 methyltransferases with subsequent down-regulation of global H3K9me2/3 (Figure 1). In addition, ablation of *Setdb1* phenocopied the loss of *Hp1* family in ESCs and caused a dramatic decrease in *Hp1* expression (Figure 5). Together, our data support that crosstalks exist between the H3K9 methylation writers and their reader HP1 that contribute to both the maintenance of pluripotent state and the transcriptional repression of developmentally regulated genes in ESCs (Figure 7F).

Despite their redundancy, genetic disruption of an individual H3K9 methyltransferase results in the leakage expression of lineage-inappropriate genes, impaired cell differentiation and loss of tissue identity (Dodge et al., 2004; Peters et al., 2001; Tachibana et al., 2002). RT-qPCR demonstrated that *Hp1* ablation elicits delayed decreases in mRNA steady-state levels of these methyltransferases in ESCs (Figure S1E). In contrast, the loss of HP1 activity in ESCs led to an almost immediate down-regulation of protein levels in H3K9 methyltransferases, particularly SETDB1 (Figure 1K), suggesting a contribution of post-transcriptional events. Additionally, ectopic expression of *Setdb1* can rescue the proliferative defects in *Hp1*-null ESCs (Figure 6). Similarly, HP1 was previously reported to specifically maintain protein stability of H3K9 methyltransferases by tethering these enzymes to chromatin (Maeda and Tachibana, 2022). Therefore, the ability of HP1 to maintain the gene expression of H3K9 methyltransferases in ESCs is mainly due to a post-transcriptional effect.

OCT4, SOX2, and NANOG have been established as the core pluripotency factors that form a transcriptional circuitry to induce the expression of pluripotency related genes and to repress developmental genes (Boyer et al., 2005). Previous study has revealed that SETDB1 interacts with OCT4, which in turn recruits SETDB1 to silence lineage-specific genes (Yuan et al., 2009). In addition, *Setdb1* is also a target of NANOG in ESCs (Loh et al., 2006), further implicating its functional importance in ESC biology. Importantly, deletion of *Setdb1* resulted in a dramatic decrease in expression of *Oct4*, *Sox2*, and *Nanog* and spontaneous differentiation of ESCs, a phenotype that is similar to deletion of all three *Hp1* isoforms. Moreover, ChIP-seq analysis revealed the presence of SETDB1 and OCT4 at the promoter regions of *Nanog* and the direct association of SETDB1, OCT4, and NANOG to *Hp1* (Figure 7A). These results allow us to envision a model in which the regulatory loop comprising HP1 and SETDB1 is integrated with the major pluripotent transcription factors OCT4 and NANOG to safeguard ESC identity (Figure 7F). This is consistent with our findings as we demonstrated that *Setdb1*, *Oct4*, and *Nanog* were largely able to rescue the *Hp1* triple mutant defects (Figures 6 and 7). The teratomas derived from the rescued cells, however, were primitive with poorly differentiated elements, indicating their impaired pluripotency. This might be caused by the low levels of H3K9me2/3 in the rescued cells. The impact of H3K9me2/3 on the essential cellular functions such as pluripotency and lineage-specific differentiation in ESCs, as well as the underlying molecular mechanism, is under investigation.

The identification of HP1s and H3K9 methylation systems as being key regulators in the molecular circuitry of pluripotency will allow the pursuit of a more comprehensive approach to better understanding the biology of ESCs. Despite the evidences found in our study in favor of an unanticipated crosstalk between H3K9 methyltransferases and their reader HP1 in safeguarding ESC identity, direct proof of a functional interplay between them merits further investigation. In summary, our findings provide strong evidence that the HP1 family redundantly maintains the self-renewal and pluripotency of ESCs by regulating protein stability of H3K9 methyltransferases, particularly SETDB1, which in turn sustain the expression of *Oct4* and *Nanog*. Since H3K9 methylation is essential for normal embryonic development and tissue homeostasis, understanding to what extent the HP1-mediated control of H3K9 methyltransferase activity is relevant in other stem cell types remains to be determined in future investigations (Nicetto and Zaret, 2019; Padeken et al., 2022). In addition, the ability of H3K9 methylation to influence cell identity challenges the established concept of H3K9me3-decorated heterochromatin as compacted, transcriptionally repressed chromatin and affords a further level of understanding of the coordination of H3K9 methylation with cell fate determination.

## Experimental procedures

### Resource availability

#### Corresponding author

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Jinzhong Qin ().

#### Materials availability

Cell lines generated in this study are available from the lead contact upon request.

### Mice

The experimental animal facility has been accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International, and all the experimental procedures involving animals were performed with the approval of the Institutional Animal Care and Use Committee of the Model Animal Research Center of Nanjing University. SCID mice were housed in autoclaved microisolator cages under specific pathogen-free conditions, and all food, water, and bedding were autoclaved before use.

### Cell lines

ESCs were routinely cultured on mitotically inactivated MEF feeder layers in gelatin-coated dishes with DMEM (15% fetal bovine serum [Gibco], 100 U/mL penicillin-streptomycin [Thermo Fisher], 1,000 U/mL LIF, 2 mM l-glutamine [Invitrogen], 0.5 mM β-mercaptoethanol [Gibico], and 1:100 non-essential amino acid [Gibico]). ESCs were separated from MEF feeder cells by trypsinization, followed by incubation on gelatin-coated dishes for 30 min. Non-adherent cells consisting mainly of ESCs were used for further experiments. The culture medium of HEK293FT and MEFs was DMEM added with 10% fetal bovine serum and 100 U/mL penicillin-streptomycin. MEFs were derived from 13.5 dpc embryos using standard procedures (Qin et al., 2012). All cell lines were cultured at 37°C and 5% CO_2_.

### Quantification and statistical analysis

Unless stated otherwise, all data were presented as mean values ± SD or mean values ± SEM for experiments conducted with at least three independent experiments. GraphPad Prism 5 was used to analyze data and perform statistical tests and generate p values using two-tailed the Student t test for comparisons between two datasets, and p values of less than 0.05 were considered to be statistically significant. Statistical significance was presented in figures in the following manner: ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001.

## Author contributions

Conceptualization, J.Q.; methodology, L.D., H.L., L.Z., J.W., C.W., and S.L.; formal analysis, L.D., J.W.,C.W., L.X., and J.Q.; mechanistic investigations, L.D., H.L., B.W., Y.S., C.W., Y.X., S.L., X.L., and J.Q.; writing – original draft, L.D. and J.Q.; and writing – review and editing, L.D. and J.Q.; funding aAcquisition, J.Q.; supervision, J.Q.

## Data Availability

The RNA-seq data have been deposited at GEO: GSE210606 and are publicly available as of the date of publication. This paper does not report original code.

# Supplementary material for: A functional crosstalk between the H3K9 methylation writers and their reader HP1 in safeguarding embryonic stem cell identity
**Source:** Stem Cell Reports. 2023 Sep 12;18(9):1775–92. doi: 10.1016/j.stemcr.2023.08.004
**Supplement:** Document S1. Figures S1–S5 and supplemental experimental procedures

**Stem Cell Reports, Volume 18**

## **Supplemental Information**

### **A functional crosstalk between the H3K9 methylation writers and their reader HP1 in safeguarding embryonic stem cell identity**

**Lixia Dong, Huaqi Liao, Linchun Zhao, Jingnan Wang, Congcong Wang, Bowen Wang, Yanqi Sun, Lijun Xu, Yin Xia, Shizhang Ling, Xin Lou, and Jinzhong Qin**

## **Supplementary Materials for**

### **A functional crosstalk between the H3K9 methylation writers and their reader HP1 in safeguarding embryonic stem cell identity**

Lixia Dong,<sup>1,6</sup> Huaqi Liao,<sup>1,6</sup> Linchun Zhao,<sup>1,6</sup> Jingnan Wang,<sup>1,6</sup> Congcong Wang,<sup>1</sup> Bowen Wang,<sup>1</sup> Yanqi Sun,<sup>1</sup> Lijun Xu,<sup>1</sup> Yin Xia,<sup>2</sup> Shizhang Ling,<sup>3,\*</sup> Xin Lou,<sup>4,\*</sup> and Jinzhong Qin<sup>1,5,7,\*</sup>

**The PDF file includes:**

**Figures. S1 to S5**

**Other Supplementary Material for this manuscript includes the following:**

**Tables S1 to S5**

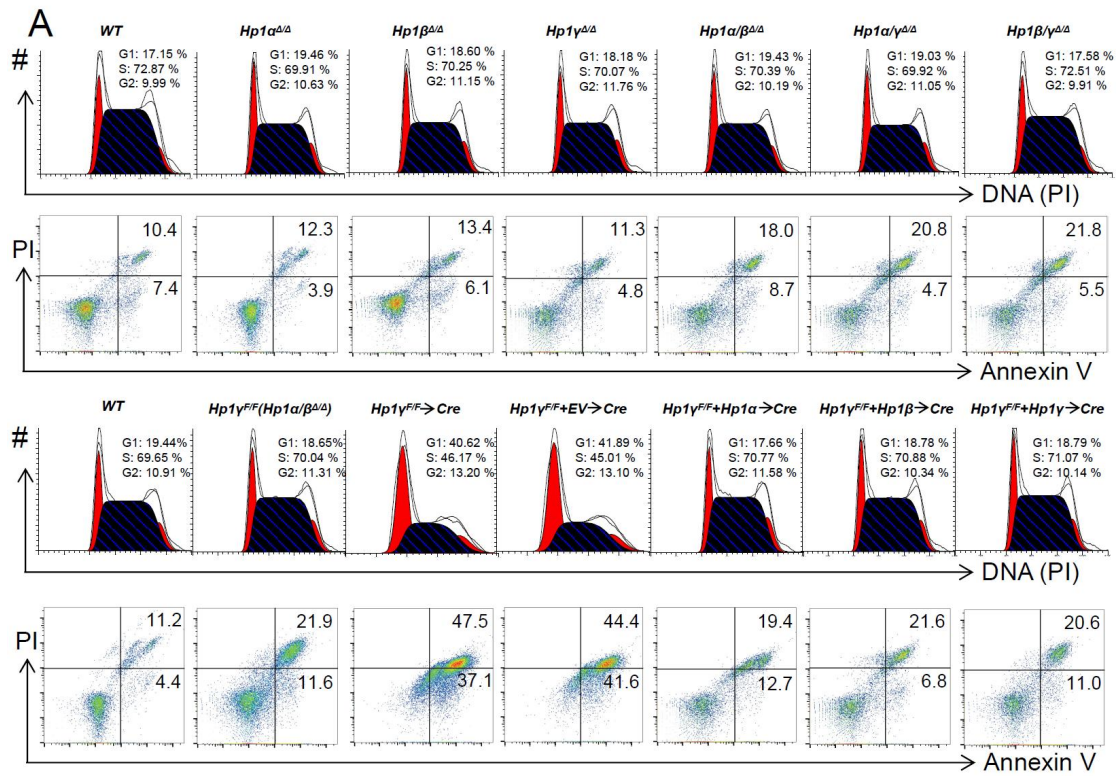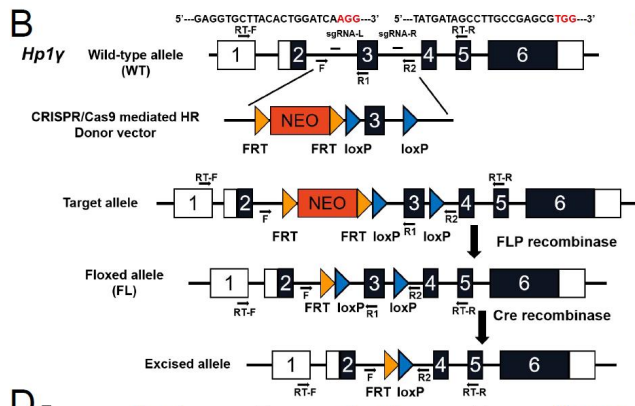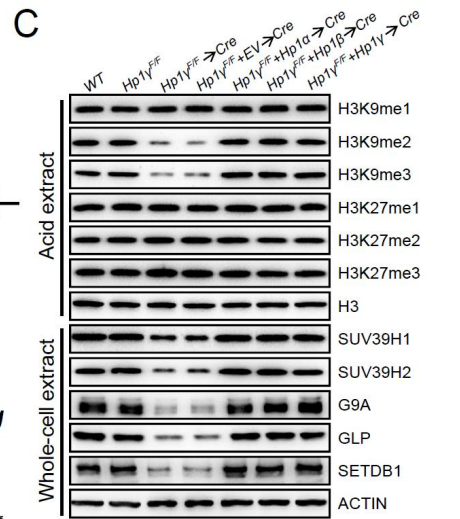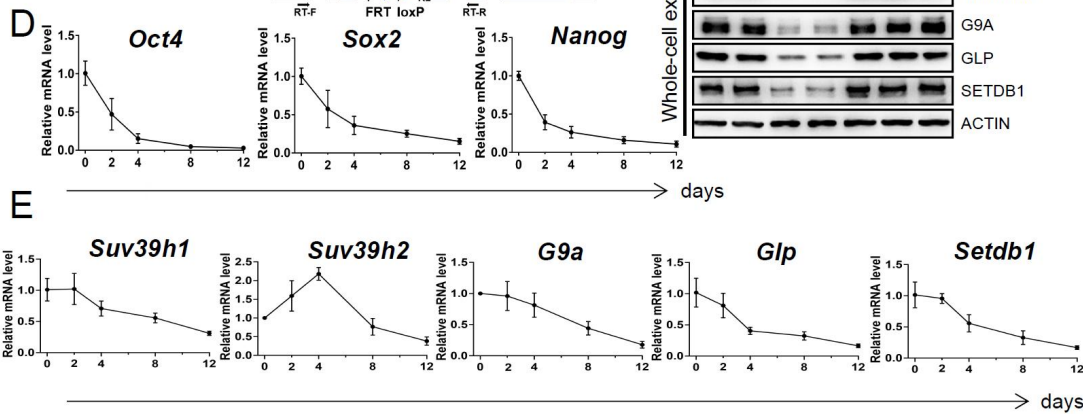

**Figure S1. The HP1 family is required for maintenance of the pluripotent state in ESCs, related to Figure 1.**

(A) Representative cell cycle profiles of propidium iodide-stained ESCs of indicated genotypes obtained by flow cytometric analysis (top). Flow cytometric analysis of apoptosis with annexin V and propidium iodide dual staining (bottom).

(B) Schematic illustration for generation of *Hp1 $\gamma$*  conditional allele via CRISPR/Cas9-mediated gene targeting. The sgRNA sequences were labeled in black and the PAM sequences in red.

(C) Western blot demonstrating the expression levels of selected histone modifications and H3K9 methyltransferases in cells of indicated genotypes. Actin and H3 were taken as loading controls.

(D) and (E) RT-qPCR analysis for (D) *Oct4*, *Sox2*, *Nanog* and (E) H3K9 methyltransferase transcripts in *Hp1 $\alpha/\beta^{\Delta/\Delta};Hp1\gamma^{F/F}$*  ESCs after lenti-*Cre* infection. Relative expression is reflected as fold difference over uninfected ESCs normalized to  *$\beta$ -actin*. Data are expressed as means  $\pm$  SEM of three biological replicates.

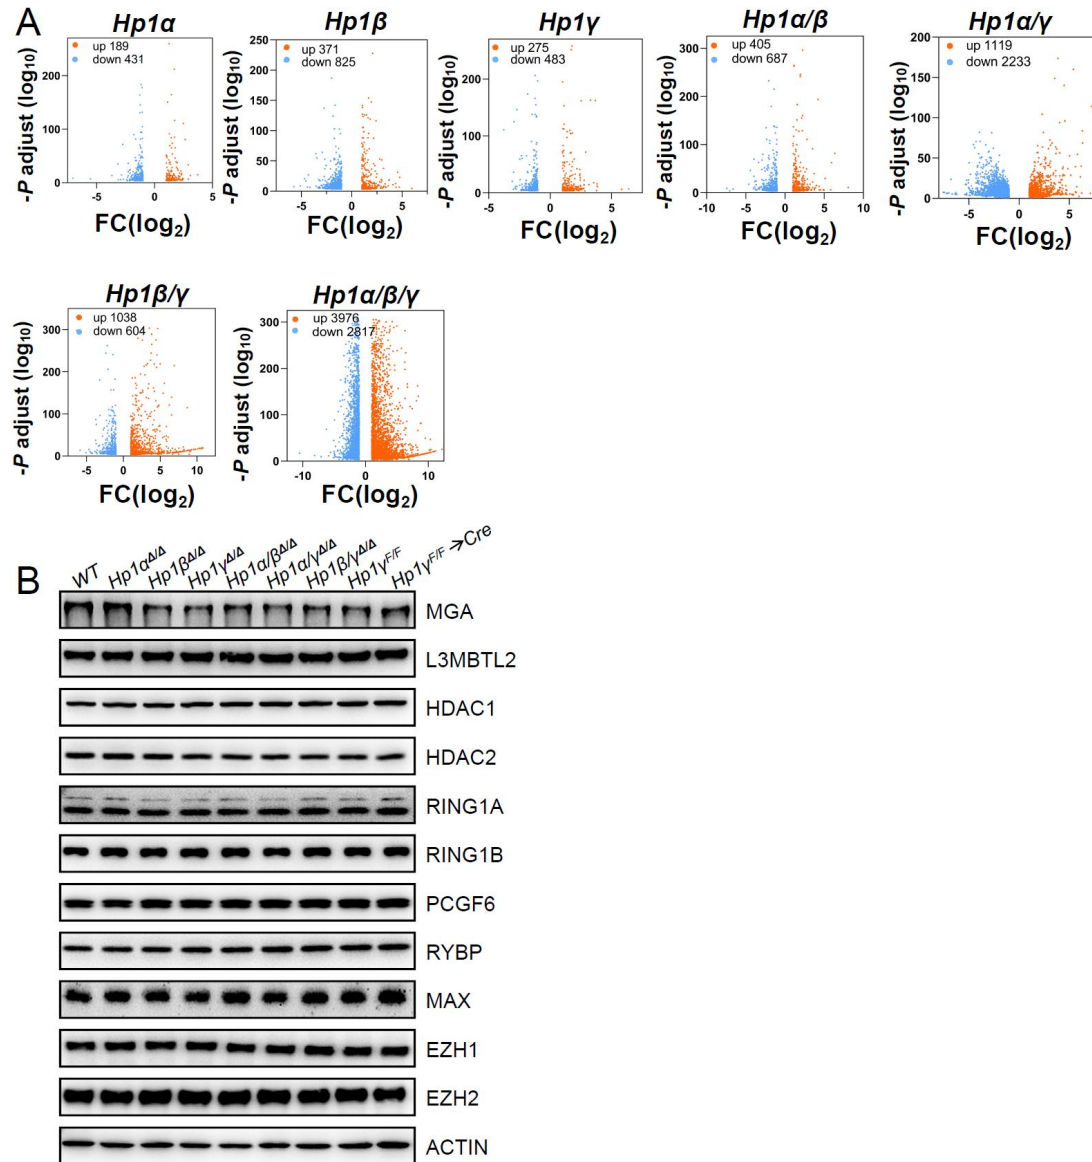

**Figure S2. Complete loss of all three *Hp1* paralogs in ESCs exacerbates transcriptional changes in single or double mutants, related to Figure 2.**

(A) Volcano plots showing the differentially expressed genes with 2-fold changes in ESCs of indicated genotypes. Blue and red points represent down-regulated represent up-regulated genes, respectively.

(B) Western blot analysis demonstrating expression levels of selected PRC1.6 and PRC2 members in ESCs of indicated genotypes. ACTIN was taken as a loading control.

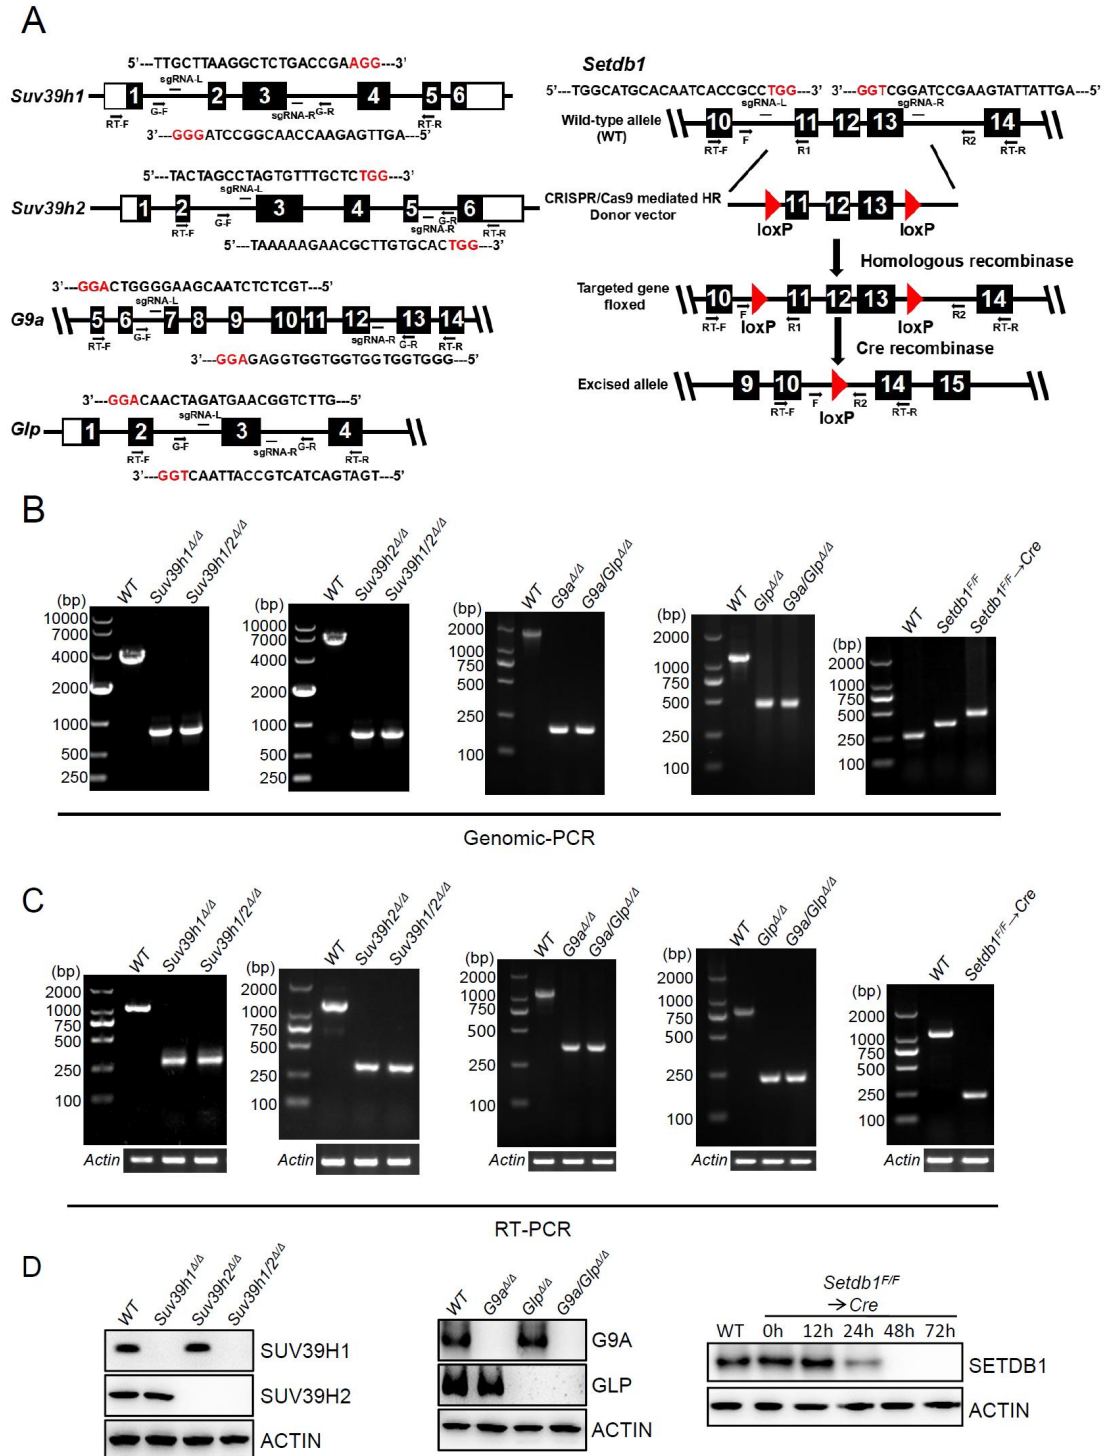

**Figure S3. Generation of knockout ESC lines of *Suv39h1*, *Suv39h2*, *G9a*, *Glp* and *Setdb1*, related to Figure 5.**

(A) Schematic representation of CRISPR/Cas9 mediated knockout approaches to generate ESCs deficient in *Suv39h1*, *Suv39h2*, *G9a*, *Glp* and *Setdb1*. SgRNA sequences are shown in black followed by the PAM sequences in red. The locations of genomic PCR primers (G-F, Forward; G-R, Reverse) are shown by arrows.

(B) Genotyping of ESCs with indicated gene deletions using primers located upstream

and downstream of the deleted region.

(C) RT-PCR analysis for residual mRNA revealed a shorter band in the mutants.

(D) Western blot showing the complete ablation of particular gene by using specific antibodies as indicated. ACTIN was taken as a loading control.

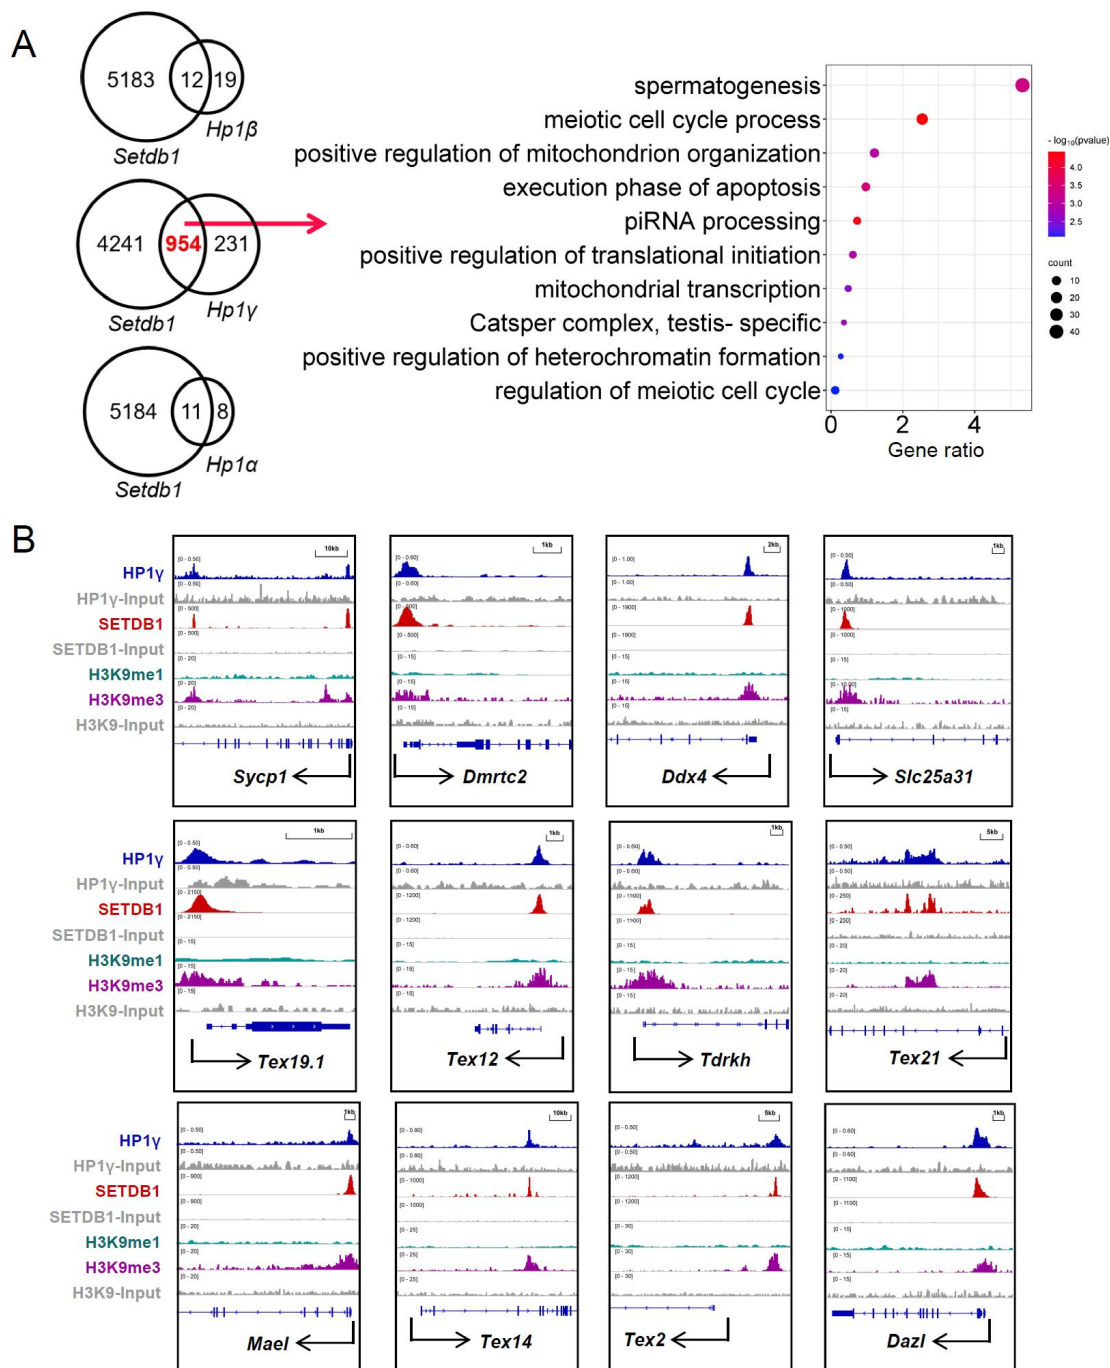

**Figure S4. HP1γ and SETDB1 common targets are enriched for germ cell-specific genes in ESCs, related to Figure 6.**

(A) Venn diagrams illustrating the overlap of HP1-bound genes and SETDB1-bound genes in ESCs (left). GO analysis of genes co-occupied by HP1γ and SETDB1 (right).

(B) Representative ChIP-seq tracks for HP1 $\gamma$  and SETDB1 at selected target gene loci in wild-type ESCs. Published ChIP-seq data for HP1 and SETDB1 were obtained from NCBI GEO database (accession number GSE94086, GSE71114, GSE108620, GSE126243, GSE54412 and GSE155062).

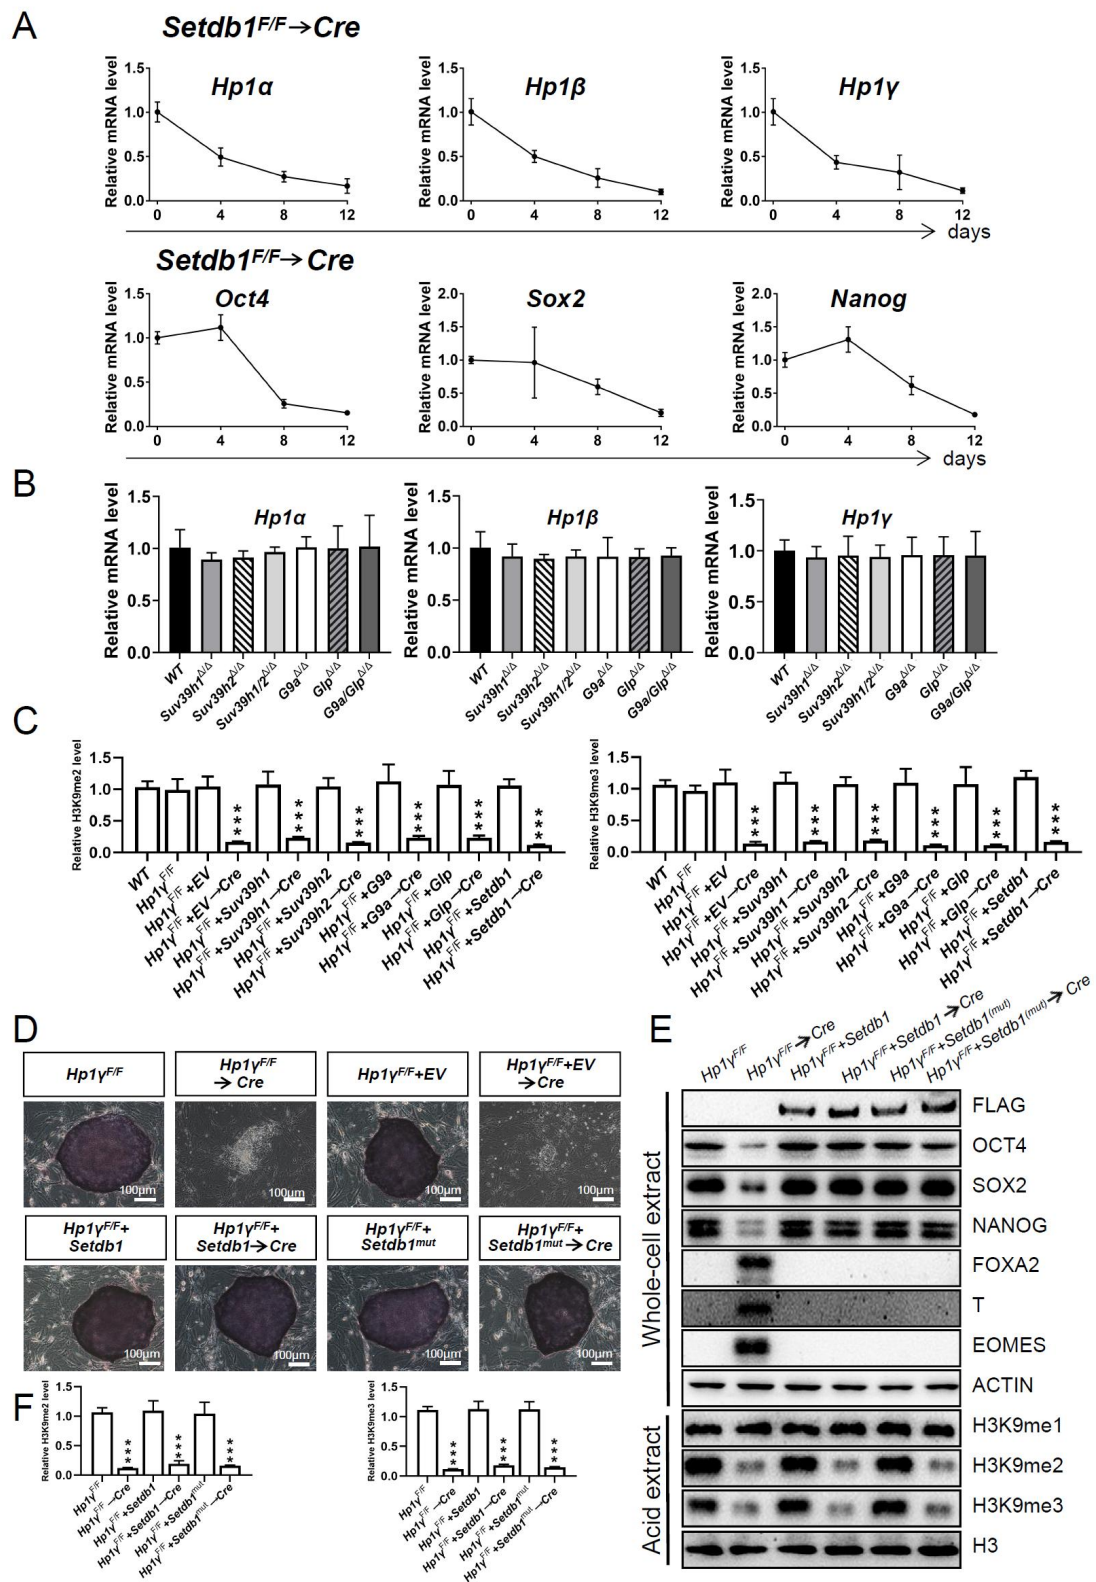

**Figure S5. *Setdb1* deficiency results in the dynamic changes in mRNA expression of *Hp1* family genes, related to Figure 6.**

(A and B) RT-qPCR analysis for *Hp1*, *Oct4*, *Sox2* and *Nanog* transcripts in *Setdb1*<sup>F/F</sup> ESCs after lenti-Cre infection (A) or in ESCs deficient for *Suv39h1*, *Suv39h2*, *G9a* and *Glp* (B). Relative expression is reflected as fold difference over uninfected or *wildtype* ESCs normalized to  $\beta$ -actin. Data are expressed as means  $\pm$  SEM of three biological replicates. (C) Quantitation of the global levels of H3K9me2 and H3K9me3 in ESCs of indicated genotypes. (D) Representative AP staining images of ESC colonies of indicated genotypes on MEF feeders. Scale bar, 100  $\mu$ m. *Hp1*<sup>F/F</sup>: *Hp1* $\alpha/\beta^{\Delta/\Delta}$ ; *Hp1*<sup>F/F</sup>; EV: empty vector. (E) Western blot demonstrating the expression levels of ectopic *Setdb1*, pluripotency factors, germ layer markers, and histone modifications in cells of indicated genotypes. ACTIN and H3 were taken as the loading controls. *Hp1*<sup>F/F</sup>: *Hp1* $\alpha/\beta^{\Delta/\Delta}$ ; *Hp1*<sup>F/F</sup>. (F) Quantitation of the levels of H3K9me2 and H3K9me3 in ESCs of indicated genotypes.

**Table S1. Genes that are differentially expressed in *Hp1* single knockout vs. control ESCs.**

**Table S2. Genes that are differentially expressed in *Hp1* double knockout vs. control ESCs.**

**Table S3. Genes that are differentially expressed in *Hp1* triple knockout vs. control ESCs.**

**Table S4. Genes that are differentially expressed in *Setdb1* <sup>$\Delta/\Delta$</sup>  vs. control ESCs.**

**Table S5: Key resources used in this study.**

## **Supplemental Experimental Procedures**

### **CRISPR/Cas9-mediated genomic editing**

sgRNAs were designed by online CRISPR design tool (<http://crispor.tefor.net/>). A pair of 20bp-oligonucleotides was annealed and cloned into the BbsI-digested Cas9 and sgRNA-expressing PX459 vector (Addgene plasmid # 62988). sgRNA-expressing plasmids were verified by DNA sequencing. Targeting constructs with appropriate homology arms were generated by standard molecular cloning methods<sup>1</sup>. ESCs were transfected with 1  $\mu$ g of each Cas9 guide, and 1.5  $\mu$ g of targeting construct (where appropriate) using Lipofectamine 2000 (ThermoFisher) according to manufacturer's guidelines. The day after transfection, cells were subjected to puromycin (2  $\mu$ g/ml) selection for 48 hours to eliminate any non-transfected cells. Approximately one week after seeding ESCs on feeder MEFs, individual clones were isolated, expanded, and PCR-screened for the desired genomic modification. All primers are listed in Table S5.

### **Cloning and plasmid generation**

Full-length cDNAs encoding HP1, OCT4, SOX2, NANOG, SUV39H1, SUV39H2, G9A, GLP, and SETDB1 were RT-PCR amplified from mouse mRNA and cloned into lentivirus vector with FLAG epitope (DYKDDDDK) by standard DNA cloning methods. All plasmid

constructions were confirmed by DNA sequencing. Various truncations, deletion, and site mutations were constructed by PCR and confirmed by direct DNA sequencing. Lentiviral production and infection were performed as described previously<sup>2</sup>.

### **Alkaline phosphatase staining**

The ESCs were digested with trypsin and then seeded on mitomycin C-treated MEFs for 7-12 days to form colonies, which were washed with phosphate-buffered saline (PBS) twice and fixed with 4% paraformaldehyde for 2 min, and then incubated with staining solution following the protocol recommended by the manufacturer<sup>1</sup>. Finally, the stained colonies were photographed microscopically.

### **Growth curves**

To perform growth curves, ESCs ( $5 \times 10^4$ ) were seeded in triplicate onto 10 cm MEF-coated dishes in 10 ml of ESC medium on day 0, with culture medium change every other day. Cells were harvested by trypsinization and counted (Trypan blue) every day for 12 days.

### **Flow cytometry**

#### ***Cell cycle analysis***

The cells were trypsinized, washed twice with ice-cold PBS, and fixed in 70% ethanol in PBS at -20 °C overnight. After fixation, cells were washed with ice-cold PBS and stained with propidium iodide (PI) staining solution, containing 50 µg/mL PI and 200 mg/mL RNase A, at 4°C for 30 min in the dark. Finally, cells were analyzed on a LSRFortessa flow cytometer equipped with Cell Quest software (BD Biosciences) as described previously<sup>2</sup>.

#### ***Apoptosis analysis***

Apoptosis analysis was performed by using Annexin V-FITC/PI apoptosis detection Kit (Yeasen 40302ES60). The cells to be analyzed were collected by trypsin digestion, washed twice with ice-cold PBS, and resuspended in 100 µl binding buffer at room temperature for 10 min in dark which contained 10 µl PI and 5 µl Annexin V-FITC. Fluorescence intensities were analyzed by LSRFortessa flow cytometry as described previously<sup>2</sup>.

### **Western blot analysis**

ESCs were lysed with RIPA buffer [50 mM Tris-HCl (pH 8.0), 1% Triton X-100, 0.1% SDS, 150 mM NaCl, 1% sodium deoxycholate, 1 mM EDTA, 10 mg/ml phenylmethylsulfonyl fluoride and Protease Inhibitor Mix (Sigma-Aldrich)] on ice for 30 min. After centrifugation at 13,000 rpm for 15 min at 4°C, the supernatant was collected. The samples were mixed with 5xloading buffer [2% SDS, 125 mM Tris-HCl (pH6.8), 10% glycerol, 1 mg/ml bromophenol blue and 2% β-mercaptoethanol], and heated at 95°C for 10 min. Then, an equal amount of protein (20–50 µg) was separated by with 5–15% SDS-PAGE, blotted to a PVDF membrane (Millipore) and blocked with 5% skim milk powder. The membranes were washed and incubated with the primary antibodies at 4°C overnight. The next day, immunoblotting was performed using the corresponding HRP-conjugated secondary antibody, followed by the visual detection of the protein bands using an enhanced

chemiluminescence detection kit. Antibodies used in this study are listed in Table S5.

### **Quantitative real-time PCR (RT-qPCR)**

Total RNA was extracted by TRIzol reagent (Life Technologies) following the manufacturer's instructions. Complimentary DNA was reverse-transcribed from total RNA using HiScript II 1st Strand cDNA Synthesis Kit (Vazyme) according to the manufacturer's instructions. Samples were analyzed on an ABI 7500 Real Time PCR System (Applied Biosystems) using SYBR green PCR mastermix (Life Technologies) according to the manufacturer's protocol. Results were normalized to *Actin* mRNA levels. Primer sequences are available in Table S5.

### **RNA sequencing**

The total RNA was extracted with TRIzol reagent (Invitrogen), and any contaminating DNA was digested with DNase I. Multiplexed Illumina sequencing libraries were prepared using the TruSeq Stranded Total RNA Library Prep Gold (Illumina, 20020598), and 150 bp paired-end reads were generated with Illumina HiSeq3000 sequencer with a depth of 50 million reads per sample. Differential expression analyses were performed using the R package DESeq2 v1.20 using default parameters. Genes with an absolute log2 fold change of 1 and FDR <0.05 were considered as significant difference. Three biological replicates of each sample were sequenced. The RNA-seq data were deposited at Gene Expression Omnibus under accession number GSE210606.

### **Analysis of publicly available ChIP-seq data**

ChIP-Seq analysis of Publicly available datasets in ESCs were retrieved from the NCBI Gene Expression Omnibus (OCT4 and NANOG:GSE129721, HP1 $\alpha$ :GSE94086, HP1 $\beta$ :GSE71114, HP1 $\gamma$ :GSE108620, H3K9me1:GSE54412, H3K9me3:GSE155062 and SETDB1:GSE126243). The ChIP-seq reads were all aligned to the mouse reference genome (GRCm38/mm10) via Bowtie (v2.3.5) in the single-end mode. Then the reads with low quality (MAPQ <20) were removed with the Bam/Sam filter software (version: 1.6). To better visualize the results, alignment files in the BAM format were converted to the read coverage files (BIGWIG format) by the bamCoverage in DeepTools. Subsequently, the converted BIGWIG files were visualized with Integrative Genome Viewer (IGV). And data ranges were set for the appropriate values to underscore differences between each factor level at the target locus. The MACS-determined peak positions were downloaded from ChIP-Atlas (<http://chip-atlas.org>). Peak overlaps were analyzed using VennDiagram program of Origin (version 2021).

### **Embryoid body formation**

To induce the EB formation, modified hanging drop method from a previously described protocol was followed<sup>2</sup>. Trypsinized cells were suspended in differentiation medium (50  $\mu$ g/ml Ascorbic acid, 15% fetal bovine serum, 200  $\mu$ g/ml iron saturated holo-transferrin, 2 mM L-Glutamine, 450  $\mu$ M monosulfide glycerol, 100 U/ml penicillin-streptomycin, non-essential amino acids and 0.1 mM  $\beta$ -mercaptoethanol) to a concentration of 20,000 cells/ml. 30  $\mu$ l drops (600 cells) were then placed on the lid of a non-adherent Petri

dish and the lid was upside down. After 72 h incubation, EBs formed at the bottom of the drops were collected and cultured on the rotating shaker at the speed of 60 rpm, with the medium being changed every other day. On day 7 and 12, EBs were collected for morphological imaging and total RNA extraction (Trizol). The genes of interest were analyzed by RT-qPCR. All primers are listed in Table S5.

### **Teratoma assay**

Teratoma formation assay was performed as described previously <sup>1,2</sup>. Briefly, ESCs were MEF depleted and  $1 \times 10^6$  cells were injected subcutaneously into 6-week-old nude mice. After 4 weeks, the teratomas were dissected and fixed in 4% paraformaldehyde for 6 hours at 4°C. Paraffin-embedded tissue was sliced into sections with 5 µm thickness and stained with hematoxylin and eosin.

### **Supplementary References**

1. Qin, J., Wang, C., Zhu, Y., Su, T., Dong, L., Huang, Y., and Hao, K. (2021). Mga safeguards embryonic stem cells from acquiring extraembryonic endoderm fates. *Sci Adv* 7. 10.1126/sciadv.abe5689.
2. Qin, J., Whyte, W.A., Anderssen, E., Apostolou, E., Chen, H.H., Akbarian, S., Bronson, R.T., Hochedlinger, K., Ramaswamy, S., Young, R.A., and Hock, H. (2012). The polycomb group protein L3mbtl2 assembles an atypical PRC1-family complex that is essential in pluripotent stem cells and early development. *Cell Stem Cell* 11, 319-332. 10.1016/j.stem.2012.06.002.

# Supplementary material for: A functional crosstalk between the H3K9 methylation writers and their reader HP1 in safeguarding embryonic stem cell identity
**Source:** Stem Cell Reports. 2023 Sep 12;18(9):1775–92. doi: 10.1016/j.stemcr.2023.08.004
**Supplement:** Table S5. Key resources used in this study

**Table S5**

# Supplementary material for: A functional crosstalk between the H3K9 methylation writers and their reader HP1 in safeguarding embryonic stem cell identity
**Source:** Stem Cell Reports. 2023 Sep 12;18(9):1775–92. doi: 10.1016/j.stemcr.2023.08.004
**Supplement:** Document S2. Article plus supplemental information

# A functional crosstalk between the H3K9 methylation writers and their reader HP1 in safeguarding embryonic stem cell identity

Lixia Dong,<sup>1,6</sup> Huaqi Liao,<sup>1,6</sup> Linchun Zhao,<sup>1,6</sup> Jingnan Wang,<sup>1,6</sup> Congcong Wang,<sup>1</sup> Bowen Wang,<sup>1</sup> Yanqi Sun,<sup>1</sup> Lijun Xu,<sup>1</sup> Yin Xia,<sup>2</sup> Shizhang Ling,<sup>3,\*</sup> Xin Lou,<sup>4,\*</sup> and Jinzhong Qin<sup>1,5,\*</sup>

<sup>6</sup>These authors contributed equally

<https://doi.org/10.1016/j.stemcr.2023.08.004>

## SUMMARY

Histone H3 lysine 9 (H3K9) methylation, as a hallmark of heterochromatin, has a central role in cell lineage and fate determination. Although evidence of a cooperation between H3K9 methylation writers and their readers has started to emerge, their actual interplay remains elusive. Here, we show that loss of H3K9 methylation readers, the *Hp1* family, causes reduced expression of H3K9 methyltransferases, and that this subsequently leads to the exit of embryonic stem cells (ESCs) from pluripotency and a reciprocal gain of lineage-specific characteristics. Importantly, the phenotypes of *Hp1*-null ESCs can be rescued by ectopic expression of *Setdb1*, *Nanog*, and *Oct4*. Furthermore, *Setdb1* ablation results in loss of ESC identity, which is accompanied by a reduction in the expression of *Hp1* genes. Together, our data support a model in which the safeguarding of ESC identity involves the cooperation between the H3K9 methylation writers and their readers.

## INTRODUCTION

The covalent modification of histone tails is thought to play essential roles in chromatin organization and transcriptional regulation of eukaryotic genes (Strahl and Allis, 2000). Histone H3 lysine 9 (H3K9) methylation, a characteristic mark of gene repression, is closely associated with heterochromatin formation, which is essential for the maintenance of genome stability (Padeken et al., 2022). It is established by members of the family of SET domain-containing histone methyltransferases that target distinct regions of the genome (Rea et al., 2000). SUV39H1, SUV39H2 (also called KMT1A and KMT1B, respectively), and SETDB1 are thought to catalyze H3K9me2 and H3K9me3 (H3K9me2/3), while G9A and GLP (also called EHMT2 and EHMT1, respectively) are the primary enzymes for H3K9me1 and H3K9me2 (H3K9me1/2) (Padeken et al., 2022; Tachibana et al., 2008).

Heterochromatin protein 1 (HP1) is a conserved nonhistone chromosomal protein that is involved in heterochromatin-mediated gene silencing in many organisms (Canzio et al., 2013; Eissenberg et al., 1990; James and Elgin, 1986; Padeken et al., 2022). Mammalian cells contain three closely related HP1 homologs, HP1 $\alpha$  (also known as CBX5), HP1 $\beta$  (CBX1), and HP1 $\gamma$  (CBX3) (James and Elgin, 1986). All HP1 isoforms harbor an N-terminal chromo-domain (CD) and a C-terminal chromo shadow domain (CSD), separated by a flexible hinge region. The CD is responsible for binding to

H3K9me2/3 through an aromatic cage (Jacobs and Khorasani-zadeh, 2002; Nielsen et al., 2002), while the CSD is required for dimerization, which provides a platform to recruit diverse HP1-binding partners, including transcription co-repressors and H3K9 methyltransferases (Bannister et al., 2001; Canzio et al., 2013; Cowieson et al., 2000; Nozawa et al., 2010). The interaction between HP1 and H3K9 methyltransferases is thought to be important for the spreading and inheritance of heterochromatin. HP1 tethers H3K9 methyltransferases to H3K9me2/3-enriched chromatin through this interaction, thereby promoting further deposition of H3K9me2/3 (Bannister et al., 2001; Richards and Elgin, 2002).

Although it is well established that H3K9 methylation is essential for the establishment and maintenance of the silent chromatin state, evidence for its role in cell fate determination is also emerging (Nicetto et al., 2019; Nicetto and Zaret, 2019; Padeken et al., 2022). H3K9me3 domains have been shown to act as a major obstacle during the conversion of terminally differentiated cells into induced pluripotent stem cells (Chen et al., 2013; Soufi et al., 2012). While single *Suv39h1/2* knockout mice show no developmental defects, double null mice are characterized by perinatal lethality associated with genome instability (Peters et al., 2001). *G9a*- or *Glp*-null mice are early embryonic lethal (E9.5) and exhibit gross morphological abnormalities across all developing cell lineages (Tachibana et al., 2002). *Setdb1*-null mice display early embryonic lethality at the peri-implantation stage and

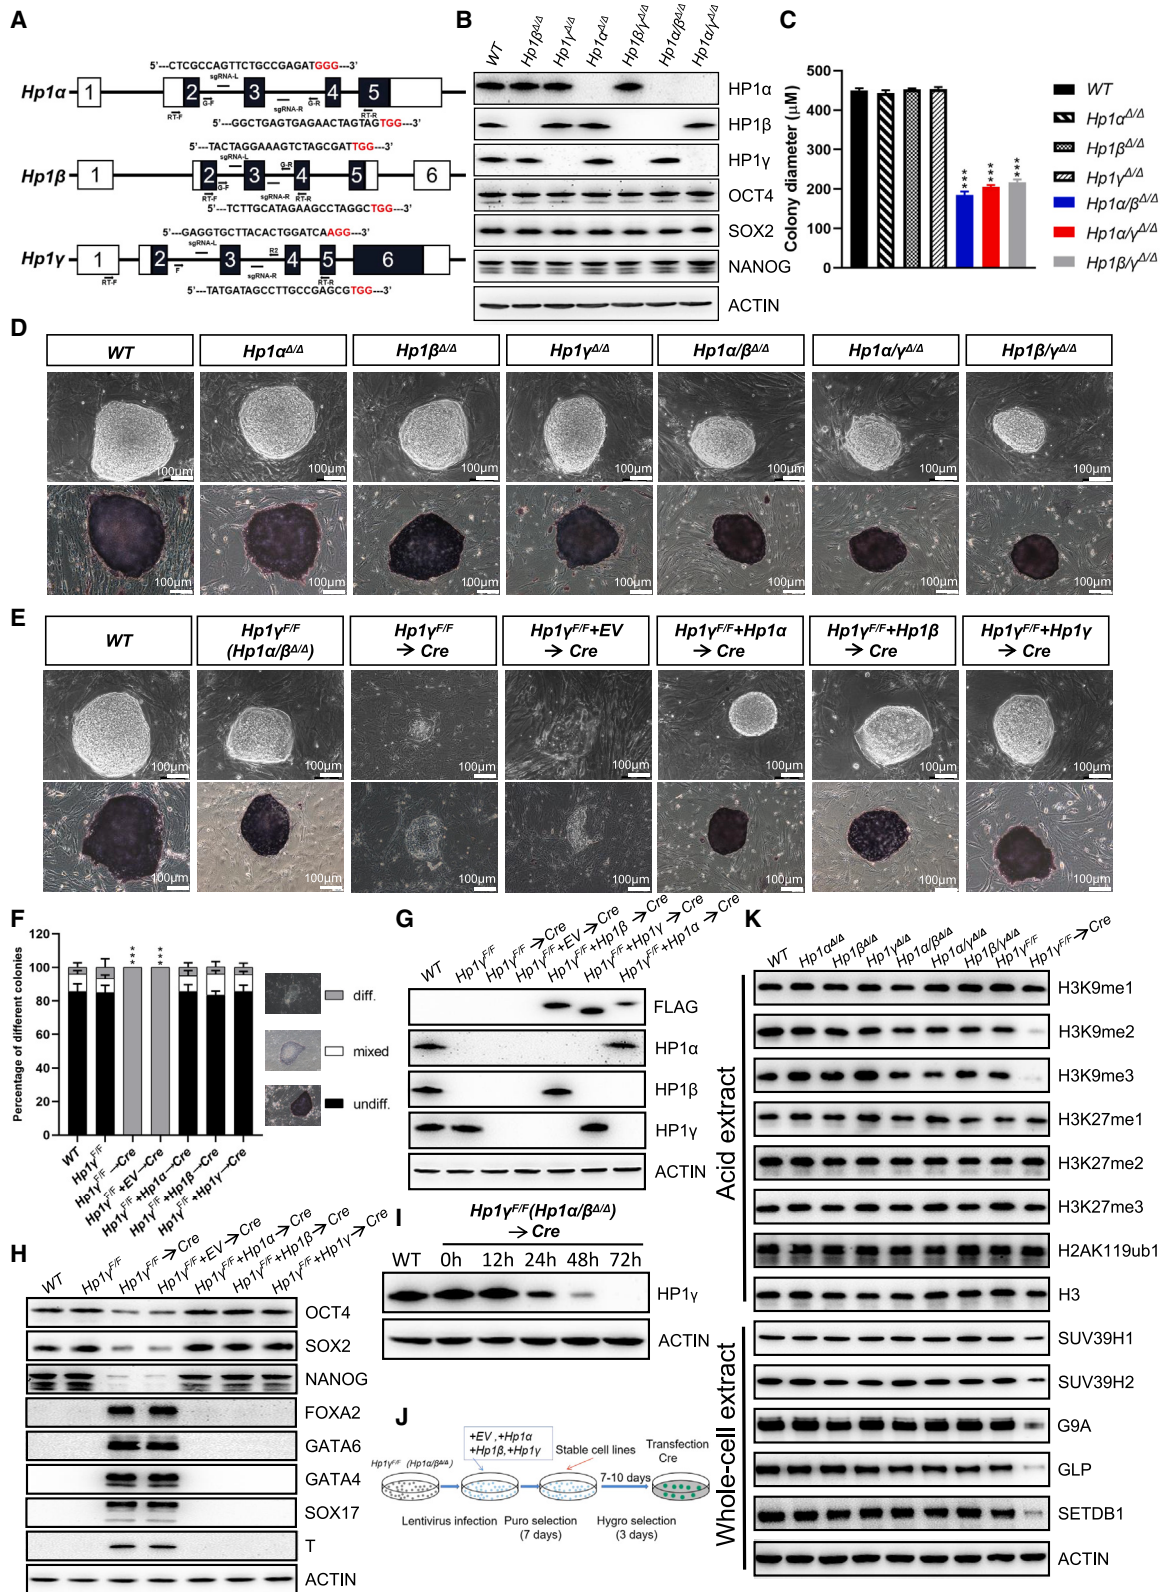

(legend on next page)

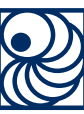

embryonic stem cell (ESC) survival *in vitro* is compromised (Dodge et al., 2004). Further studies of *Setdb1* reveal that it contributes to repression of a subset of genes encoding developmental regulators in ESCs (Bilodeau et al., 2009; Yeap et al., 2009; Yuan et al., 2009). *Hp1* $\alpha$ -null mice are viable and fertile and display no obvious morphological abnormalities, whereas *Hp1* $\beta$ -deficient mice display perinatal lethality and exhibit distorted neurogenesis (Aucott et al., 2008). A dramatic loss of germ cells before meiosis is observed in *Hp1* $\gamma$ -deficient mice (Abe et al., 2011). The relatively mild phenotypes in single *Hp1* mutants suggest partially redundant functions of the *Hp1* family. Interestingly, a recent work demonstrated that HP1 family members act redundantly to maintain protein stability of H3K9 methyltransferases and to ensure cell viability in ESCs (Maeda and Tachibana, 2022). However, it is unclear whether the reduced expression levels of these enzymes lead to the phenotype observed in *Hp1*-null ESCs.

Here, we use CRISPR/Cas9 technology to generate single or combined *Hp1* mutants and rigorously examine their functions in maintaining self-renewal and pluripotency in ESCs. We show that simultaneous, but not individual, ablation of *Hp1* results in loss of pluripotency in ESCs and triggers compromised self-renewal and spontaneous differentiation, a phenotype strikingly reminiscent of those observed in *Setdb1*-deficient ESCs. In addition, the defects associated with *Hp1*-deficient ESCs can be largely rescued by ectopic expression of *Setdb1*, *Oct4*, and *Nanog*, indicating that *Hp1* safeguards ESC identity through a *Setdb1*-*Oct4*-*Nanog*-dependent mechanism. In these ESCs deficient for all three *Hp1* members, the expression of the H3K9 methyltransferases, particularly *Setdb1*, is reduced markedly. Similarly, *Setdb1*

loss of function also causes attenuated *Hp1* expression. Our results reveal that cross-regulation between the H3K9 methylation writer SETDB1 and its reader HP1 is a key component of the transcriptional control of ESC identity.

## RESULTS

### The *Hp1* family plays essential and redundant roles in the maintenance of ESC pluripotency

To systematically explore the role of *Hp1* family in ESCs, we first established cohorts of ESCs deficient in one or two *Hp1* paralogs in any combination (Figure 1A). The absence of HP1 protein expression was confirmed by western blot analysis (Figure 1B). These mutant cells were monitored for their ability to form colonies after seeding on mitotically inactivated feeder layers made from mouse embryonic fibroblasts (MEFs). The single or double mutants were viable and maintained a typical undifferentiated state in terms of colony morphology along with a high expression level of alkaline phosphatase (AP) and pluripotency markers (OCT4, SOX2, and NANOG), even after long-term culture (Figures 1B and 1D). Notably, the loss of two of the *Hp1* paralogs gave rise to colonies that were significantly smaller in size, whereas the targeted inactivation of single *Hp1*s had no significant effect on overall cell growth (Figures 1C and 1D). Flow cytometry showed that the impaired growth of double mutants was the result of increased apoptosis and not of altered cell cycle (Figure S1A).

To examine the potential functional redundancy among HP1 family in ESCs and to circumvent the lethality or non-physiological responses associated with the deficiency

### Figure 1. The *Hp1* family plays essential and redundant roles in the maintenance of the pluripotent state of ESCs

- (A) Schematic of CRISPR/Cas9-mediated knockout approaches to generate ESCs deficient in *Hp1* family. PAM sequences are in red following the single guide RNA (sgRNA) sequence highlighted in black.
- (B) Western blot analysis showing the changes in the global levels of HP1 proteins and selected pluripotency factors in ESCs of indicated genotypes. ACTIN was taken as a loading control. WT, wild-type.
- (C) Bar graphs showing the mean largest diameter of 30 random ESC colonies. Data are presented as the means  $\pm$  SD of three independent experiments. \*\*\* $p < 0.001$  (Student t test) compared with the control.
- (D) Representative phase contrast images (top) and AP staining images (bottom) of ESC colonies of indicated genotypes on MEF feeders. All ESC colonies were photographed on day 7 after seeding single-cell suspensions on inactivated MEF feeder layers. Scale bar, 100  $\mu$ m.
- (E) Representative phase contrast images (top) and AP staining images (bottom) of ESC colonies of indicated genotypes on MEF feeders. Scale bar, 100  $\mu$ m. *Hp1* $\gamma^{F/F}$ , *Hp1* $\alpha/\beta^{d/d}$ ; *Hp1* $\gamma^{F/F}$ ; EV, empty vector.
- (F) Quantitation of colony types formed by cell lines shown in (E). AP-stained colonies were scored in three categories: undifferentiated, mixed (partially differentiated) and differentiated. Data are presented as the means  $\pm$  SD of three independent experiments. \*\*\* $p < 0.001$  (Student t test) compared with the control.
- (G and H) Western blot analysis of protein levels of (G) HP1, (H) pluripotency factors, and germ layer markers in ESCs of indicated genotypes. Anti-FLAG (M2) antibody was used to detect the exogenous FLAG-tagged HP1. ACTIN served as a loading control.
- (I) Western blot revealing that HP1 $\gamma$  protein was completely ablation after transfection with *Cre* recombinase. ACTIN served as a loading control.
- (J) Schematic diagram of the rescue assay.
- (K) Western blot demonstrating the changes in the levels of selected histone modifications and H3K9 methyltransferases in ESCs of indicated genotypes. H3 and ACTIN were taken as loading controls. See also Figure S1.

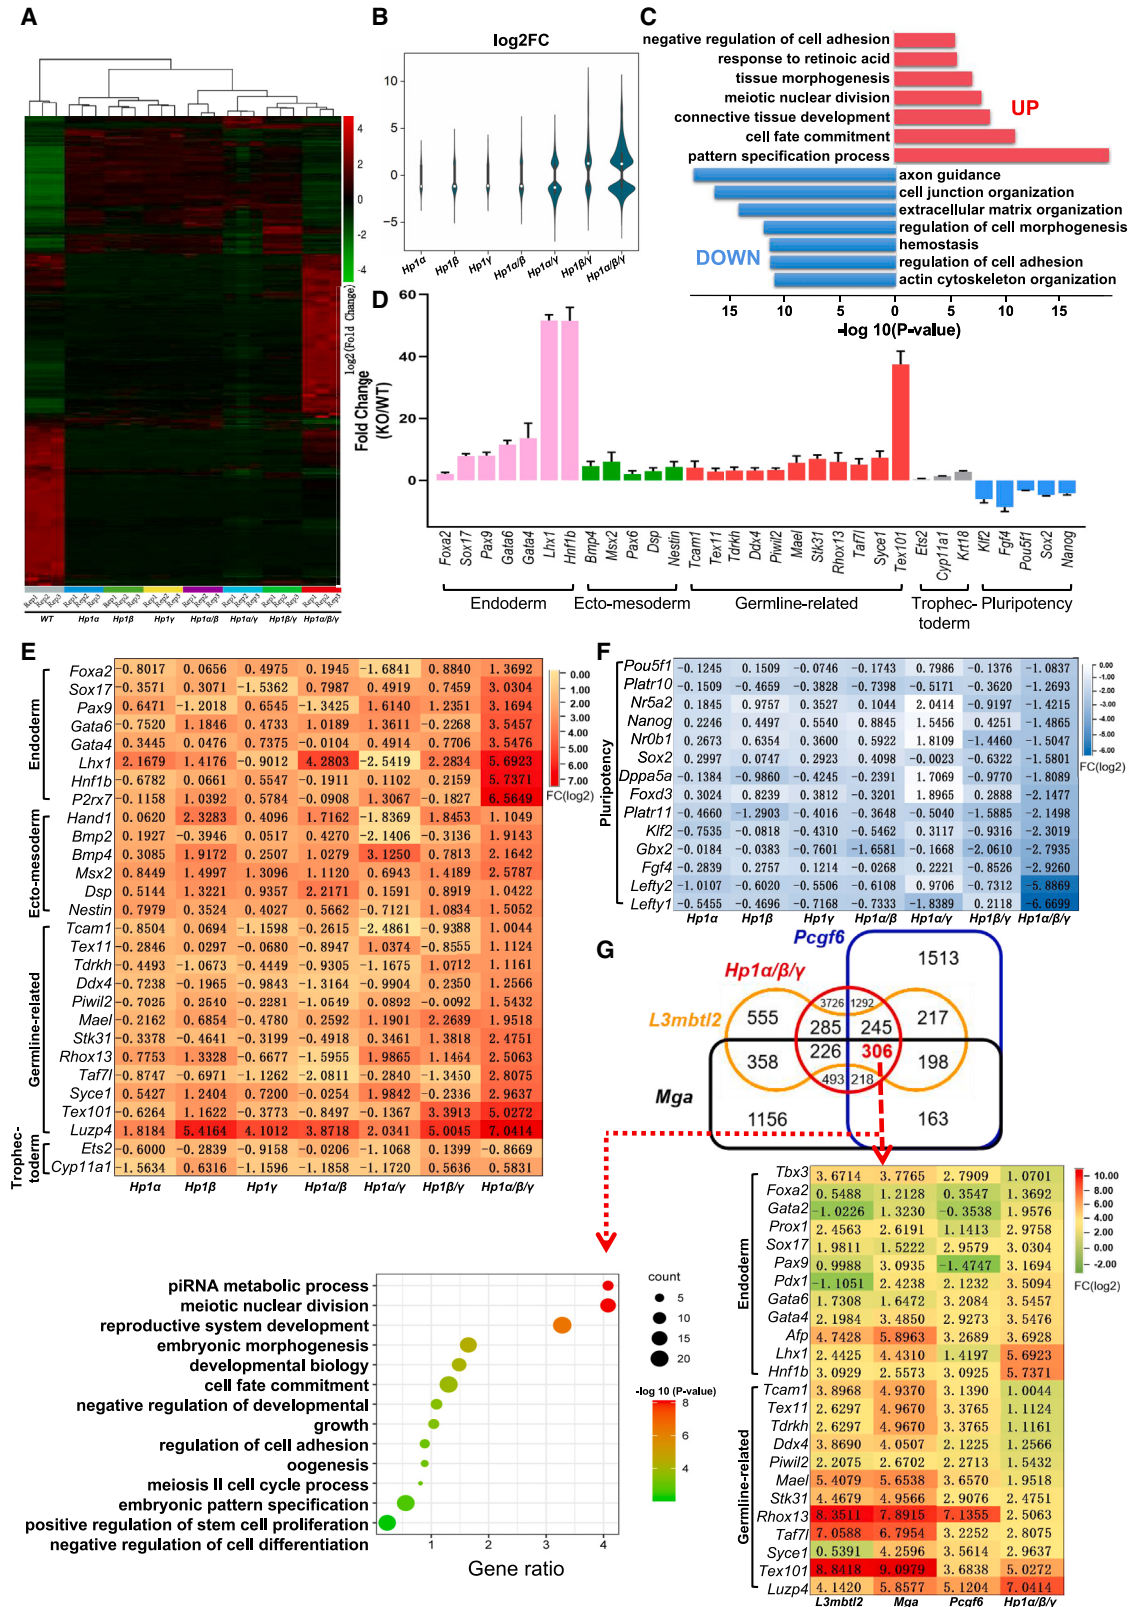

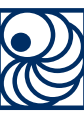

for HP1 family, we engineered  $Hp1\alpha/\beta^{d/d}$  ESCs with conditional  $Hp1\gamma^{F/F}$  ( $Hp1\alpha/\beta^{d/d};Hp1\gamma^{F/F}$ ) to eliminate all HP1 activity (Figure S1B). The established  $Hp1\alpha/\beta^{d/d};Hp1\gamma^{F/F}$  lines formed tightly packed colonies with defined borders, stained mostly positive for AP and retained high expression levels of the pluripotency markers (Figures 1E, 1F, and 1H). Transfection of *Cre* recombinase into the established  $Hp1\alpha/\beta^{d/d};Hp1\gamma^{F/F}$  lines led to the efficient ablation of HP1 $\gamma$  proteins (Figure 1I), massive cell death by apoptosis and cell-cycle arrest at G1 phase (Figure S1A), yielding triple knockout ( $Hp1\alpha/\beta/\gamma^{d/d}$ ) cells that failed to maintain their pluripotent state, as determined by the reduced expression of pluripotency markers at both the mRNA and protein levels (Figure 1H; Table S3). Therefore, the cells were used for assay after 72 h of transfection throughout this study, unless otherwise stated. Consistent with the observed exit from the pluripotency state, the  $Hp1\alpha/\beta/\gamma^{d/d}$  cells exhibited differentiated morphology, failed to be stained by AP (Figure 1E), and accompanied by induction of lineage-specific transcriptional regulators, such as FOXA2, GATA4, GATA6, SOX17, and T (Brachyury) (Figure 1H). These results thus uncovered a degree of functional redundancy among HP1 family in preserving ESC pluripotent identity, consistent with data obtained by conditional loss of *Hp1* achieved with a tamoxifen inducible *Cre* (Maeda and Tachibana, 2022). The functional redundancy among members of the HP1 family was independently confirmed by exogenous expression of any *Hp1* paralog, which mostly rescued the detrimental phenotype of  $Hp1\alpha/\beta/\gamma^{d/d}$  ESCs (Figures 1E–1H, 1J, and S1C).

Interestingly, the markedly decreased levels of global H3K9me2/3, but not H3K9me1, were observed in ESCs with complete deletion of the HP1 family (Figure 1K). In contrast, loss of HP1 did not seem to appreciably affect histone H3 lysine 27 (H3K27) methylation (H3K27me1/2/3). The decrease in H3K9me2/3 levels was reflected by a

concomitant decrease in the protein levels of *G9a*, *Glp*, *Setdb1*, and, to a lesser extent, *Suv39h1/2* (Figure 1K). Importantly, in contrast with a rapid decrease in the mRNA levels of *Oct4*, *Sox2*, and *Nanog* after *Cre* transfection, mRNA levels of the H3K9 methyltransferases other than *Glp* remained relatively unchanged or slightly elevated initially (up to 3 days) (Figures S1D and S1E), suggesting a post-transcriptional mechanism of regulation of the expression of H3K9 methyltransferases by HP1 in agreement with data obtained by conditional loss of *Hp1* achieved with a tamoxifen inducible *Cre* (4 days after tamoxifen treatment) (Maeda and Tachibana, 2022). Additionally, mRNA levels of all the H3K9 methyltransferases dramatically decreased 3 or 4 days after *Cre* transfection (Figure S1E). Therefore, the expression of H3K9 methyltransferases in ESCs mediated by HP1 can be achieved both at the transcriptional and post-transcriptional levels. Of note, the level of H3K9me2/3 and H3K9 methyltransferases were maintained in  $Hp1\alpha/\beta/\gamma^{d/d}$  cells exogenously expressing any one of the *Hp1* paralogs (Figures 1J and S1C), confirming that all HP1 paralogs display the ability to ensure the requisite levels of H3K9 methyltransferases.

### HP1 represses expression of lineage-specific genes in ESCs

To gain insight into the molecular mechanisms behind the observed phenotypic changes, we performed RNA sequencing (RNA-seq) analysis in *Hp1* individual and compound mutants (Tables S1, S2, and S3). We observed deregulation of increasing numbers of genes in *Hp1* mutants lacking progressively more *Hp1* paralogs (Figures 2A and 2B). While only 620 (189 up-regulated and 431 down-regulated), 1,196 (371 up-regulated and 825 down-regulated) and 758 (275 up-regulated and 483 down-regulated) genes were deregulated in *Hp1\alpha*, *Hp1\beta*, and *Hp1\gamma* single mutants, respectively, when compared with their parental counterpart, cells deleted for

### Figure 2. HP1 family acts redundantly to repress expression of lineage-specific genes in ESCs

(A) Heatmap representation of global transcriptional changes in ESCs of indicated genotypes. All these selected genes were significantly differentially expressed in *Hp1* triple knockout cells ( $\log_2$  FC > 1 or < -1, adjusted  $p < 0.05$ ). For each gene, the Z score was calculated based on mean TPM values that were transformed to  $\log_2$ -counts. Hierarchical clustering of all samples was predicated on Euclidean distance metric and agglomerative hierarchical clustering. Up- and down-regulated genes are shown in red and green, respectively. RNA for RNA-seq analysis was obtained from  $Hp1\alpha/\beta^{d/d};Hp1\gamma^{F/F}$  cells transfected with *Cre* or control vector for 72 h in three independent experiments. RNA-seq data for ESCs deficient in one or two *Hp1* paralogs were generated from their constitutive knockout ESCs.

(B) A violin plot comparing  $\log_2$ -fold changes of genes in ESCs of indicated genotypes.

(C) GO analysis of genes up-regulated (top) and down-regulated (bottom) in  $Hp1\alpha/\beta/\gamma^{d/d}$  cells.

(D) RT-qPCR analysis of germ layer and pluripotency marker expression levels in  $Hp1\alpha/\beta/\gamma^{d/d}$  cells. All data are normalized to actin and shown relative to control ESCs (set at 1.0). Error bars represent the mean  $\pm$  SD ( $n = 3$ ).

(E and F) Heatmaps showing the expression levels of genes involved in (E) germ layer specification and (F) pluripotency maintenance in ESCs of indicated genotypes.

(G) Venn diagram showing intersection between differentially expressed genes in  $Hp1\alpha/\beta/\gamma^{d/d}$ ,  $Pcgf6^{d/d}$ ,  $L3mbtl2^{d/d}$ , and  $Mga^{d/d}$  ESCs;  $p < 0.05$ . Heatmap representation of expression levels of genes involved in endoderm and germ cell specification in ESCs upon *Pcgf6*, *L3mbtl2*, *Mga*, or *Hp1* ablation (bottom). GO analysis of biological functions of differentially overlapped genes with fold changes of more than 2 (left). Published RNA-seq data were acquired from the National Center for Biotechnology Information (NCBI) (GEO: GSE144141). See also Figure S2.

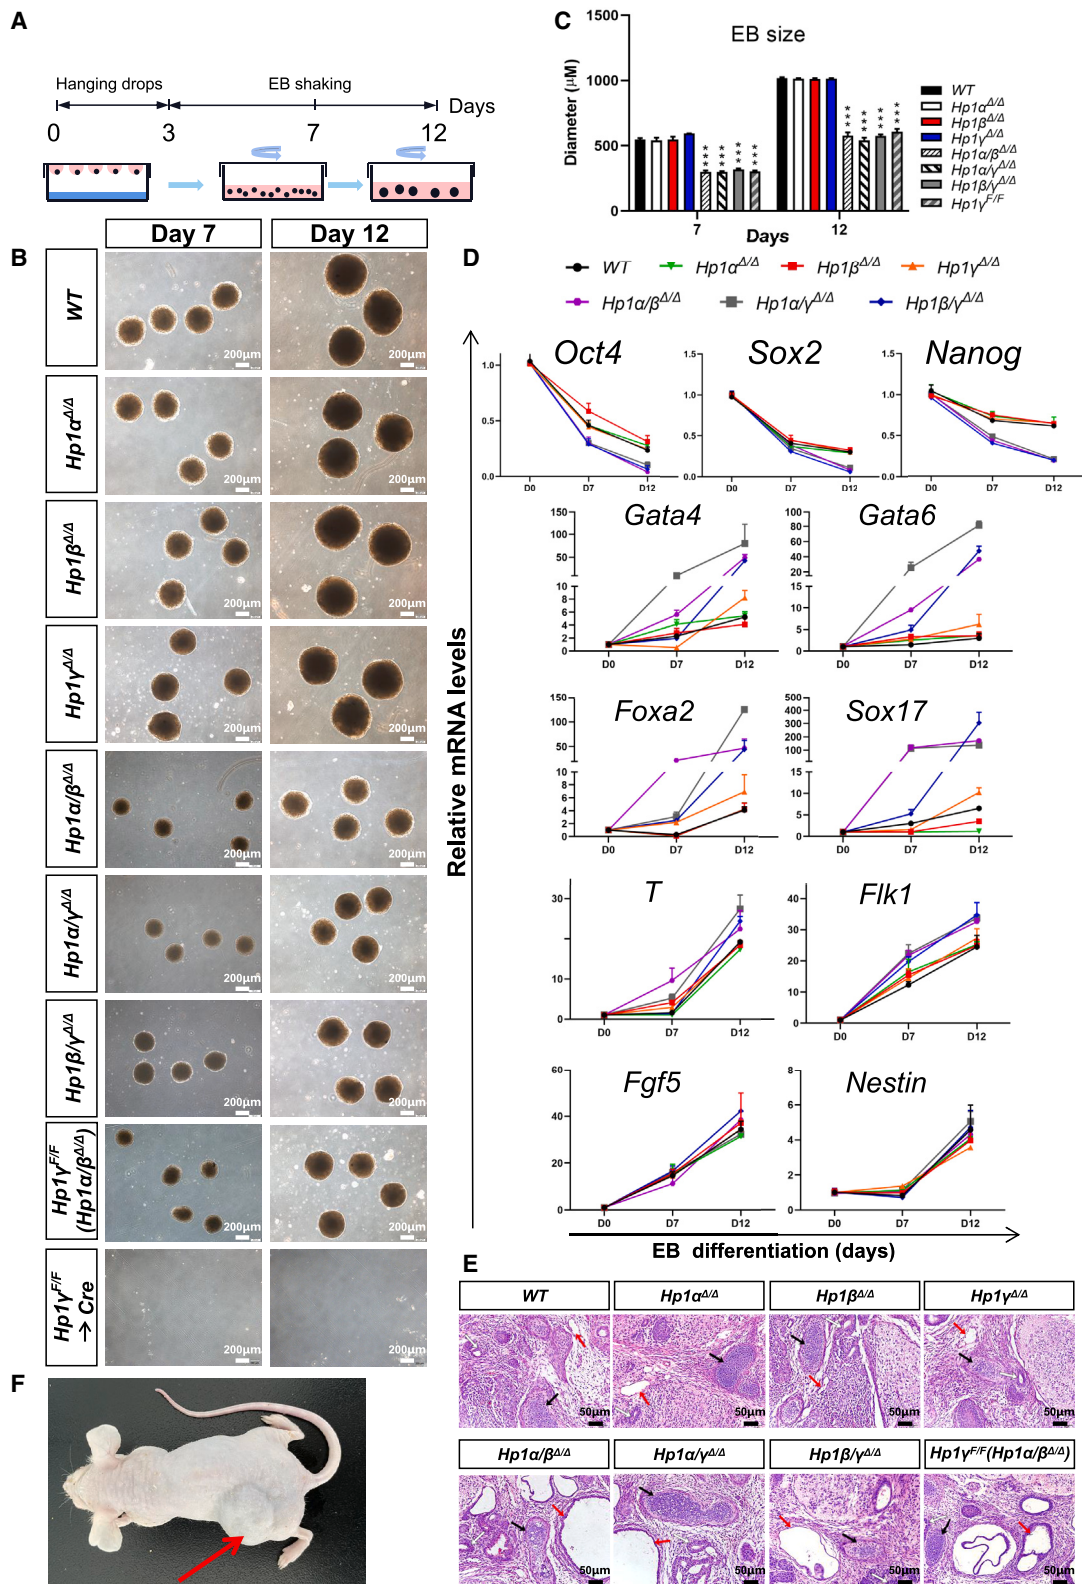

(legend on next page)

two of the *Hp1* paralogs show deregulation of thousands of genes (1,038 up-regulated and 604 down-regulated in *Hp1β/γ<sup>Δ/Δ</sup>*, 1,119 up-regulated and 2,233 down-regulated in *Hp1α/γ<sup>Δ/Δ</sup>*, and 405 up-regulated and 687 down-regulated in *Hp1α/β<sup>Δ/Δ</sup>*). Complete loss of all three *Hp1* paralogs in ESCs resulted in substantial changes in gene expression (3,976 up-regulated versus 2,817 down-regulated genes) (Figures 2A, 2B, and S2A; Table S3), further supporting the existence of functional redundancy among *Hp1* family. Functional annotation of *Hp1α/β/γ<sup>Δ/Δ</sup>* up-regulated genes showed enrichment in Gene Ontology (GO) terms related to pattern specification process, cell fate commitment and tissue morphogenesis. Genes down-regulated in *Hp1α/β/γ<sup>Δ/Δ</sup>* cells were related to regulation of axon guidance and cell junction organization, as well as regulation of cell morphogenesis (Figure 2C).

Importantly, examination of up-regulated genes in *Hp1α/β/γ<sup>Δ/Δ</sup>* cells also showed a strong over-representation of embryonic germ layer lineage genes, including key endoderm markers (such as *Foxa2*, *Sox17*, *Gata6*, *Gata4*, and *Hnf1b*), markers of ecto-mesoderm (such as *Hand1*, *Bmp4*, *Msx2*, *Pax6*, and *Dsp*), and meiosis- and germline-specific genes (such as *Mael*, *Stk31*, *Taf7l*, *Syce1*, and *Tex101*). In contrast, expression levels of trophoblast genes (*Ets2* and *Cyp11a1*), either decreased or remained unaffected in the mutant (Figures 2D–2F; Table S3). Among the genes down-regulated in *Hp1α/β/γ<sup>Δ/Δ</sup>* cells, our analysis revealed the pluripotency genes, including *Oct4* (*Pou5f1*), *Nr5a2*, *Nanog*, *Sox2*, and *Dppa5a* (Figure 2F), which have been reported to have essential roles in regulating pluripotency in ESCs. Consistent with the results of RNA-seq analysis, by performing RT-qPCR, we confirmed the findings revealed by RNA-seq and demonstrated that while the expression of the germ-layer-specific genes was significantly up-regulated in *Hp1α/β/γ<sup>Δ/Δ</sup>* cells, their expression was largely unaffected in *Hp1* single or double mutants (Figure 2D; Tables S1, S2, and S3). Together, these results indicate that *Hp1* paralogs act redundantly to silence lineage-specific genes in ESCs.

Of note, a large number of the genes deregulated in *Hp1α/β/γ<sup>Δ/Δ</sup>* cells were also observed in *L3mbtl2*-, *Mga*-, or *Pcgf6*-deficient ESCs (Figure 2G). Furthermore, among the up-regulated genes, we found that a substantial number involved in germ cell specification and endoderm formation have been previously described to be direct targets of RYBP (Hisada et al., 2012), L3MBT2 (Qin et al., 2012), PCGF6 (Endoh et al., 2017; Zhao et al., 2017), MAX (Maeda et al., 2013), and MGA (Qin et al., 2021), confirming that HP1 associates with members of the PRC1.6 complex (Gao et al., 2012; Ogawa et al., 2002; Qin et al., 2012). However, loss of *Hp1* did not appreciably affect protein levels of the Polycomb group (PcG) family members we examined (Figure S2B). Together, the HP1 family has an essential role in maintaining pluripotency in ESCs.

### The HP1 family is essential for proper ESC differentiation

To explore the *in vitro* differentiation potential of *Hp1* mutant ESCs, these cells were examined for their capacity to aggregate in suspension to form embryoid bodies (EBs). To this end, ESCs were induced to differentiate upon the removal of both leukemia inhibitory factor (LIF) and feeder cells and growing in suspension culture (Figure 3A). As shown in Figures 3B and 3C, although all of the *Hp1* single and double mutants remained able to form EBs, *Hp1* double mutant EBs were greatly reduced in size in comparison with single mutants during the differentiation process. We assessed the expression kinetics of marker genes during differentiation. Both *wild-type* and *Hp1* mutant ESCs gradually lost expression of the pluripotency marker *Oct4*, *Nanog*, and *Sox2* after several days of differentiation and showed a similar increase in the embryonic ectoderm markers (*Fgf5* and *Nestin*) (Figure 3D). Strikingly, *Hp1* double mutants showed accelerated down-regulation of *Oct4*, *Nanog*, and *Sox2* after differentiation induction, and expressed significantly increased levels of genes characteristic of extraembryonic endoderm (*Gata4*, *Gata6*, *Foxa2*, and *Sox17*), and to a lesser extent, mesoderm (*T* and *Flk1*).

### Figure 3. The HP1 family is essential for proper ES cell differentiation

- Schematic illustration of the EB formation.
- Phase contrast images of EBs derived from indicated ESCs at day 7 and day 12. Scale bar, 100 μm.
- Bar graphs showing the mean largest diameter of 30 random EBs of indicated genotypes. Data are presented as the means ± SD for analysis of three independent experiments. \*\*\*p < 0.001 (Student t test) compared with the control.
- Pluripotency and differentiation gene expression analysis by RT-qPCR of mRNA derived from EBs of indicated genotypes. Error bar represent ± SD (n = 3).
- Histological sections of hematoxylin and eosin-stained teratomas of indicated genotypes performed. Of note, teratomas derived from *Hp1* double mutant cells contained structures pertaining to all three germ layers but with an overrepresentation of the endoderm structures (intestinal epithelium). Neural rosette (ectoderm; white arrow), cartilage (mesoderm; black arrow), and gut epithelium (endoderm; red arrow) are shown. Scale bar, 50 μm.
- Representative images of mice bearing teratomas 4 weeks after the injection of *wild-type* ESCs (left side, indicated by a red arrow) or *Hp1α/β/γ<sup>Δ/Δ</sup>* cells (right side). Five mice were injected per condition.

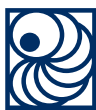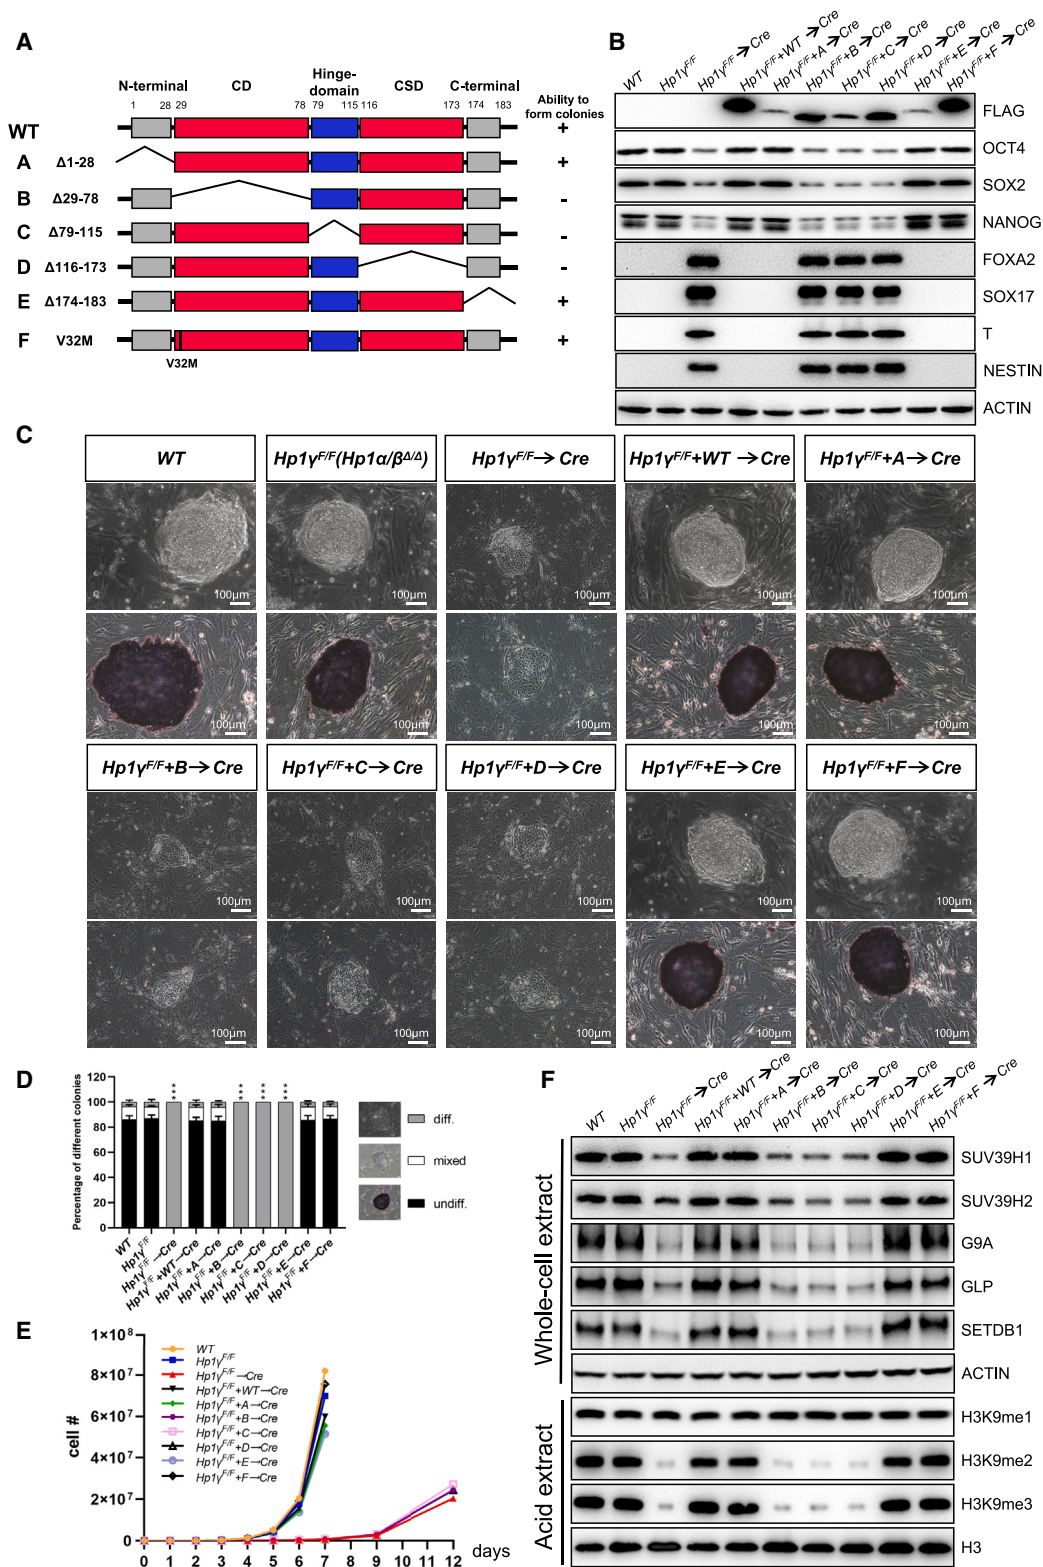

(legend on next page)

To demonstrate the *in vivo* differentiation potential of *Hp1*-mutant ESCs, these cells were injected subcutaneously into immune-deficient mice. Histological analysis revealed that, while *Hp1* single mutants produced teratomas containing all three germ-layer lineages, double mutants developed teratomas containing derivative of all three germ layers, but with an over-representation of the endoderm structures (Figure 3E). Of note, the *Hp1* $\alpha/\beta/\gamma^{\Delta/\Delta}$  cells failed to generate detectable teratomas upon subcutaneous injection into the nude mice (Figure 3F). These findings demonstrate that *Hp1* family is critical for proper differentiation of ESCs.

#### The known domains of HP1 are essential for maintaining ESC identity and pluripotent state

As mentioned above, the defects observed in *Hp1* $\alpha/\beta/\gamma^{\Delta/\Delta}$  cells were mostly restored by re-expression of one *Hp1* family member (Figures 1E–1J), thus providing us with an opportunity to examine HP1 structure and function in ESCs. The HP1 molecule contains an N-terminal chromo domain, a connecting hinge, and a CSD (Figure 4A). Next, we performed a structure-function analysis to define the regions within the HP1 protein that mediate its effects on the maintenance of stem cell identity. The series of FLAG-tagged HP1 $\gamma$  deletion mutants shown in Figure 4A was constructed and introduced into *Hp1* $\alpha/\beta^{\Delta/\Delta};Hp1\gamma^{F/F}$  ESCs, in which both alleles of the *Hp1* $\alpha/\beta$  genes were disrupted and the *Hp1* $\gamma$  gene was floxed and could be conditionally deleted by *Cre* recombinase. Of note, western blot with FLAG-specific antibody confirmed the expression of each truncated protein in ESCs (Figure 4B). To gain insight into the ability of these mutants to rescue the self-renewal defect of *Hp1* $\alpha/\beta/\gamma^{\Delta/\Delta}$  cells, we examined their capacity to form colonies after culturing on mitotically inactivated MEF feeder layers. As shown in Figures 4C–4E, mutants lacking the first 28 amino acids or the last 10 amino acids fully rescue the colony growth defects in *Hp1* $\alpha/\beta/\gamma^{\Delta/\Delta}$  cells to the *wild-type* level, while HP1 $\gamma$  mutants in which the chromo, chromo shadow, or hinge domain was deleted abolished its ability to restore the growth defect (Figures 4C–4E). To examine the ability of

these mutants to maintain the expression of H3K9 methyltransferases in the absence of endogenous HP1 $\gamma$ , the cells were transiently transfected with a *Cre* recombinase expression plasmid. Western blot analysis showed that HP1 $\gamma$  mutants in which the chromo, chromo shadow, or hinge domain was deleted lost its ability to retain high levels of pluripotency markers and the proper expression of H3K9 methyltransferases (Figures 4B and 4F). Consistently, these mutants nearly abolished the ability to maintain global H3K9me2/3 levels. In contrast, the N- or C-terminus of HP1 $\gamma$  was dispensable for the expression of H3K9 methyltransferases and thus retained H3K9me2/3 levels as effectively as the wild-type. Notably, an HP1 $\gamma$  mutant harboring the V32M substitution in the chromo domain that abolishes the binding affinity to H3K9 methylation (Bannister et al., 2001; Yi et al., 2020) retained its ability to rescue the defects observed in *Hp1* $\alpha/\beta/\gamma^{\Delta/\Delta}$  cells, suggesting the presence of redundant or compensatory mechanisms. Overall, these results suggest that the known domains are essential for HP1 $\gamma$ -mediated expression of H3K9 methyltransferases and indicate that these regions confer upon HP1 $\gamma$  the ability to maintain the identity of ESCs.

#### Setdb1-deficient cells phenotypically resemble ESCs lacking the *Hp1* family

To systematically address potential functions of H3K9 methylation systems in ESCs, we generated a suite of single and multiple gene knockout mutants for the five members of the SET-domain H3K9 lysine methyltransferases using the CRISPR/Cas9 technology (Figures 5A and S3A–S3D). Whereas loss of *G9a* induced a reduced self-renewal and proliferation of ESCs, no obvious proliferation defects were observed when *Glp* was deleted. Although *G9a*- or *Glp*-deficient ESCs maintained an undifferentiated state as characterized by their colony morphology, strong staining for AP activity, and expression of the pluripotency markers (OCT4, SOX2, and NANOG) (Figures 5A–5C), teratomas derived from them featured a striking paucity of mature elements (Figure 5D), suggesting that *G9a* $\Delta/\Delta$  or *Glp* $\Delta/\Delta$  ESCs

#### Figure 4. The known domains of HP1 are essential for maintaining ESC pluripotency

- (A) A schematic diagram showing the structures of wild-type and mutant HP1 $\gamma$  (left). The thin bent lines refer to deleted regions. A concise summary represents the ability of various mutants to rescue growth defect upon *Hp1* ablation (right).
- (B) Western blot demonstrating the expression levels of different HP1 $\gamma$  mutants and pluripotency factors in cells of indicated genotypes. ACTIN was used as a loading control.
- (C) Representative phase contrast images (top) and AP staining images (bottom) of ESC colonies of indicated genotypes on MEF feeders. Scale bar, 100  $\mu$ m.
- (D) Quantitation of colony types formed by cell lines shown in (C). AP-stained colonies were scored in three categories: undifferentiated, mixed (partially differentiated) and differentiated. Data are presented as the means  $\pm$  SD of three independent experiments. \*\*\* $p < 0.001$  (Student t test) compared with the control.
- (E) Growth curve of ESCs of indicated genotypes.
- (F) Western blot demonstrating the changes in the levels of selected germ layer markers and histone modifications in ESCs of indicated genotypes. H3 and ACTIN were taken as loading controls.

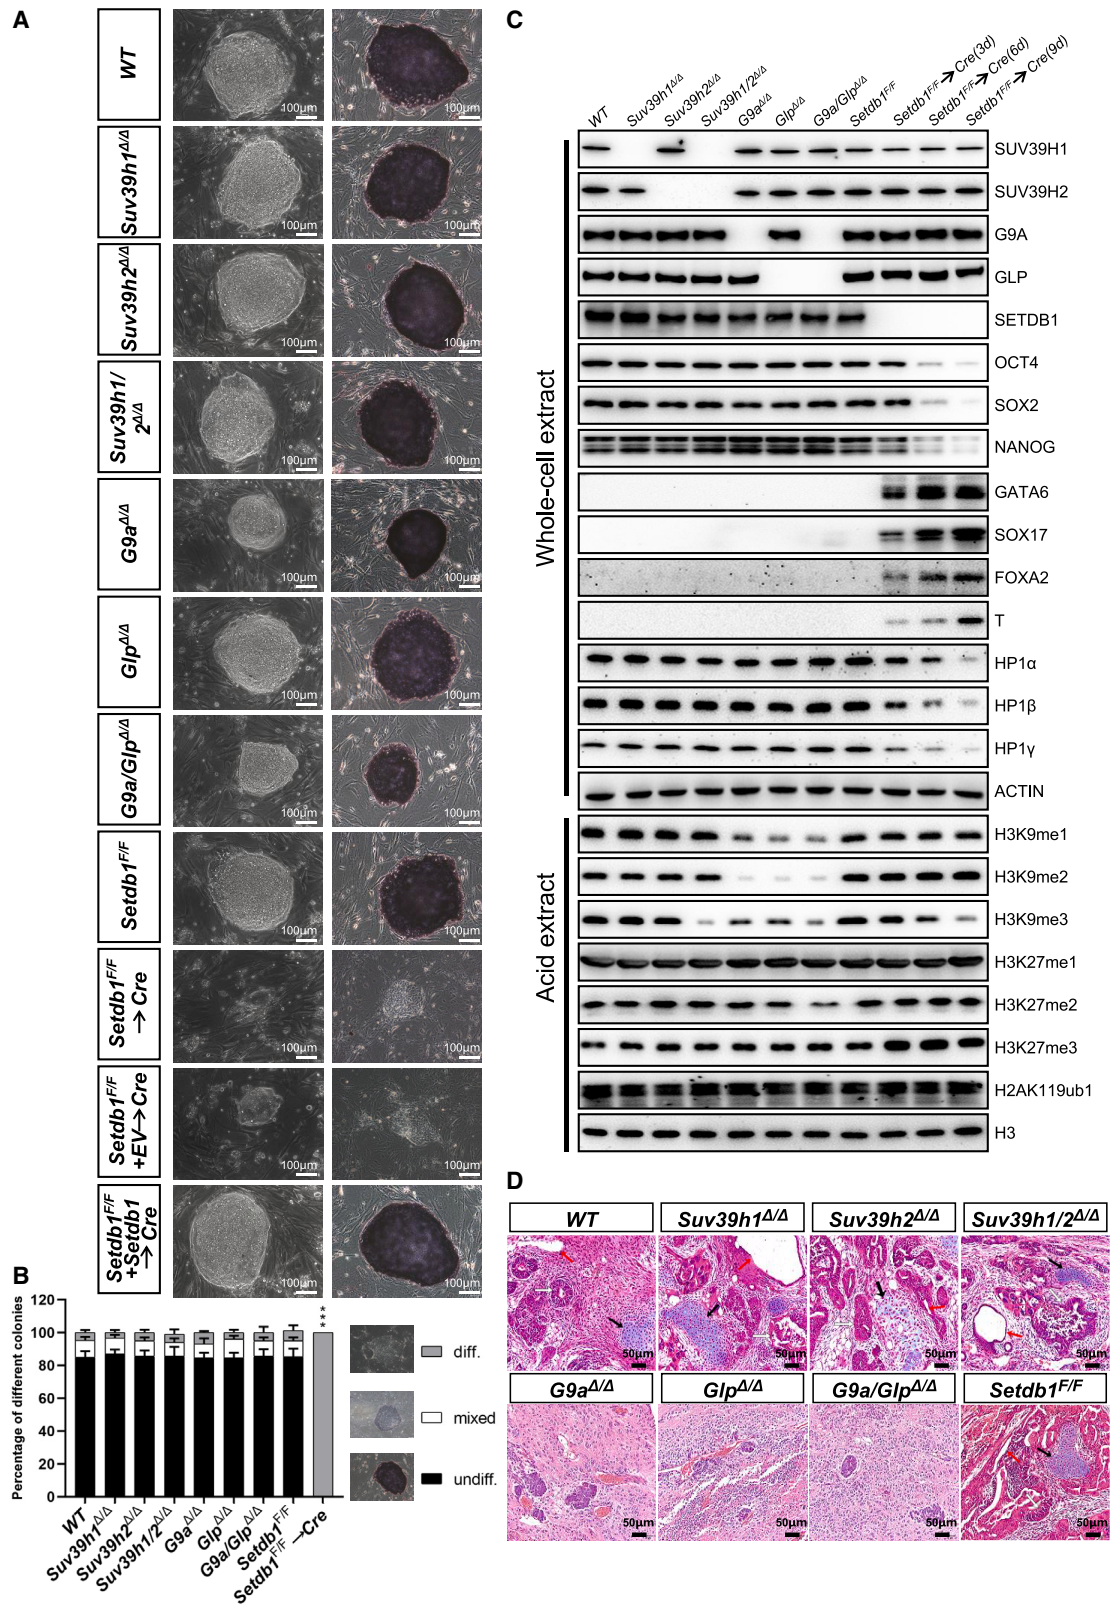

(legend on next page)

are significantly impaired in their ability to differentiate properly. In contrast, the *Suv39h1* and *Suv39h2* single or double mutant ESCs displayed no obvious phenotypic abnormalities as shown by colony morphology, pluripotent marker expression, and the formation of three germ layer teratomas *in vivo* (Figures 5A–5D).

How the deposited data were processed for this re-analysis (not part of the article)

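RNA-seq was analysed for 33 libraries of mouse ESCs in 11 conditions with 3 libraries each: 7 Hp1 mutants, *wild-type* sets A and B, *Setdb1* F/F ESCs and *Setdb1*Δ/Δ cells. The authors deposited 1 table for each mutant with its control, and for each gene it holds estimated counts (expected_counts), TPM, GO terms, a log2 fold change and an adjusted p. The expected_counts deposited by the authors are read counts that they assigned to genes, without normalization, and most but not all are whole numbers. The log2 fold changes in the deposited tables (log2) were computed by the authors with DESeq2, and the adjusted p values (p_value) deposited by the authors come from the same test. The latter were used only to set the paper's numbers beside the authors' own calls. The TPM columns, 64 in the 8 tables, were not used here. Libraries were grouped by their labels, and each condition was compared with the control of its deposited table.

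Expected counts were rounded to whole numbers, since edgeR and DESeq2 model counts. Genes were matched by Ensembl identifier to GENCODE M21 (GRCm38) for position, length and GC content. Each comparison was fitted on its 6 libraries alone in edgeR 4.0.16 under R 4.3.3 (limma 3.58.1), with genes kept by filterByExpr at a minimum count of 10, TMM normalization, estimateDisp, glmQLFit and glmQLFTest. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. *Hp1α/β/γ*Δ/Δ cells were also compared with *Hp1α/β*Δ/Δ ESCs, and *wild-type* set B with set A. The interaction of the loss of *Hp1α* and *Hp1β* was tested over 12 libraries at an adjusted p under 0.05. Total counts per library ran from 17330936 to 25743149. At the lowest of these, a gene with 10 counts is near the edge of what the filter keeps, and no change is called in the main fits for genes below it. Fold changes against a group with no counts were computed against a floor of 3 counts.

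The genes named in the text are every gene that the paper's text names in its RNA-seq results, *Cbx5*, *Cbx1*, *Cbx3* and *Setdb1*, and for each comparison the 3 largest rises and the 3 largest falls. The latter were taken among called genes with a symbol, fully separated groups and a mean of at least 5 CPM in the higher group. The results of some of these genes are not reported here. Lists of genes were tested with camera at an inter-gene correlation of 0.01, with fry beside it, and adjusted together over 107 tests. The lists are the endoderm, ecto-mesoderm, germline, trophectoderm and pluripotency genes of the paper's text, the HP1 family, the H3K9 methyltransferases, the PRC1.6 subunits, and feeder fibroblast, 2-cell-like, imprinted and non-polyadenylated RNA genes. For each chromosome with at least 5 tested genes, the median log2 fold change was set against that of all other chromosomes and tested with camera. It was also computed in windows of 50 genes, and after removal of trends with GC content, length and expression by splines with 5 degrees of freedom. The GO terms of Figure 2C were tested with a one-sided hypergeometric test on the terms that the deposited tables list. The overlap of *Hp1α/β/γ*Δ/Δ and *Setdb1*Δ/Δ cells was tested with a one-sided Fisher's exact test on genes tested in both.

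Alternatives were RLE size factors, DESeq2 1.42.0 with default parameters, no filter beyond 1 count, at least 10 counts in every library, an adjusted p without the fold threshold, a fit of all libraries of a *wild-type* set together, a replicate block, the other *wild-type* set or *Hp1α/β*Δ/Δ ESCs as the control, and each library left out in turn. For lists, chromosomes and GO terms they were fry, genes with at least 10 counts in every library, and all genes tested as the background. A mean of at least 20 counts in a group, alone or with DESeq2, and *wild-type* set B as the control of the interaction were chosen after seeing the data. The steps were tested on simulated data, made from these libraries with 200 genes of at least 5 CPM changed. In the comparison of *Hp1α/β/γ*Δ/Δ cells 100% of these were recovered, with 16 unchanged genes called, and for the interaction 99.5% were recovered, with 11 unchanged genes called. A shift of 0.5 put on chromosome 8 was recovered as 0.51 in the comparison of *Hp1α/β/γ*Δ/Δ cells. The shifted genes of that chromosome counted among the unchanged genes there. In the real comparison 7400 genes were called, so the simulation does not show how the normalization behaves when that many genes change. Groups of 3 libraries were not searched for libraries far from the others by a formal rule. Western blots, RT-qPCR, ChIP-seq and the data of other studies were not analysed here.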

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

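Of the tests of explanations weighed in this part, those for feeder fibroblast RNA in *Hp1α/β/γ*Δ/Δ cells and for differences between cell cultures were set before the data were examined. All others were chosen after the result was seen. For the former pair, how the outcome is read was revised after the results were seen. The tests can exclude an explanation but do not establish one.

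A difference between groups appeared in the test of whether loss of *Hp1α* acts alike in *wild-type* and *Hp1β*-null cells, in which 7432 of 16512 genes had an interaction. Of 100 groupings of the 12 libraries, 1 gave as many genes, the true one, so a chance arrangement of libraries is excluded as the source. The shift of chromosome 16 is excluded as the whole cause, since 4.12% of the genes whose double change was smaller than the sum lie on that chromosome. A biological explanation is that each single loss has already moved a gene as far as both losses do. A technical one is that *wild-type* set A departs from the cells from which the mutants came, which would enter each single mutant's change and appear once too often in the sum. Of the genes concerned, 87.1% moved the same way in *Hp1γ*Δ/Δ ESCs against *wild-type* set B. Since both *wild-type* sets may differ from the mutants' parental cells, this explanation and the biological one cannot be told apart. With *wild-type* set B as the control, chosen after seeing the data, 8654 genes had an interaction, 6366 of them among the 7432.

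A signal outside the genes that the paper discusses appeared in the 2-cell-like list. Its median log2 fold change was 7.93 in *Hp1β/γ*Δ/Δ ESCs, 8.06 in *Hp1α/β/γ*Δ/Δ cells and 8.45 in *Setdb1*Δ/Δ cells. Fitted values for genes without counts in the control depend on the prior count. With such genes at their bound against 3 counts, the medians were 5.96, 3.67 and 6.36. All tested members were called higher, 14 of 14 in *Hp1β/γ*Δ/Δ ESCs, 12 of 12 in *Hp1α/β/γ*Δ/Δ cells and 13 of 13 in *Setdb1*Δ/Δ cells. As a set against all other genes the list was higher in *Hp1β/γ*Δ/Δ ESCs and *Setdb1*Δ/Δ cells by camera with Benjamini-Hochberg adjustment (adjusted p = 7.91e-22 and 5.64e-05) and fell short in *Hp1α/β/γ*Δ/Δ cells (0.084), where many other genes changed as well. Of the 15 symbols of the list, 14 are in the tables and none has at least 1 CPM in every *wild-type* library. Members such as the *Zscan4f* and *Usp17l* families have near-identical copies. Division of reads between copies leaves their sum unchanged, so it is excluded, since the summed level was 27.2 ± 2.08 CPM (SD, n = 3) in *Hp1α/β/γ*Δ/Δ cells, 89.1 ± 3.19 CPM (SD, n = 3) in *Hp1β/γ*Δ/Δ ESCs and 104 ± 6.09 CPM (SD, n = 3) in *Setdb1*Δ/Δ cells. It was 0.016 ± 0.028 CPM (SD, n = 3) in *wild-type* set A, 0.432 ± 0.14 CPM (SD, n = 3) in set B and 0.27 ± 0.084 CPM (SD, n = 3) in *Setdb1* F/F ESCs. Different counting between tables is excluded as well, since the highest summed count in a *wild-type* set A library of the same table as *Hp1α/β/γ*Δ/Δ cells was 1. A change of these genes with loss of HP1β and HP1γ or of SETDB1 stays open, and whether it lies in every cell or in a few was not tested.

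Genes of chromosome 16, which the paper does not discuss, lay lower in all 6 single and double mutants, with shifts against all other chromosomes of −0.51 in *Hp1α*Δ/Δ ESCs (−0.508), −0.28 in *Hp1β*Δ/Δ ESCs (−0.284), −0.51 in *Hp1γ*Δ/Δ ESCs (−0.511), −0.43 in *Hp1α/β*Δ/Δ ESCs (−0.432), −0.42 in *Hp1α/γ*Δ/Δ ESCs (−0.425) and −0.46 in *Hp1β/γ*Δ/Δ ESCs (−0.456). All 9 windows of 50 genes were lower in each of these mutants, the weakest at −0.144, as a copy-number difference of the whole chromosome would give. Trends with GC content, length and expression are excluded as the whole cause, since the weakest shift after their removal was −0.297. The shift between *wild-type* set B and set A was −0.068. Relative to *Setdb1* F/F ESCs, *wild-type* set A lay at 0.495, the *Hp1α*Δ/Δ ESCs at −0.012, and *Hp1β*Δ/Δ ESCs (0.183) and *Hp1α/β/γ*Δ/Δ cells (0.145) in between. *Setdb1* F/F ESCs are no neutral baseline, since all Hp1 and *wild-type* conditions lie −0.701 to −0.614 from them on chromosome 1 and 0.515 to 0.62 on chromosome 11. Whether the *wild-type* cultures or the mutants hold the change therefore stays open. A lowering of these genes by loss of HP1 cannot be told apart from either, since every mutant line differs from the *wild-type* sets in both respects.

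Genes of chromosome 8 lay higher in *Hp1α/β/γ*Δ/Δ cells, by 0.516 against *wild-type* set A and 0.482 against *Hp1α/β*Δ/Δ ESCs. Of 18 windows, 18 were higher than in *wild-type* set A (0.015 to 0.875), as an added copy would give. Against *Hp1α/β*Δ/Δ ESCs 17 were higher and 1 lower (−0.164 to 0.807), so the windows leave an added copy open, and 3 copies in place of 2 in every cell would give 0.58. Trends with GC content, length and expression are excluded as the whole cause, since the weaker of the shifts after their removal was 0.581. *Hp1α/β/γ*Δ/Δ cells lay 0.46 above *Setdb1* F/F ESCs, while a higher output of the chromosome after loss of all HP1 paralogs cannot be told apart from it, as no other condition lacks all 3 paralogs. If *Hp1α/β/γ*Δ/Δ cells carried another karyotype than *Hp1α/β*Δ/Δ ESCs, they may not differ from these by *Hp1γ* alone. Genes of chromosome 6 also lay higher in these cells, by 0.36 against *wild-type* set A and 0.331 against *Hp1α/β*Δ/Δ ESCs. Neither shift passed the threshold by camera (adjusted p = 0.438 for each by Benjamini-Hochberg). Relative to *Setdb1* F/F ESCs, chromosome 6 lay at 0.356 in *Hp1α/β/γ*Δ/Δ cells and at −0.011 to 0.068 in the other conditions.

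Genes of chromosome Y lay higher by 0.533 in *Hp1β/γ*Δ/Δ ESCs, over 16 genes. Trends with GC content, length and expression are excluded as the whole cause, since 0.389 was left after their removal. The shift was 0.951 in *Hp1α/β/γ*Δ/Δ cells against *wild-type* set A, 0.541 in *Hp1α/β/γ*Δ/Δ cells against *Hp1α/β*Δ/Δ ESCs and 0.472 in *Hp1α/γ*Δ/Δ ESCs, none of them past the threshold by camera with Benjamini-Hochberg adjustment (adjusted p = 0.236, 0.501 and 0.438). It was −0.104 to 0.148 in the other Hp1 mutants. No biological explanation was tested.

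The pair of *wild-type* sets, which the paper does not compare, differed in 909 of 16008 genes. This exceeds the number in *Hp1α*Δ/Δ and *Hp1γ*Δ/Δ ESCs at the same thresholds, but the order reverses with at least 10 counts in every library (386 between the sets against 469, 963 and 572 in the *Hp1α*Δ/Δ, *Hp1β*Δ/Δ and *Hp1γ*Δ/Δ single mutants) and without the fold threshold (3972 against 7126, 8100 and 7394). With DESeq2 it reverses for *Hp1γ*Δ/Δ ESCs (920 between the sets against 941) and holds for *Hp1α*Δ/Δ ESCs (778). How much of the changes in single mutants a difference between cultures may give therefore cannot be told apart from the effects of the genotypes. Part of the 909 may have another source, since 39 genes had counts in one set and none in the other, and for 22 of these every library of the tables with the same *wild-type* set shares the state, among them *mt-Atp6* and *G630055G22Rik*. Counting that differed between the tables is consistent with these 22 genes. The non-polyadenylated RNA list had a median log2 fold change of 3.316 in *wild-type* set B, with 2 of 3 tested members called higher (camera adjusted p = 0.0029 with Benjamini-Hochberg adjustment). Against *wild-type* set A the list also had medians of 1.53 in *Hp1α*Δ/Δ ESCs (1.534), 2.35 in *Hp1γ*Δ/Δ ESCs (2.351) and 1.52 in *Hp1α/β*Δ/Δ ESCs, counted in the same tables as that set, with 2 of 2 members called in each and the list not past the threshold by camera. The median was 1.493 in *Hp1β*Δ/Δ ESCs and 0.874 in *Hp1α/β/γ*Δ/Δ cells, with 1 of 2 members called in each. Counting that differs between tables thus leaves part of the pattern. Different RNA selection cannot be told apart from a difference between the cultures, since each set holds its own libraries and few members were tested. Of the 8 symbols, 6 are in the tables and none has at least 1 CPM in every *wild-type* library. No biological explanation was tested for the difference of the *wild-type* sets.

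In *Hp1α/γ*Δ/Δ ESCs the feeder fibroblast list lay lower, with a median log2 fold change of −2.027 (camera adjusted p = 2.3e-06 with Benjamini-Hochberg adjustment), 13 of 18 tested members called lower and 1 higher. A member, *Col6a3*, rose by 2.957, which less RNA from feeder cells does not give, but the stem cells may express it themselves. Less feeder RNA thus cannot be told apart from a change with the genotype in the members that fell. The most abundant members were *Mmp2* at 9.04 CPM against 32.98 CPM in *wild-type* set B, *Thy1* at 5.94 against 20.5 CPM and *Col1a1* at 3.20 against 14.6 CPM. Of the 23 symbols, all in the tables, 12 have at least 1 CPM in every *wild-type* library. In the same cells the imprinted list lay lower, with a median of −0.653 (camera adjusted p = 0.0246 with Benjamini-Hochberg adjustment), 9 members called lower and 2 higher of 21, among them *Igf2* at −2.78, *Peg3* at −2.34 and *H19* at 4.32. Of its 24 symbols, 23 are in the tables and 20 have at least 1 CPM in every *wild-type* library. No explanation of the imprinted genes was tested, and a change with the genotype stays open.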

How the results depend on the processing

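All alternatives were set before the data were examined, except a mean of at least 20 counts in a group, alone or with DESeq2, and *wild-type* set B as the control of the interaction. Counts of called genes stayed within 1.5 times their value in all 84 fits that each left out a library, with RLE size factors, DESeq2, no filter, a joint fit and a mean of at least 20 counts. With at least 10 counts in every library, fewer genes are tested and all 12 counts fell, 9 of them by more than 1.5 times: 469 in *Hp1α*Δ/Δ ESCs, 572 in *Hp1γ*Δ/Δ ESCs, 845 in *Hp1α/β*Δ/Δ ESCs, 1139 in *Hp1β/γ*Δ/Δ ESCs, 4866 in *Hp1α/β/γ*Δ/Δ cells, 3058 in *Setdb1*Δ/Δ cells, 4649 in *Hp1α/β/γ*Δ/Δ cells against *Hp1α/β*Δ/Δ ESCs, 386 between the *wild-type* sets and 1422 genes shared by *Hp1α/β/γ*Δ/Δ and *Setdb1*Δ/Δ cells. Without the fold threshold all 11 counts rose: 7126 in *Hp1α*Δ/Δ ESCs, 8100 in *Hp1β*Δ/Δ ESCs, 7394 in *Hp1γ*Δ/Δ ESCs, 6881 in *Hp1α/β*Δ/Δ ESCs, 7361 in *Hp1α/γ*Δ/Δ ESCs, 8408 in *Hp1β/γ*Δ/Δ ESCs, 14283 in *Hp1α/β/γ*Δ/Δ cells, 12990 in *Setdb1*Δ/Δ cells, 14048 in *Hp1α/β/γ*Δ/Δ cells against *Hp1α/β*Δ/Δ ESCs, 3972 between the *wild-type* sets and 10365 shared genes. With *wild-type* set B as the control, the counts were 1438 in *Hp1α*Δ/Δ ESCs, 2429 in *Hp1β*Δ/Δ ESCs and 1693 in *Hp1γ*Δ/Δ ESCs, and the cause was not tested.

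The share of genes that changed in the same direction in *Hp1α/β/γ*Δ/Δ and *Setdb1*Δ/Δ cells was 87.1% to 88.0% across the fits that left out a library, 88.99% with DESeq2, 89.34% with *Hp1α/β*Δ/Δ ESCs as the control and 72.73% without the fold threshold. The shared genes numbered 2585 to 2701 in the same fits. Replicate numbers do not pair the libraries, since none of 30 same-numbered pairs correlated over 0.1 (−0.036 to 0.035), and with a replicate block 7267 genes had an interaction.

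Of 379 results for named genes, 374 kept their call with DESeq2 and 376 with RLE size factors, and the others were weaker. Of 2274 such results with a library left out, 36 were weaker and 11 stronger, and 152 of 167 calls held in every such fit. The 15 calls lost in at least 1 fit include *Pax6* and *Cyp11a1* in *Hp1α*Δ/Δ ESCs, *Tex101* and *Dppa5a* in *Hp1β*Δ/Δ ESCs, *Taf7l* in *Hp1γ*Δ/Δ ESCs, *Bmp4* and *Msx2* in *Hp1α/β*Δ/Δ ESCs, *Mael*, *Cyp11a1* and *Cbx3* in *Hp1α/γ*Δ/Δ ESCs, *Hand1* (0.94 to 1.19) and *Dsp* (0.97 to 1.08) in *Hp1α/β/γ*Δ/Δ cells, *Sox17* in *Setdb1*Δ/Δ cells, and *Pax6* between the *wild-type* sets. With the other *wild-type* set as the control, 10 of 261 were weaker, 11 stronger and 1 reversed, *Gm20305* in *Hp1α*Δ/Δ ESCs at 8.79, and the cause was not tested. All 210 chromosome shifts and 13 GO results kept their call.

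Every list that camera called kept its call with fry, which called 61 of 107 list results that camera did not, and 46 stayed the same. In *Hp1α/β/γ*Δ/Δ cells the adjusted p of fry was 3.59e-06 for the endoderm list, 6.25e-06 for the ecto-mesoderm list, 0.00196 for the trophectoderm list and 0.000305 for the feeder fibroblast list (Benjamini-Hochberg). Camera sets a list against all other genes and fry against no change, so most lists move in cells in which most genes do.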

Differences from the paper's values

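The paper gives a depth of 50 M reads per sample, and the median total here was 21.5 M counts, or 43.0 M reads if each count stands for a read pair. No alternative bears on this value.

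In Table S4 the paper gives log2 fold changes for *Setdb1*Δ/Δ cells that differ from those computed here. For *Bmp4* the paper's value is 1.36 and the value here −1.72 (−1.723). For *Pax6* they are 1.42 in the paper and 4.87 here, for *Mael* 5.67 in the paper and 6.24 here, for *Stk31* 5.92 in the paper and 4.89 here (4.895), and for *Taf7l* 7.83 in the paper and 6.81 here. For *Syce1* they are 4.17 in the paper and 3.25 here, for *Cyp11a1* 1.52 in the paper and −0.48 here (−0.475), for *Nr5a2* 1.18 in the paper and −0.16 here (−0.157), and for *Nanog* 1.51 in the paper and −0.06 here (−0.061). None of the alternatives set before the data were examined closed any of these gaps. Over the 1998 genes of Table S4 read here, its log2 fold changes correlated with the authors' deposited values for the same comparison with an r of 0.655, and 88.5% had the same sign. For the Hp1 mutants the tables and the deposited values had an r of 1.000.

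The paper describes germ-layer-specific genes as largely unaffected in single and double mutants. Of the 5 ecto-mesoderm genes, 5 were called higher in *Hp1β*Δ/Δ ESCs, 4 in *Hp1α/β*Δ/Δ ESCs, 2 in *Hp1α/γ*Δ/Δ ESCs, 2 in *Hp1β/γ*Δ/Δ ESCs, 1 in *Hp1α*Δ/Δ ESCs and 1 in *Hp1γ*Δ/Δ ESCs. Of the 5 germline genes, 3 were called higher in *Hp1β/γ*Δ/Δ ESCs, 2 in *Hp1β*Δ/Δ ESCs, 2 in *Hp1α/γ*Δ/Δ ESCs and 0 in *Hp1α*Δ/Δ, *Hp1γ*Δ/Δ and *Hp1α/β*Δ/Δ ESCs. Of the endoderm genes, *Gata4* was called in none of the 6 mutants, and *Foxa2*, *Sox17* and *Gata6* did not pass the count filter. The paper names *Foxa2* and *Pax6* among the genes that rose in *Hp1α/β/γ*Δ/Δ cells. *Foxa2* did not pass the count filter here, with at most 7 counts in a library, and the authors' deposited log2 fold change was 1.37 (adjusted p = 0.274, DESeq2). *Pax6* rose by 0.65 and was not called, and it was called at 1.78 with *wild-type* set B as the control.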

Other observations

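Apart from the camera tests of gene lists, the tests named in this part were chosen after the result was seen. The exceptions are the test of feeder fibroblast RNA as an explanation in *Hp1α/β/γ*Δ/Δ cells and that for differences between cell cultures.

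For each of the 10 comparisons of 3 libraries with 3, 1 of the 10 splits of the 6 libraries, the true one, gave as many called genes. Since 10 splits allow no p under 0.1, these counts decide nothing about a chance arrangement of the libraries, for or against. For the genes shared by *Hp1α/β/γ*Δ/Δ and *Setdb1*Δ/Δ cells, 1 of 100 pairs of splits, the true one, gave as many. In each of the comparisons the true split already gave the most calls. The pair of true splits would thus lead for unrelated lists as well, so this count decides nothing either.

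In *Hp1α/β/γ*Δ/Δ cells 9 of 18 tested feeder fibroblast genes were called lower and 3 higher (median −0.966, camera adjusted p = 0.423 with Benjamini-Hochberg adjustment). The members moved apart, with *Col3a1* up by 2.546, which less feeder RNA does not give, but the stem cells may express it themselves. Less feeder RNA thus cannot be told apart from a change with the genotype in the members that fell, of which *Mmp2* fell from 38.3 to 6.14 CPM and *Thy1* from 15.3 to 1.43 CPM. Of the other lists in *Hp1α/β/γ*Δ/Δ cells, the HP1 family was lower (2 of 3 called, camera adjusted p = 1.19e-06 with Benjamini-Hochberg adjustment). Of 5 H3K9 methyltransferases 1 was called lower, *Ehmt1* (0.15), and of 5 PRC1.6 subunits 1 was called higher, *Mga* (0.199). The imprinted list had 5 members higher and 9 lower of 23 (0.111), and the non-polyadenylated RNA list 1 called of 2 tested (0.909).

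The single mutants share called genes. With a separate *wild-type* set for each mutant of a pair at least 66.9% of shared calls had the same direction, but as both *wild-type* sets may depart from the parental cells of the mutants, a shared departure of the *wild-type* libraries cannot be told apart from a shared effect of the mutations. Replicate 2 of *Hp1α/γ*Δ/Δ ESCs differed over 2-fold from replicates 1 and 3 in 864 of 11433 genes. Its deviation followed transcript length with a rank correlation of −0.681, against at most 0.275 for other libraries outside this condition, so a length trend in that library is consistent with the pattern. After removal of length and GC trends 193 genes were left. *Cbx5* had 85.14 CPM in it, the lowest level of all libraries of *Hp1α/γ*Δ/Δ ESCs. This alone does not exclude a mislabelled library, since other mutants also lack *Cbx5* and the length trend may have lowered it. Over the libraries of *Hp1α/γ*Δ/Δ ESCs, replicate 2 included, *Cbx3* had 79.6 to 100.3 CPM and *Cbx1* 356.2 to 385.1 CPM. The other mutants that lack *Cbx5* had higher *Cbx3* or lower *Cbx1*, which argues against a label swapped with one of them. No biological explanation of this library was tested.

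In *Setdb1*Δ/Δ cells the germline list was higher, with 5 of 5 called (camera adjusted p = 6.38e-34 with Benjamini-Hochberg adjustment), among them *Tex101* at 10.24, *Taf7l* at 6.81 and *Mael* at 6.24. *Pou5f1* had a log2 fold change of −0.72, *Nanog* −0.06, *Sox2* 0.13 and *Dppa5a* −1.26. The pluripotency list as a set was lower (median −0.158, camera adjusted p = 0.0378 with Benjamini-Hochberg adjustment), with 1 of 5 called. *Cbx5*, *Cbx1* and *Cbx3* had −0.41, −0.60 and −0.76, and *Ehmt2* and *Suv39h2* −1.54 and −1.68. In *Hp1α/β/γ*Δ/Δ cells *Setdb1* had −0.52, *Ehmt2* −0.94 and *Suv39h2* 0.89. In *Hp1α/γ*Δ/Δ ESCs 3 of 5 pluripotency genes were called higher (camera adjusted p = 0.00435 with Benjamini-Hochberg adjustment). *Ddx3y* on chromosome Y had 0.038 CPM in *Setdb1* F/F ESCs and 0.017 CPM in *Setdb1*Δ/Δ cells, against 70.5 CPM in *wild-type* set A and 61.9 CPM in set B.

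Among the 1998 genes of Table S4 read here, its log2 fold changes correlated with the difference of *Setdb1*Δ/Δ cells from *Hp1α*Δ/Δ ESCs at 0.840, from *wild-type* set A at 0.826, from *wild-type* set B at 0.789 and from *Setdb1* F/F ESCs at 0.677. The values were 0.826 from *Hp1γ*Δ/Δ, 0.806 from *Hp1β*Δ/Δ and 0.801 from *Hp1α/β*Δ/Δ ESCs. They were 0.716 from *Hp1α/γ*Δ/Δ ESCs, 0.618 from *Hp1β/γ*Δ/Δ ESCs and 0.454 from *Hp1α/β/γ*Δ/Δ cells. The control of Table S4 cannot be told from these values. The authors' deposited calls with a mean of at least 20 counts in a group, a minimum chosen after seeing the data, numbered 3976 higher and 2817 lower in *Hp1α/β/γ*Δ/Δ cells. Without it they numbered 5540 and 3019.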
